# Hepatocytes differentiate into intestinal epithelial cells through a hybrid epithelial/mesenchymal cell state in culture

**DOI:** 10.1038/s41467-024-47869-2

**Published:** 2024-05-15

**Authors:** Shizuka Miura, Kenichi Horisawa, Tokuko Iwamori, Satoshi Tsujino, Kazuya Inoue, Satsuki Karasawa, Junpei Yamamoto, Yasuyuki Ohkawa, Sayaka Sekiya, Atsushi Suzuki

**Keywords:** Cell culture, Transdifferentiation, Hepatocytes

## Abstract

Hepatocytes play important roles in the liver, but in culture, they immediately lose function and dedifferentiate into progenitor-like cells. Although this unique feature is well-known, the dynamics and mechanisms of hepatocyte dedifferentiation and the differentiation potential of dedifferentiated hepatocytes (dediHeps) require further investigation. Here, we employ a culture system specifically established for hepatic progenitor cells to study hepatocyte dedifferentiation. We found that hepatocytes dedifferentiate with a hybrid epithelial/mesenchymal phenotype, which is required for the induction and maintenance of dediHeps, and exhibit Vimentin-dependent propagation, upon inhibition of the Hippo signaling pathway. The dediHeps re-differentiate into mature hepatocytes by forming aggregates, enabling reconstitution of hepatic tissues in vivo. Moreover, dediHeps have an unexpected differentiation potential into intestinal epithelial cells that can form organoids in three-dimensional culture and reconstitute colonic epithelia after transplantation. This remarkable plasticity will be useful in the study and treatment of intestinal metaplasia and related diseases in the liver.

## Abstract (web summary)

Hepatocytes dedifferentiate into progenitor-like cells in culture. Here, authors elucidate the dynamics and mechanisms of hepatocyte dedifferentiation and find an unexpected differentiation potential of hepatocytes into intestinal epithelial cells.

## Introduction

Hepatocytes constitute nearly 80% of the liver mass and have a wide range of functions, including metabolism, formation and secretion of bile, drug detoxification, glycogen storage, and protein synthesis. A unique characteristic of primary hepatocytes is that they rapidly lose their functional properties in monolayer culture^1,2^ and exhibit immaturity as a result of dedifferentiation into progenitor-like cells through the epithelial-mesenchymal transition (EMT)^3,4^.

Recent lineage-tracing analyses have revealed that adult human and mouse hepatocytes undergo dedifferentiation and give rise to biliary progenitor cells in vivo by responding to severe chronic liver injury^5–7^. The Hippo signaling pathway is a fundamental regulator of in vivo hepatocyte dedifferentiation. Activation of the Hippo transducer yes-associated protein (Yap) in hepatocytes is sufficient to induce hepatocyte dedifferentiation through activation of Notch signaling^8^, which activates the biliary program in adult hepatocytes^5,6,9^. It was recently reported that hepatocyte dedifferentiation in monolayer culture results from mechanical tension-induced Yap activation^10^ and is supported by activation of canonical Wnt signaling, inhibition of transforming growth factor β (TGF-β) signaling, and hypoxia^11–14^.

Induction of hepatocyte dedifferentiation will be a possible therapeutic strategy for the treatment of liver diseases. However, studies examining the cellular dynamics of hepatocyte dedifferentiation, mechanisms underlying the induction and maintenance of a dedifferentiated state, and differentiation potential of hepatocyte-derived dedifferentiated cells are still required.

In the developing liver, hepatic progenitor cells (also known as hepatoblasts) proliferate to give rise to both hepatocytes and cholangiocytes as descendants to form liver tissues^15^. Meanwhile, adult liver progenitor cells (i.e., oval cells) appear in response to excessive liver impairment and are able to propagate and differentiate into both hepatocytes and cholangiocytes to restore damaged liver tissue^16^. We previously isolated hepatoblasts and oval cells from developing and chronically injured mouse livers, respectively, by combining flow cytometry and fluorescence-conjugated antibodies^17–19^. In our culture system, hepatoblasts and oval cells identified by fluorescence-assisted cell sorting were cultured in individual wells of 96-well plates, and clonal colonies formed from each cell were expanded in a long-term culture. These data suggest that the culture condition enabling efficient expansion of hepatoblasts and oval cells is suitable for the culture of hepatic progenitor cells. In this study, we used this culture system established for hepatic progenitor cells to culture adult mouse hepatocytes and examine the dynamics and mechanisms of hepatocyte dedifferentiation and the differentiation potential of cells dedifferentiated from hepatocytes.

Our present data demonstrate that hepatocytes isolated from adult mouse livers dedifferentiate into expandable progenitor-like cells under culture conditions used for hepatic progenitor cells. These dedifferentiated hepatocytes, termed dediHeps, exhibit a hybrid epithelial/mesenchymal (E/M) phenotype in monolayer culture, which is dependent on the inhibition of Hippo signaling, but not on the activation of TGF-β signaling, and is required for acquisition and maintenance of their dedifferentiated state. Although dediHeps stably propagate with immature phenotypes in monolayer culture, they stop proliferating and re-differentiate into mature hepatocytes by forming aggregates in three-dimensional (3D) culture and can reconstitute hepatic tissues after transplantation into injured livers. Moreover, we found that dediHeps have remarkable plasticity; dediHeps can give rise to intestinal epithelial cells, which can form intestinal organoids under 3D culture conditions and reconstitute colonic epithelial tissues after transplantation into a chemically-induced colonic injury model.

## Results

### Expansion of hepatocyte-derived cells in culture

We crossed mice expressing an inducible form of Cre recombinase (*CreER*^*T2*^) from the *albumin* (*Alb*) genomic locus [*Alb-CreER*^*T2*^ mice^20^] with *R26R*^*YFP/YFP*^ reporter mice^21^. In the double-mutant mice, administration of tamoxifen (TM) permanently marked *Alb*-positive hepatocytes and enabled tracing of their fates.

To observe hepatocytes in culture, we isolated them from the livers of TM-treated *Alb-CreER*^*T2*^;*R26R*^*YFP/+*^ mice and cultured them by serial passaging. Three hours after their initial plating, co-immunofluorescence analyses revealed that all YFP-positive cells expressed both Alb and Hnf4α, but YFP was not detected with the cholangiocyte marker cytokeratin 19 (CK19; also known as Krt19) (Fig. 1a, b). Thus, we have developed an experimental system for tracing the fate of hepatocytes in culture that involves highly specific isolation of hepatocytes and their heritable labeling with YFP.

**Fig. 1:**
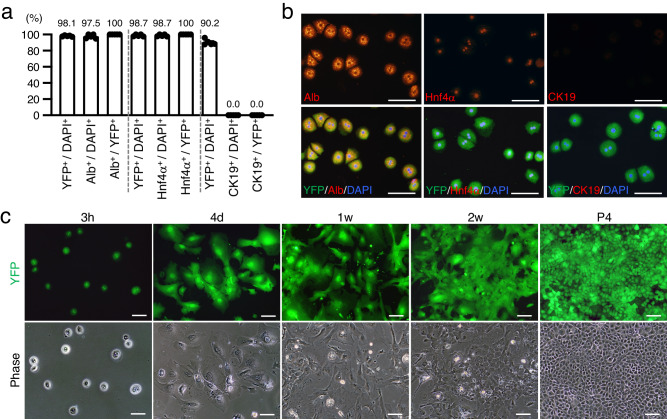
Propagation of hepatocyte-derived cells in monolayer culture. **a** Hepatocytes isolated from adult mouse livers were stained with antibodies against YFP and Alb, Hnf4α, or CK19, 3 h after plating. DNA was stained with DAPI. The graph shows the percentages of YFP^+^, Alb^+^, Hnf4α^+^, and CK19^+^ cells in the DAPI^+^ population and the percentages of Alb^+^, Hnf4α^+^, and CK19^+^ cells in the YFP^+^ population. Data represent the mean ± SEM (*n* **=** 5 independent experiments). Source data are provided as a Source Data file. **b** Representative micrographs of isolated hepatocytes expressing YFP and Alb, Hnf4α, or CK19. DNA was stained with DAPI. **c** Representative fluorescence micrographs and morphologies of YFP^+^ hepatocytes 3 h, 4 days (d), 1 week (w), and 2 w after plating and at passage 4 (P4). Scale bars, 100 μm.

In monolayer culture, the morphology of some hepatocytes shifted from round to spindle-shaped within 4 days after plating; these cells continued to proliferate and gradually became small epithelial cells after several weeks of culture (Fig. 1c). These YFP-positive hepatocyte-derived cells could be maintained through serial passaging (Fig. 1c). Two independent experiments demonstrated that YFP was expressed in more than 99% of cultured cells derived from the liver of TM-treated *Alb-CreER*^*T2*^;*R26R*^*YFP/+*^ mice, indicating that their hepatocyte progenies can proliferate and expand in long-term culture (Supplementary Fig. 1a, b). Moreover, similar to hepatocytes isolated form *Alb-CreER*^*T2*^;*R26R*^*YFP/+*^ mice, those from untreated wild-type mice were also capable of propagating in culture (Supplementary Fig. 1c). Thus, these cells were named dedifferentiated hepatocytes (dediHeps).

### dediHeps have a hybrid E/M phenotype

During conversion of primary hepatocytes to dediHeps, the expression of Alb and the epithelial cell marker E-cadherin (E-cad; also known as Cdh1) was maintained (Fig. 2a). Along with Alb and E-cad, CK19 and the mesenchymal cell marker Vimentin (Vim) were expressed in spindle-shaped hepatocyte-derived cells 4 days after plating; their expression was maintained in long-term dediHep cultures (Fig. 2a). Confocal microscopy clearly demonstrated that Alb and E-cad were co-expressed with CK19 and Vim, respectively, in dediHeps (Fig. 2b). These findings suggest that primary hepatocytes adopt a hybrid E/M phenotype during the early stages of monolayer culture, with this phenotype maintained during and after the transition from hepatocyte to dediHep. 

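Transcript levels in dediHeps (n = 5 cultures) and in hepatocytes freshly isolated from adult livers (n = 3) were measured by CEL-Seq2, which reads the 3′ end of transcripts and counts unique molecular identifiers (UMIs). The authors deposited 1 table of UMI counts for 49 libraries, not normalized. It lists 46078 gene identifiers, of which 45143 pair with a symbol and 14097 have no count in any library. Library totals ran from 1211070 to 1523804 counts in fresh hepatocytes (median 1250180) and from 1631842 to 2848505 in dediHeps (median 1960648). The dediHep libraries are numbered here in the order of the table. The authors used the quasi-likelihood F-test of edgeR with thresholds of an FDR under 0.1 and a log2 fold change over 2. Here the same test and thresholds were applied, after TMM normalization, to the 11276 genes kept by filterByExpr, with only the libraries compared in the fit, and a gene past both thresholds is termed called. The paper gives a minimum of 0.5 CPM for the values normalized with iDEP, but names neither the filter nor the libraries of each edgeR fit, and both choices can change the number of genes called. Expression is given as mean ± SD of CPM, the counts scaled to a library total of 1e+06. A count of 0 stands for less than 0.775 to 3.48 CPM depending on the library, by counting error alone. A fold over a group without any count is given as a bound against 3 counts in that group. Such a bound takes the mean of the other group as it stands, without its spread between libraries. No gene has more than 4096 counts in any library, which is the number of sequences a UMI of 6 bases can take, and 4 libraries reach it, so folds of the most abundant genes could be too small.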

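Between dediHeps and fresh hepatocytes 2901 genes were called, 1480 higher and 1421 lower in dediHeps. At any fold, 5089 genes had an FDR under 0.1. DESeq2 called 2904, and the alternative that moved the number most, no low-count filter, called 4481. Of the 56 splits of the 8 libraries into 5 and 3, only the real one called as many. Transcripts of the mesenchymal gene Vim averaged 237 ± 159.8 CPM in dediHeps and 1.13 ± 1.96 in hepatocytes, which have only 3 counts of it (log2 fold change 7.65, edgeR FDR 0.000108; 196-fold, counting interval 67.0 to 950.4). Lamb1 rose from 4.30 ± 1.61 to 26.0 ± 12.5 CPM (log2 fold change 2.55, SE 0.654, edgeR FDR 0.00991). S100a7a had no count in hepatocytes and 14.8 ± 12.1 CPM in dediHeps, at least 13.3-fold more (edgeR FDR 0.0130). Among the epithelial genes, Cdh1 was at 831 ± 259 against 280.3 ± 105 CPM (log2 fold change 1.57, SE 0.388, edgeR FDR 0.00824), below the fold threshold, and it passed at 2.08 once counts were corrected for UMIs drawn more than once. Cldn3 was at 15.9 ± 21.4 against 63.5 ± 20.0 CPM, a log2 fold change of −1.96 with an SE of 1.18 (edgeR FDR 0.221). With libraries paired by number Cldn3 was called, at −3.44, although the dediHep numbers are only the order of the table. Ocln differed by 0.21 (edgeR FDR 0.779), and its sign depended on single libraries, from −0.37 to 0.39 with 1 library left out.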

Expression levels of *Cdh1* and the epithelial cell markers *claudin-3* (*Cldn3*) and *occludin* (*Ocln*) were not changed, but expression of *Vim* and the mesenchymal cell markers *S100 calcium binding protein A7A* (*S100a7a*) and *laminin B1* (*Lamb1*) increased, in cultured dediHeps relative to expression in hepatocytes freshly isolated from adult mouse livers (Fig. 2c). In addition, expression of the proliferation marker *Ki67* (also known as *MKi67*) and the cholangiocyte/progenitor marker *prominin-1* (*Prom1*; also known as *CD133*) was increased and expression of several genes encoding liver enzymes was decreased in dediHeps relative to their expression in hepatocytes, while both dediHeps and hepatocytes expressed similar levels of transcription factors involved in hepatocyte differentiation, including *Hnf4α* and *Hnf1α* (Fig. 2c). 

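Mki67 was at 237 ± 168 CPM in dediHeps and 9.53 ± 6.73 in hepatocytes (log2 fold change 4.64, SE 0.762, edgeR FDR 0.000629). Prom1 had 2 counts in all hepatocyte libraries and 62.3 ± 53.1 CPM in dediHeps (81.5-fold, counting interval 22.5 to 674, edgeR FDR 0.00182). Krt19, also marked in Fig. 2c, had none in hepatocytes and 159 ± 155 CPM in dediHeps, at least 143-fold more (log2 fold change 11.33, edgeR FDR 0.000415). Every liver gene named in the panel was called lower. Cyp8b1 fell from 2256 ± 535 to 0.410 ± 0.558 CPM (log2 fold change −12.14, edgeR FDR 3.54e-07), Cyp1a2 from 1735 ± 534 to 0.705 ± 1.43 (−11.19, FDR 5.84e-06) and Cyp3a11 from 2146 ± 1361 to 8.80 ± 14.3 (−7.93, FDR 0.000165). Cyp7a1 went from 147 ± 111 CPM to no count, at least 661-fold (edgeR FDR 0.000105). Mup5 kept 1 count in 5 dediHep libraries against 2701 CPM (edgeR FDR 9.11e-08), but Mup paralogs share most of their sequence and their single values are uncertain. Hnf4a was at 209 ± 71.2 against 379 ± 89.3 CPM (log2 fold change −0.85, SE 0.347, edgeR FDR 0.0744), past the FDR threshold but not the fold. The smallest p among genes higher in dediHeps belonged to S100a6 (log2 fold change 9.59, edgeR FDR 5.02e-07), S100a11 (7.22) and Ezr (6.37), and among lower genes to Mup11, Mup14 and Mup9, each near 4299 CPM in hepatocytes with 1 or 2 counts in dediHeps (edgeR FDR 9.06e-08).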

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses revealed that genes associated with the cell cycle and metabolic pathways were enriched among those that were up- and down-regulated, respectively (Fig. 2d). 

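The KEGG gene sets themselves were not analysed here. Sets written down beforehand stood in for them and were tested with camera of limma on voom-transformed counts, with the preset correlation between genes of 0.01 and p adjusted over 8 tests. Cell-cycle genes had a median log2 fold change of 2.64, with 76 of 83 higher and 51 called higher (limma camera, adjusted p = 7.02e-12). Genes of drug and steroid metabolism, chosen by a rule on their symbols, had a median of −5.86, with 108 of 114 lower and 93 called lower (limma camera, adjusted p = 5.90e-36). All 42 complement and coagulation genes tested were called lower (median −7.18, limma camera, adjusted p = 1.49e-25). The fry test of limma kept all 3 calls, with adjusted p of 0.00448, 2.66e-07 and 5.13e-06. With the correlation between genes estimated from the data, the cell-cycle call was lost (limma camera, adjusted p = 0.152). The calls of the drug and steroid set and of the complement and coagulation set stayed (limma camera, adjusted p = 0.00529 and 0.0371). For the cell cycle, 12 of the 56 splits gave a camera p at least as small as the real one, so chance is not excluded for that set by this count. For the other sets only the real split did.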

Sequential gene expression analyses during hepatocyte-to-dediHep conversion revealed that the expression of genes encoding liver enzymes began to decrease after 1 day in monolayer culture, followed by subsequent increases in the expression of *MKi67*, *Krt19, Prom1*, and mesenchymal cell markers (Fig. 2e). 

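Hepatocytes in monolayer culture were sampled by CEL-Seq2 at 3 h, 1 day, 2 days, 4 days, 1 week and 2 weeks (n = 3 each). Median totals were 1459279, 2161484, 2354152, 1843654, 2481094 and 1760198 counts, and single libraries ran from 861047 (2 weeks) to 2746168 (1 week). The paper draws these genes as a heat map without a test. Here all 6 time points and the 3 fresh hepatocyte libraries entered 1 edgeR fit of 12443 genes, and each time point was compared with fresh hepatocytes. The number of genes called grew from 860 at 3 h through 2170, 2649, 2958 and 3225 to 3668 at 2 weeks. At 3 h it was 1527 without fresh hepatocyte replicate 1 and 264 with libraries paired by number. Against fresh hepatocytes 10 splits exist per time point, and only the real one called as many, which is too few to exclude chance. At 3 h no liver enzyme was called, with log2 fold changes of −1.38 for Cyp8b1 (edgeR FDR 0.0170), −1.74 for Cyp7a1, 0.21 for Cyp1a2 and 0.87 for Cyp3a11. At 1 day these genes stood at −5.66 (edgeR FDR 3.90e-09), −8.24 (4.45e-05), −2.42 (6.66e-05) and −3.30 (0.000112), all called. Mup5 was called from 2 days on (−2.15, edgeR FDR 7.98e-05). By 1 week Cyp3a11 had no count left, at least 6186-fold less, and Cyp8b1 was at −12.11 (edgeR FDR 2.10e-12). Mki67 first fell, to 2 counts at 1 day (32.7-fold fewer, counting interval 8.17 to 285), then reached 259 ± 159 CPM at 2 days (log2 fold change 4.79, edgeR FDR 3.21e-06), 5.32 at 4 days and 3.97 at 2 weeks. Its call at 3 h (−3.57) was lost without fresh hepatocyte replicate 1 or 3 h replicate 2. Krt19 was first called at 4 days, at least 17.2-fold up (edgeR FDR 8.82e-05), and reached at least 46.5-fold at 2 weeks. Prom1 was called at 4 days (2.62, edgeR FDR 0.0244), which depended on fresh hepatocyte replicate 3 (2.00, FDR 0.115 without it), and at 2 weeks it was at 4.92 (3.69e-05). Vim rose steadily, from 2.44 at 1 day (edgeR FDR 0.00869) to 5.35, 7.93, 8.74 and 8.98 (edgeR FDR 3.73e-11). The call of Vim at 1 day fell under the fold threshold without fresh hepatocyte replicate 2 (1.99) or 3 (1.82). Lamb1 was called higher only at 2 weeks (3.24, edgeR FDR 0.000922) and lower at 1 day (−3.68, edgeR FDR 0.0125) and 2 days (−2.07, edgeR FDR 0.0778), the latter lost without any 1 of 4 libraries. S100a7a had too few counts to test, 12 at 1 week and 40 at 2 weeks, the latter at least 5.16-fold over fresh hepatocytes. Among epithelial genes Ocln was called only at 2 weeks, as lower (−2.05, edgeR FDR 3.12e-05), which was lost without any 1 of 4 libraries. Cdh1 and Cldn3 were not called at any time, with Cdh1 higher by 0.55 at 3 h to 1.25 at 2 days. The smallest p at 3 h belonged to Dusp5 (7.07), Ier5 (5.43) and Mt2 (6.39) on the rise and Anks4b (−4.94), Foxa2 (−2.76) and Fignl2 (−4.80) on the fall. Cpe, without a count in fresh hepatocytes, led the rise from 1 day (at least 569-fold) to 2 weeks (at least 958-fold). Next came Slc25a24 (6.75) and S100a6 (8.52) at 1 day and Akap12 (7.49) and S100a6 (9.36) at 2 days. At 4 days S100a6 (9.57) and Akap12 (7.39) followed. At 1 week these were Sox4 (8.81) and Slc25a24 (7.40), and at 2 weeks S100a6 (10.42) and Sox4 (8.98). The fall was led by Fmo5 (−6.03), Keg1 (−8.20) and Nat8f2 (−5.31) at 1 day, Cyp8b1, Nat8f2 and Rnase4 (−7.70) at 2 days, Cyp2c40 (9739-fold lower), C8a and Uox (−6.91) at 4 days, Uox (−10.20), Mup18 and C8a at 1 week, and Mup18, Mup3 and Mup10 at 2 weeks.

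**Figure D1:**
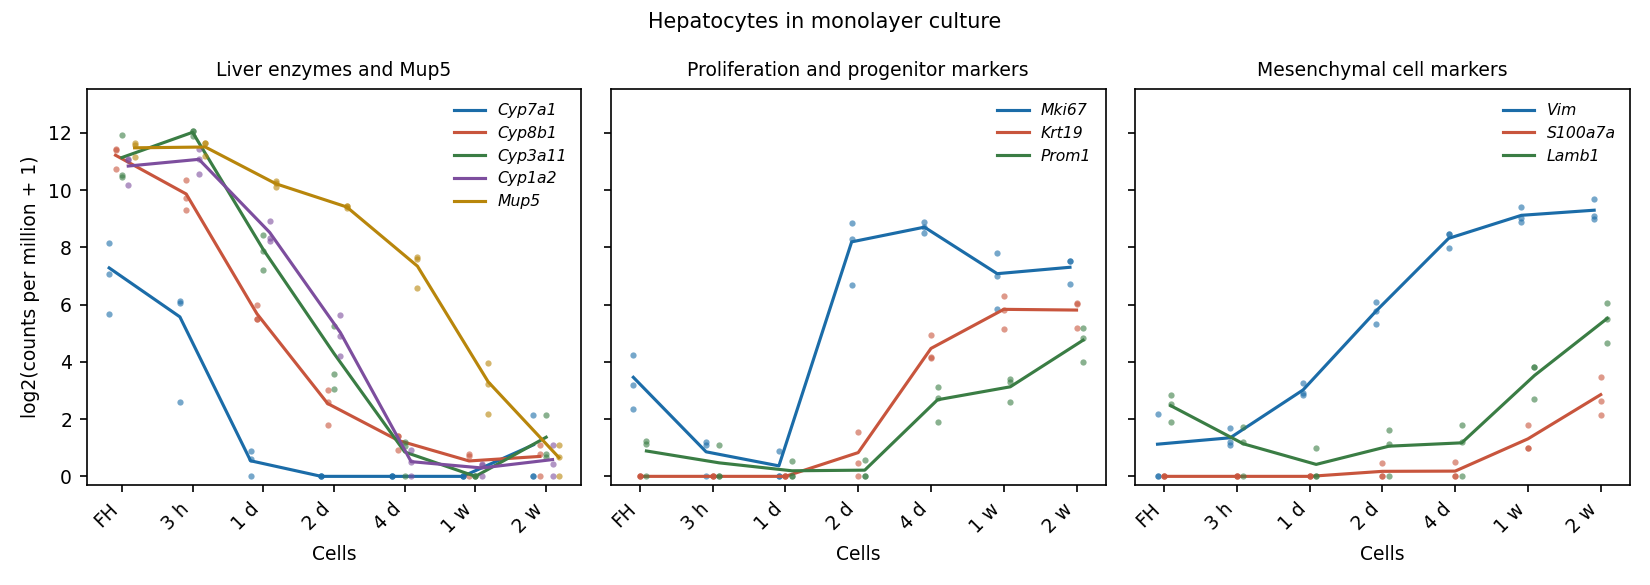
Expression as log2(CPM + 1) in fresh hepatocytes (FH) and at each time in monolayer culture, for liver enzymes and Mup5 (left), Mki67, Krt19 and Prom1 (middle) and Vim, S100a7a and Lamb1 (right), with points for libraries and lines through group means. Liver enzymes decline between 3 h and 2 days, while Vim climbs to a log2 fold change of 8.98 and Krt19 has 5 counts at 2 days and 140 at 4 days.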

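Hepatocyte identity in dediHeps was read from 18 hepatocyte genes listed beforehand. All were lower than in fresh hepatocytes and 17 were called, with a median log2 fold change of −3.47, yet 14 of the 18 still averaged at least 1 CPM in dediHeps. Alb fell by a log2 fold change of 3.29 (SE 0.743, edgeR FDR 0.00488) and remained at 496 ± 401 CPM, scaled over all 49 libraries. A list of 10 cholangiocyte genes moved the other way, with all 6 tested members higher and Krt19, Krt7, Prom1 and Spp1 called (median 6.61). The same 17 and 4 genes were called when p was adjusted over each list alone. From these libraries and its staining the paper concludes that part of the hepatocyte character is kept.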

Taken together, our data demonstrate that dediHeps maintain a subset of key characteristics of hepatocytes and epithelial cells, but lose function and acquire a partial mesenchymal phenotype.

**Fig. 2:**
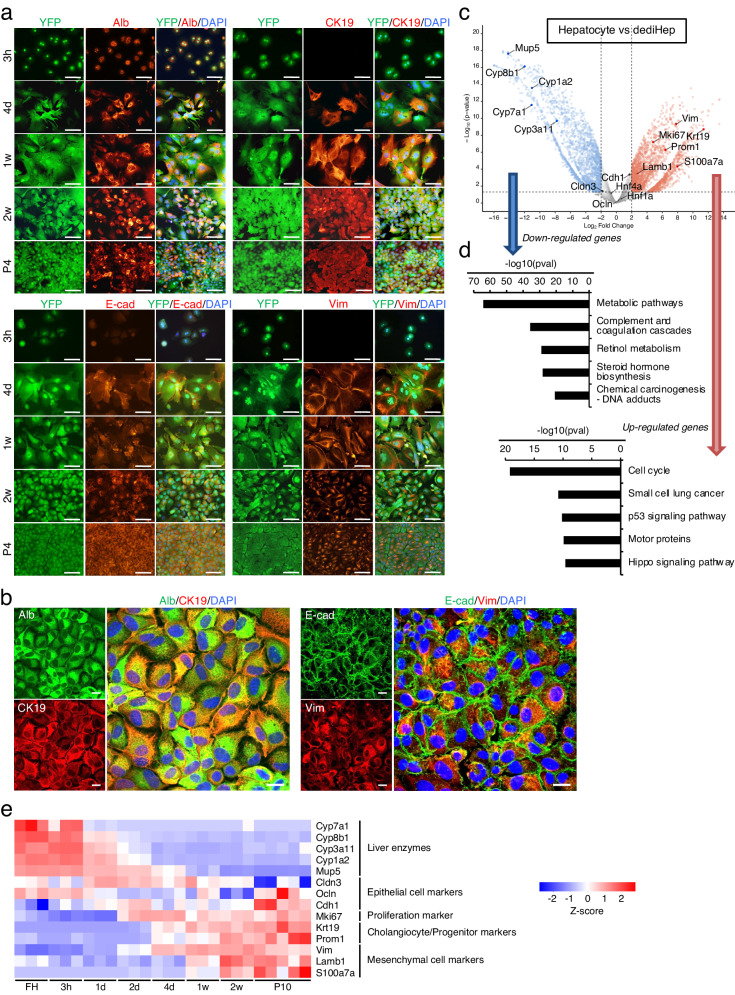
dediHeps exhibit a hybrid E/M phenotype. **a** Co-immunofluorescence staining (YFP with Alb, CK19, E-cad, or Vim) of hepatocytes in monolayer culture 3 h, 4 days (d), 1 week (w), and 2 w after plating and at passage 4 (P4). **b** Representative confocal microscopic micrographs of dediHeps that are immunoreactive for Alb with CK19 and for E-cad with Vim at P4. DNA was stained with DAPI. Scale bars, 100 μm (**a**) and 20 μm (**b**). **c** Volcano plot depicting differences in gene expression between dediHeps and hepatocytes. Each dot represents one gene. Blue and red dots represent down- and up-regulated genes, respectively, in dediHeps. Gray dots represent genes that are not significantly differentially expressed. **d** Top five most significantly enriched pathways associated with down- and up-regulated genes in dediHeps compared to hepatocytes, identified by KEGG pathway enrichment analysis. **e** Heatmap image from CEL-seq2 data showing the change in expression of the indicated genes during conversion of freshly isolated hepatocytes (FH) to dediHeps in monolayer culture 3 h, 1 d, 2 d, 4 d, 1 w, and 2 w after plating and at P10. Statistical difference was determined by quasi-likelihood F-test (**c**) or Fisher’s exact test (**d**).

### dediHeps re-differentiate into hepatocytes and reconstitute liver tissues after transplantation into injured livers

To investigate re-differentiation potential, we developed dediHep aggregate cultures, as aggregation has been shown to facilitate the maturation of immature hepatocyte-like cells derived from pluripotent stem cells^22^ or directly induced from fibroblasts^23^. Under 3D culture conditions, dediHeps gradually assembled to form uniform aggregates (Fig. 3a), expressing Alb and E-cad, but neither Vim nor Ki67 (Fig. 3b). 

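Aggregates of dediHeps (n = 3) and dediHeps in monolayer (n = 5) were compared by the same 3′ UMI sequencing. Aggregate totals ran from 1362169 to 2356830 counts (median 2113238), and the monolayer libraries are those already compared with fresh hepatocytes. The 3 aggregates come from the cultures of dediHep replicates 1, 2 and 4, while the other 2 monolayer cultures have no aggregate library. The methods describe 1 edgeR test for all comparisons and do not mention pairing by culture. Here all 8 libraries entered an unpaired fit of 11265 genes. Deviations from the group mean correlated between aggregate and monolayer of the same culture (r = 0.217 to 0.316 across genes, which are not independent replicates), so a fit paired by culture was run as an alternative and called 1252 genes. The unpaired fit called 1071, with 495 higher and 576 lower in aggregates. All 49 libraries in 1 fit moved the number most, to 1805. Without aggregate replicate 1 it dropped to 718. None of the other 55 splits of the 8 libraries called as many genes as the real split.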

To assess the hepatic maturation of dediHep aggregates, we performed gene expression analyses in them, with monolayer controls, and conduced KEGG pathway enrichment analyses. The expression of genes encoding liver enzymes was increased, but expression of *MKi67*, *Krt19, Prom1*, and mesenchymal cell markers was decreased, in aggregates (Fig. 3c). 

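Cyp8b1 rose from 0.490 ± 0.664 CPM in monolayer to 23.4 ± 16.9 in aggregates (log2 fold change 5.35, SE 0.812, edgeR FDR 0.00270) and Cyp1a2 from 0.843 ± 1.71 to 69.5 ± 39.2 (6.31, edgeR FDR 0.00268). Cyp3a11 was at 284 ± 348 against 10.5 ± 17.0 CPM (4.76, edgeR FDR 0.0210), and without aggregate replicate 1 it was no longer called (3.01, FDR 0.134). Cyp7a1 (22 against 0 counts, at least 14.7-fold) and Mup5 (36 against 1, 76.7-fold, counting interval 12.9 to 3113) were too low to be tested. Mki67 decreased to 6.20 ± 6.68 from 286 ± 212 CPM (log2 fold change −5.45, edgeR FDR 0.00383), Krt19 to 22.1 ± 13.0 from 192 ± 194 (−3.10, edgeR FDR 0.0226) and Prom1 to 8.52 ± 4.38 from 74.1 ± 63.4 (−3.09, edgeR FDR 0.0344). For Prom1 the call was lost without aggregate replicate 1 (FDR 0.129) or 3 (FDR 0.135). Mesenchymal genes were all called lower, Vim at −3.59 (22.6 ± 13.2 against 278 ± 178 CPM, edgeR FDR 0.00496), Lamb1 at −4.52 (edgeR FDR 0.00412) and S100a7a with 1 count left (84.0-fold, counting interval 14.9 to 3336, edgeR FDR 0.0151). By smallest p the genes rising most clearly were Asgr1 (483 ± 199.8 against 1.06 ± 0.767 CPM, log2 fold change 8.75, edgeR FDR 5.10e-05), Hgd (419.8-fold) and Apof (8.15), and those falling were Kifc1 (71.3-fold), Dusp5 (−2.89) and Dhh (56.2-fold).

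**Figure D2:**
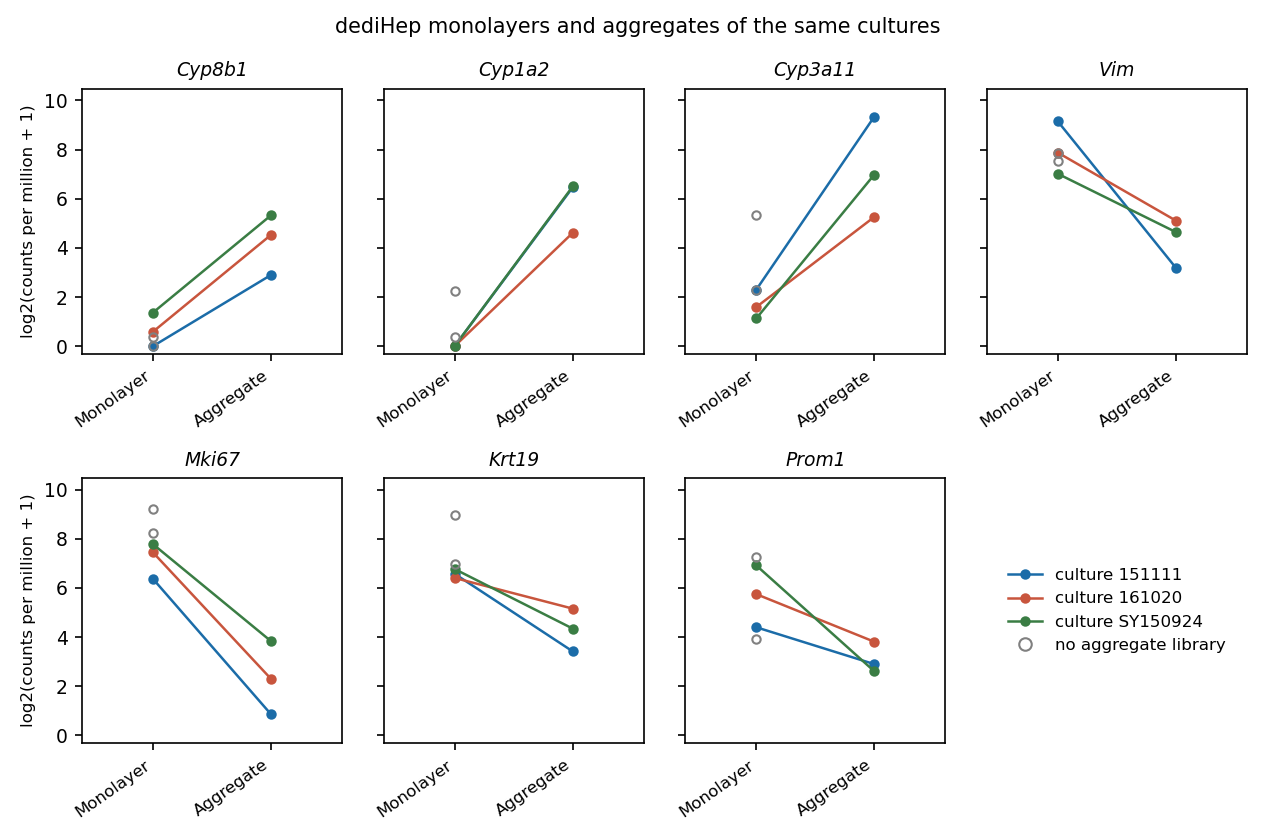
Expression as log2(CPM + 1) in monolayer dediHeps and aggregates, with a line joining the libraries of 1 culture and open grey circles for monolayer cultures without an aggregate library. In each culture joined, Cyp8b1 and Cyp1a2 go up (log2 fold changes 5.35 and 6.31) and Vim and Mki67 go down (−3.59 and −5.45).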

The changes in gene expression were promptly induced starting from 1 day of 3D culture (Supplementary Fig. 2). 

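Epithelial and hepatocyte transcription factor genes moved less than the fold threshold in aggregates. Hnf4a was at 472 ± 47.4 CPM against 251 ± 92.4 in monolayer (log2 fold change 0.91, SE 0.316, edgeR FDR 0.0752). Cdh1 was lower, at 527 ± 24.2 against 983 ± 288 CPM (−0.90, SE 0.279, edgeR FDR 0.0538), past the FDR threshold alone like Hnf4a. Ocln differed by 0.44 (edgeR FDR 0.552). The libraries disagree on Cldn3 (28.8 ± 40.4 against 19.4 ± 26.2 CPM, 0.56, edgeR FDR 0.805), whose estimate ran from −1.73 to 1.40 with 1 library left out.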

Meanwhile, the expression levels of *Cdh1*, *Cldn3*, *Ocln*, *Hnf4α*, and *Hnf1α* were almost unchanged between aggregates and monolayers (Fig. 3c). 

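The sets that stand in for KEGG pathways were tested between aggregates and monolayer in the same way. Genes of drug and steroid metabolism had a median log2 fold change of 2.97, with 87 of 91 higher and 59 called higher (limma camera, adjusted p = 1.57e-30), and complement and coagulation genes a median of 4.04, with 35 of 36 higher and 28 called (limma camera, adjusted p = 1.06e-23). Cell-cycle genes had a median of −2.89, with 79 of 86 lower and 51 called lower (limma camera, adjusted p = 6.51e-17). Under fry all 3 remained (limma fry, adjusted p = 0.000340, 0.000467 and 0.0163). With the correlation between genes estimated, the drug and steroid set and the complement and coagulation set remained (limma camera, adjusted p = 0.0364 and 0.0371). The cell-cycle set did not (limma camera, adjusted p = 0.136). A camera p this small for the cell cycle came up in 7 of the 56 splits, and for each of the other sets only in the real one.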

KEGG pathway enrichment analyses revealed that genes differentially expressed in dediHep aggregates versus monolayers were significantly enriched for those associated with metabolic pathways (up-regulated) and cell cycle (down-regulated) (Fig. 3d). The hepatic maturation of dediHep aggregates could also be induced from dediHeps propagated in long-term monolayer culture (Supplementary Fig. 3).

**Fig. 3:**
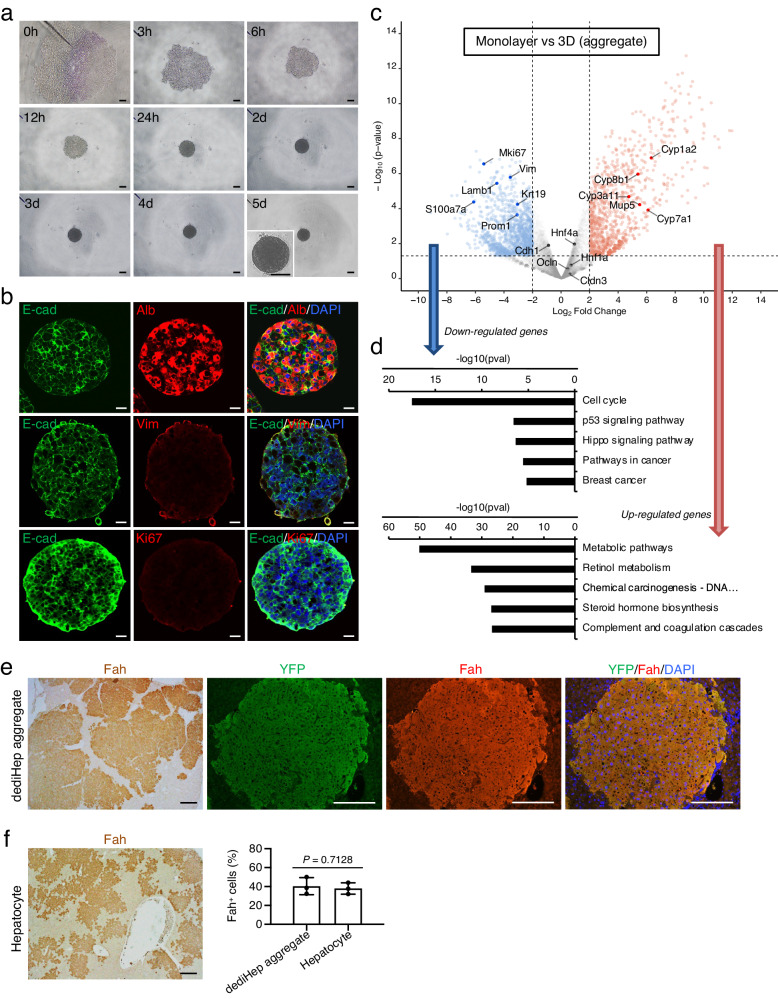
Re-differentiation of dediHeps into functional and transplantable hepatocytes in 3D culture. **a** Representative morphology of a dediHep aggregate at the presented hours (h) and days (d) after initiation of 3D culture. Inset, the enlarged micrograph of aggregate. **b** Co-immunofluorescence staining (E-cad with Alb, Vim, or Ki67) of dediHep aggregates 5 days after initiation of 3D culture. **c** Volcano plot depicting differences in gene expression between dediHep aggregates and dediHep monolayer cultures. Each dot represents one gene. Blue and red dots represent down- and up-regulated genes, respectively, in dediHep aggregates. Gray dots represent genes that are not significantly differentially expressed. **d** Top five most significantly enriched pathways associated with down- or up-regulated genes in dediHep aggregates compared to dediHep monolayer cultures, identified by KEGG pathway enrichment analysis. **e** Immunohistochemical staining of Fah and co-immunofluorescence staining of YFP with Fah on liver sections of *Fah*^*-/-*^ mice 3 months after transplantation of cells dissociated from dediHep aggregates derived from TM-treated *Alb-CreER*^*T2*^;*R26R*^*YFP/+*^ mice. **f** A representative micrograph of Fah^+^ cells on liver sections of *Fah*^*-/-*^ mice 3 months after transplantation of hepatocytes freshly isolated from the liver of adult wild-type mice. Graph at right depicts percentages of Fah^+^ cells in CK8/18^+^ epithelial cells on liver sections of *Fah*^*-/-*^ mice 3 months after transplantation of cells dissociated from dediHep aggregates or hepatocytes. Data represent the mean ± SEM (*n* **=** 3 independent experiments). DNA was stained with DAPI. Scale bars, 200 μm (**a**, **e**, and **f**) and 20 μm (**b**). Statistical difference was determined by quasi-likelihood F-test (**c**), Fisher’s exact test (**d**), or two-sided Student’s *t* test (**f**). Source data are provided as a Source Data file.

In order to determine whether liver parenchyma could be reconstituted by dediHep-derived, re-differentiated hepatocytes, we intrasplenically injected dissociated aggregates from TM-treated *Alb-CreER*^*T2*^;*R26R*^*YFP/+*^ mice into the livers of fumarylacetoacetate hydrolase (*Fah*)-deficient (*Fah*^*-/-*^) recipient mice, which is a mouse model of hereditary tyrosinaemia type I^24^. *Fah*^*-/-*^ livers are severely damaged without the provision of 2-(2-nitro-4-trifluoromethylbenzoyl)−1,3-cyclohexanedione (NTBC); therefore, these mice can be used as recipients to analyze hepatocyte differentiation potential and hepatic tissue reconstitution. Three months after transplantation, dediHep-derived, YFP-positive cells reconstituted hepatic tissues of *Fah*^*-/-*^ recipients as Fah-positive hepatocytes and were morphologically indistinguishable from normal hepatocytes (Fig. 3e). These dediHep-derived hepatocytes did not express the mesenchymal cell markers Vim and α-smooth muscle actin (αSMA) (Supplementary Fig. 4). Tissue reconstitution capacity in dediHep-derived hepatocytes was similar to that of hepatocytes freshly isolated from adult mouse livers (Fig. 3f). These data demonstrate that aggregation eliminates the mesenchymal phenotype in dediHeps, and facilitating re-differentiation into growth-arrested, functional hepatocytes.

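Of the 18 hepatocyte genes listed beforehand, 16 were tested between aggregates and monolayer. All 16 were higher in aggregates and 10 were called, with a median log2 fold change of 2.12, also when p was adjusted over the list alone. Alb rose by 2.18 (SE 0.729, edgeR FDR 0.0686), to 2206 ± 709 CPM against 496 in monolayer and 4419 ± 622 in fresh hepatocytes, all scaled over the 49 libraries. Counts of Alb in aggregates (3725 to 3834) and fresh hepatocytes (3607 to 3771) were near the limit of 4096, so these CPM do not show how the 2 differ. Vim stayed above fresh hepatocytes on that scale, at 21.8 ± 12.8 CPM in aggregates against 1.18 ± 2.04. The paper draws its conclusion on growth-arrested, functional hepatocytes after the transplantation of aggregated cells, which was not analysed here.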

### dediHeps have an intestinal phenotype in monolayer culture

Given that dediHeps are undifferentiated cells with a hybrid E/M phenotype, we wondered whether they are able to differentiate into additional cell types. We discovered that more than 60% and 90% of dediHeps express the intestinal master transcription factor Cdx2 and its mRNA, respectively (Fig. 4a, b), normally expressed in intestinal epithelial cells but not in hepatocytes. Cdx2 was co-expressed with Alb in dediHeps (Fig. 4c) and gradually disappeared from dediHeps during re-differentiation into hepatocytes (Supplementary Fig. 5). In the development, bone morphogenetic protein (BMP) signaling is essential for mid/hindgut specification from definitive endoderm, inducing *Cdx2* expression and the fate of intestine^25,26^. Also, ectopic expression of the BMP target gene *inhibitor of differentiation* (*Id*) *2* in the developing stomach induces *Cdx2*-positive intestinal epithelial cells in the gastric epithelia^27^. Thus, we examined whether BMP signaling is activated and critical for *Cdx2* expression, in dediHeps. 

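BMP genes were read from the dediHep libraries and the time course already described. In dediHeps Bmp4 was at 36.6 ± 19.2 CPM against 2.58 ± 1.71 in fresh hepatocytes (log2 fold change 3.78, SE 0.684, edgeR FDR 0.00120) and Bmp7 at 34.8 ± 39.3 against 3.38 ± 3.38 (3.26, edgeR FDR 0.0324). The call of Bmp7 was lost without fresh hepatocyte replicate 2 (2.75, FDR 0.107) and with libraries paired by number (1.92). Id1 rose to 549 ± 75.0 from 25.4 ± 19.8 CPM (4.42, edgeR FDR 5.66e-05). Id2 was high in both groups, 857 ± 292 and 697 ± 289 CPM (0.30, SE 0.407, edgeR FDR 0.605), and without 1 library its estimate ran from −0.01 to 0.50. During the first 2 weeks of culture Bmp4 was not called at any time, with its highest value at 1 week (1.57, edgeR FDR 0.114). Leaving out fresh hepatocyte replicate 1 raised that value to 2.19, which was called. Bmp7 was called only as lower, at 1 day (−2.57) and 4 days (−4.17, edgeR FDR 0.0122), both on few counts and both lost without fresh hepatocyte replicate 3, and at 2 weeks it was at 0.72 (edgeR FDR 0.515). Id1 was lower at 3 h (−2.31, edgeR FDR 0.0168, lost without fresh hepatocyte replicate 3 or 3 h replicate 2), then higher at 2 days (2.40, edgeR FDR 0.000422) and at 2 weeks (3.16, edgeR FDR 1.71e-05). For Id2 no time was called, from −1.06 at 3 h to 0.18 at 2 weeks (edgeR FDR 0.677).

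**Figure D3:**
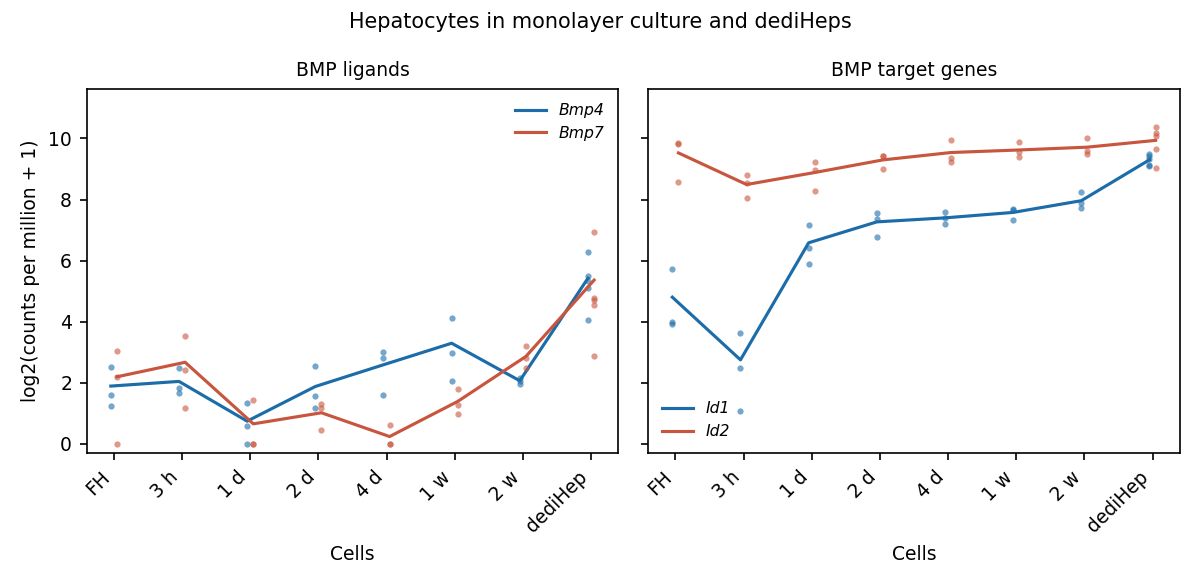
Expression as log2(CPM + 1) of Bmp4 and Bmp7 (left) and Id1 and Id2 (right) in fresh hepatocytes (FH), at each time in culture and in dediHeps, with points for libraries and lines through group means. Bmp4 and Bmp7 stand out only in dediHeps (log2 fold changes 3.78 and 3.26), whereas Id1 climbs from 1 day on.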

Sequential gene expression analyses during hepatocyte-to-dediHep conversion revealed that expression of *BMP4*, *BMP7*, and the BMP target genes *Id1* and *Id2* was increased in dediHeps (Fig. 4d). Moreover, inhibition of BMP signaling by Noggin significantly suppressed the expression level of *Cdx2* in dediHeps (Fig. 4e). These data demonstrate that dediHeps express *Cdx2* through activation of BMP signaling in monolayer culture.

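Cdx2 itself had no count in fresh hepatocytes or at any time up to 2 weeks in culture, and 46.5 ± 48.6 CPM in dediHeps, scaled over all 49 libraries (638 counts over 5 libraries). Aggregates had 70 counts of it, a mean of 11.0 ± 10.8 CPM. The paper concludes that BMP signaling drives Cdx2 in dediHeps, and the inhibitor experiment behind that step was not analysed here.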

**Fig. 4:**
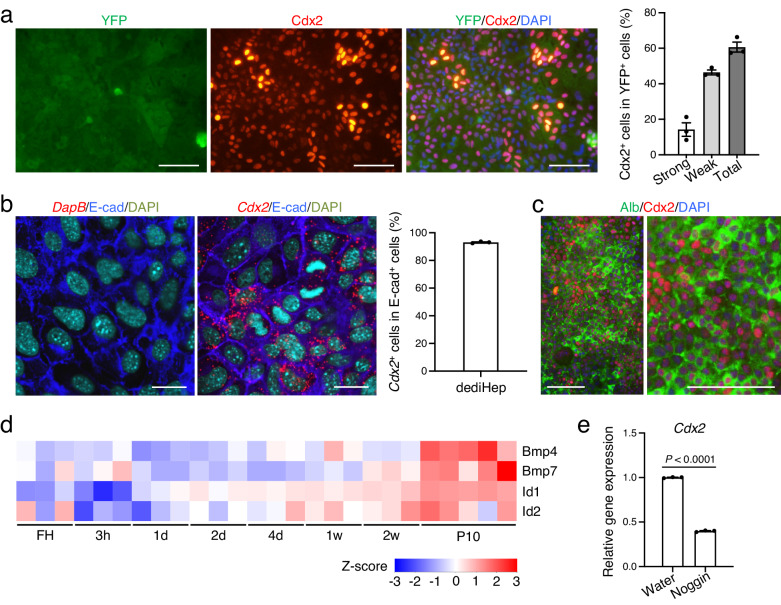
dediHeps express *Cdx2* in response to BMP signaling. **a** Co-immunofluorescence staining (YFP with Cdx2) of dediHeps in monolayer culture. Graph at right depicts percentages of cells that were strongly or weakly positive for Cdx2 in YFP^+^ cells. **b** *Cdx2* mRNA, but not the bacterial gene *DapB* mRNA (negative control), was detected in dediHeps by fluorescence in situ hybridization. E-cad protein was also detected in these dediHeps by immunofluorescence staining. Graph at right depicts percentages of *Cdx2*^+^ cells in E-cad^+^ cells. **c** Co-immunofluorescence staining (Alb with Cdx2) of dediHeps in monolayer culture. **d** Heatmap image from CEL-seq2 data showing the change in expression of the indicated genes during conversion of freshly isolated hepatocytes (FH) to dediHeps in monolayer culture 3 h, 1 day (d), 2 d, 4 d, 1 week (w), and 2 w after plating and at passage 10 (P10). **e** qPCR analysis of *Cdx2* expression in dediHeps cultured with water or the inhibitor of BMP signaling Noggin for 4 days in monolayer culture. All data were normalized to the values for dediHeps cultured with water and are depicted as fold-changes. Statistical difference was determined by two-sided Student’s *t* test. DNA was stained with DAPI. Scale bars, 100 μm (**a**, **c**) and 20 μm (**b**). Data represent the mean ± SEM (*n* **=** 3 independent experiments). Source data are provided as a Source Data file.

### dediHeps differentiate into intestinal epithelial cells that reconstitute colonic epithelia upon transplantation

The expression of Cdx2 in dediHeps suggested that they can differentiate into intestinal epithelial cells. To test this hypothesis, we embedded dediHeps in Matrigel 3D culture and treated them with epidermal growth factor (EGF), Noggin, and R-spondin1 (designated ENR) in the presence of Wnt3a and the Wnt agonist CHIR99021 (glycogen synthase kinase-3 inhibitor, designated WCENR), which induces fetal intestinal progenitor cells (FIPCs) to form spherical organoids (SOs)^28^. After 11 days of culture, dediHeps formed a small number of SOs, which could be propagated by serial passaging (Fig. 5a). The expression level of *Cdx2* was increased and those of *Alb* and *Vim* were decreased after the formation and passages of SOs (Fig. 5b). These SOs were composed of actively proliferating, polarized intestinal epithelial cells that express E-cad basolaterally, Villin (also known as Vil1) apically, and nuclear Cdx2 and Sox9 (Fig. 5c and Supplementary Fig. 6a), similar to FIPC-derived SOs^28,29^. Also, dediHep-derived SOs were formed by cells expressing CK19 and Hnf4α but not Alb, indicating that these SOs were not biliary organoids that express CK19 but not Hnf4α and Alb (Supplementary Fig. 6b). Global gene expression analyses revealed that genes specifically expressed in dediHep-derived SOs or FIPC-derived SOs, compared with hepatocytes, are similar (Fig. 5d), and more than 97% of the detected genes were similarly expressed in both types of SOs (Fig. 5e). Moreover, addition of forskolin (FSK) with or without the cystic fibrosis transmembrane conductance regulator (CFTR) inhibitor CFTRinh-172 to the culture media blocked or induced the swelling of dediHep-derived SOs, respectively (Supplementary Fig. 7). Thus, epithelial cells forming dediHep-derived SOs can functionally respond to FSK in a CFTR-dependent manner and increase the size of the SOs.

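Spheroid organoids from dediHeps (n = 3, totals 1897762 to 2931078 counts, median 1976760) and from FIPCs (n = 3, 2251588 to 2477523, median 2258371) were sequenced by CEL-Seq2 like the other libraries. The dediHep-derived organoids carry the culture names of dediHep replicates 1, 3 and 2. Organoid replicates 1 and 2 were the most alike of 54 replicate pairs (Spearman 0.969), so their independence is uncertain. The authors compared each organoid type with fresh hepatocytes by edgeR and showed a direct comparison of both as a Venn diagram. The paper's text does not say which genes count as detected or similar. Here each organoid type was tested against fresh hepatocytes, and the organoids against each other, in a separate fit (10770, 11394 and 11608 genes). Against fresh hepatocytes 3140 genes were called in dediHep-SOs (1559 higher, 1581 lower) and 3458 in FIPC-SOs (1751 higher, 1707 lower). Without a low-count filter the numbers were 5025 and 5229. Of the 4227 genes called in either, 2366 (56.0%) were called in both in the same direction and 5 in opposite directions. Log2 fold changes correlated with r = 0.942 (Spearman rho 0.894) over 10352 genes, which are not independent replicates, and 85.3% had the same sign. Sharing the hepatocyte libraries alone raises these numbers. In 20 draws, simulated groups without any change were set against the same simulated hepatocytes. They gave a mean r of 0.510, 67.1% of signs and no shared call. The draws show the effect of shared hepatocytes alone. Other cells that had lost hepatocyte genes were not set beside the organoids, so r and the shared calls do not measure intestinal likeness. Tested directly, 1034 genes or 8.91% differed (571 higher and 463 lower in dediHep-SOs), so 91.1% of genes tested were not called. That share was 95.3% of the 21816 genes with a count in either type and 97.8% of all identifiers listed. Between 3 and 3 libraries only 10 splits exist, which cannot exclude chance. Alb had no count in either type (at least 11860-fold and 13010-fold below hepatocytes). Neither had Cyp8b1 (at least 6381 and 7023), Cyp1a2 (4905 and 5403), Cyp7a1 (416 and 457) or Mup5 (7643 and 8404), and Cyp3a11 had 1 count in dediHep-SOs (18150-fold below) and none in FIPC-SOs (at least 6649). Krt19, Epcam, Klf5 and Cdx2 had no count in hepatocytes and reached at least 222, 232, 157 and 67.6-fold in dediHep-SOs and at least 154, 358, 121 and 269.8-fold in FIPC-SOs (edgeR FDR 2.71e-06 to 3.55e-05). In dediHep-SOs and FIPC-SOs log2 fold changes were 4.84 and 4.11 for Klf4, 4.83 and 6.19 for Mki67, 4.68 and 4.49 for Lgr5, and 3.62 and 2.71 for Sox9 (edgeR FDR up to 0.00289). Side by side, dediHep-SOs had 99.4 ± 20.2 CPM of Cdx2 and FIPC-SOs 386 ± 77.2 (−1.96, SE 0.286, edgeR FDR 0.00165), just under the fold threshold and past it without dediHep-SO replicate 3 (−2.10), FIPC-SO replicate 2 (−2.07) or FIPC-SO replicate 3 (−2.01). Mki67 was lower by less (−1.30, edgeR FDR 0.0146), and Lgr5 (0.24), Krt19 (0.57), Klf5 (0.43), Klf4 (0.78), Epcam (−0.59) and Sox9 (0.94) were not called (edgeR FDR 0.0693 to 0.629). Among the clearest differences were Cxcl5 (1049 ± 199 against 3.25 ± 0.858 CPM, 8.30, edgeR FDR 1.03e-05), Spp1 (5.94) and Sftpd (5.87) on the dediHep side, and Zfp503 (872-fold) and Chgb (561-fold) on the FIPC side, each with 1 count in dediHep-SOs. Against hepatocytes the smallest p were those of S100a6 (9.38), Mmp7 (3525-fold) and Psat1 (7.92) up and Mup2, Mup7 and Mup15 down in dediHep-SOs, and of Psat1 (7.80), S100a6 (9.04) and Ccnd2 (5.53) up and Mup8, Mup7 and Azgp1 (−11.40) down in FIPC-SOs.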

**Fig. 5:**
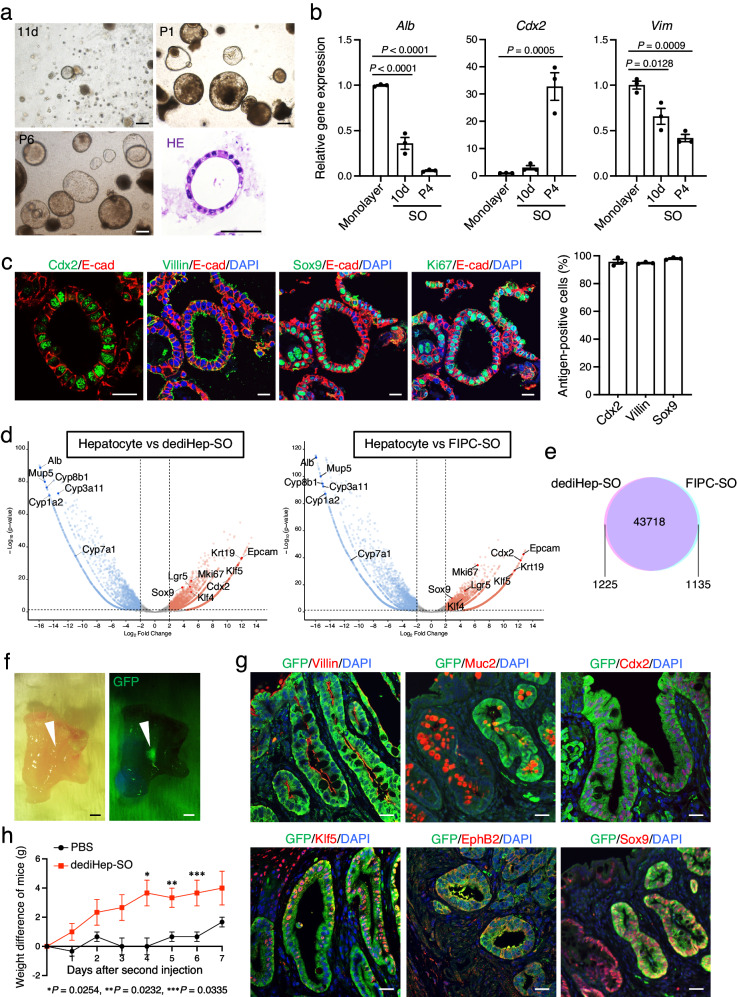
dediHeps give rise to intestinal epithelial cells capable of reconstituting colonic epithelia upon transplantation. **a** Representative morphologies of dediHep-derived SOs at 11 days (d), passage 1 (P1), and P6 after initiation of 3D culture. Panel at lower-right is a representative micrograph of a hematoxylin and eosin (HE)-stained dediHep-derived SO. **b** qPCR analyses of expression of *Alb*, *Cdx2*, and *Vim* in dediHeps maintained in monolayer culture and SOs formed by dediHeps at 10 d and P4 after initiation of 3D culture. All data were normalized to the values for dediHeps in monolayer culture and are depicted as fold-changes. **c** Co-immunofluorescence staining (E-cad with Cdx2, Villin, Sox9, or Ki67) of dediHep-derived SOs. Graph at right depicts percentages of Cdx2^+^ cells, Villin^+^ cells, and Sox9^+^ cells in dediHep-derived SOs. **d** Volcano plots depicting differences in gene expression between hepatocytes and dediHep-derived SOs or FIPC-derived SOs. Each dot represents one gene. Blue and red dots represent down- and up-regulated genes, respectively, in dediHep-derived SOs or FIPC-derived SOs. Gray dots represent genes that are not significantly differentially expressed. **e** A Venn diagram shows direct comparisons of the global gene expression profiles between dediHep-derived SOs and FIPC-derived SOs. **f** Representative bright-field and fluorescence images of a recipient mouse colon 3 months after transplantation. Arrowheads indicate GFP^+^ donor-derived engraftments. **g** Co-immunofluorescence staining (GFP with Villin, Muc2, Cdx2, Klf5, EphB2, or Sox9) of recipient mouse colons 3 months after transplantation. **h** Transition of the body weights of mice injected with phosphate-buffered saline (PBS) (control) or dediHep-derived SOs for 7 days after second injection. All data represent the difference from the weights of the mice immediately before the second injection. DNA was stained with DAPI. Scale bars, 200 μm (**a**), 50 μm (**a**; HE staining), 20 μm (**c**, **g**), and 1 cm (**f**). Data represent the mean ± SEM (*n* **=** 3 independent experiments). Statistical difference was determined by one-way analysis of variance followed by Dunnett’s multiple comparison test (**b**), quasi-likelihood F-test (**d**), or two-sided Student’s *t* test (**h**). Source data are provided as a Source Data file.

In addition to our in vitro analyses, we sought to assess whether dediHep-derived intestinal epithalial cells could contribute to tissue reconstitution in vivo. It is known that FIPCs contribute to regeneration of adult colonic epithelium after transplantation into a chemically-induced colonic injury model^29^. Thus, we examined whether dediHep-derived intestinal epithelial cells behaved similarly. To this end, dediHep-derived SOs were transplanted into the colons of immunodeficient NOD/SCID/gamma (NSG) mice with dextran sulfate sodium (DSS)-induced acute colitis^29,30^. In mice transplanted with dediHep-derived SOs, donor cell clusters were macroscopically observed in colonic tissues 3 months after transplantation (Fig. 5f). Histology revealed that donor-derived cells were characterized as colonocytes expressing Cdx2 and Klf5 and gave rise to Villin^+^ absorptive cells, Muc2^+^ goblet cells, and EphB2^+^ and Sox9^+^ cells residing in the bottom of crypts (Fig. 5g). The body weights of mice transplanted with dediHep-derived SOs recovered faster than those of control mice (Fig. 5h). These data indicate that dediHep-derived SOs are capable of repopulating colonic epithelial tissues, similar to FIPC-derived SOs. Taken together, our data demonstrate that dediHeps can differentiate into not only hepatocytes, but also intestinal epithelial cells.

### dediHeps give rise to intestinal stem cell (ISC)-like cells in response to forced expression of *Cdx2*

ISCs that reside at the bottoms of crypts in the small intestine continuously give rise to multilineage intestinal epithelial cells, including absorptive enterocytes, hormone-secreting enteroendocrine cells, mucin-secreting goblet cells, and antimicrobial protein-secreting Paneth cells, for replacing the epithelial cells lost by apoptosis at the villus tip^31^. ISCs form budding organoids (BOs) under 3D culture conditions, which consist of a lumen surrounded by a villus-like epithelial monolayer with budding crypt-like domains (CLDs)^32^. ISC-derived BOs are maintained in long-term culture by passaging with self-renewing cell divisions of ISCs, differentiation into multiple functional cells of the villi, and the release of apoptotic cells into the central lumen^32^. Although FIPCs do not form BOs, they are capable of developing into ISCs that form BOs by serial passaging in the presence of WCENR and subsequent exclusion of Wnt3a and CHIR99021 from the culture medium^29^. To examine whether dediHep-derived SOs could develop into BOs, dediHeps were subjected to 3D culture in the presence of WCENR, followed by removal of Wnt3a and CHIR99021 from the culture medium to promote their spontaneous maturation to BOs. However, unlike FIPC-derived SOs, dediHep-derived SOs did not form BOs during passaging, even after removal of Wnt3a and CHIR99021 from the culture medium (Fig. 6a). Our previous research has demonstrated that, in addition to endogenous *Cdx2* expression, forced *Cdx2* expression was required for the reprogramming of fibroblasts to FIPCs^28^. Thus, endogenous *Cdx2* expression in dediHeps might be insufficient. To examine this possibility, dediHeps were infected with a retrovirus expressing *Cdx2* and subjected to 3D culture (Fig. 6a−c). Forced expression of *Cdx2* promotes the generation of SOs from dediHeps (Supplementary Fig. 8a). After serial passaging in the absence of Wnt3a and CHIR99021, these SOs developed into BOs that were morphologically indistinguishable from those derived from ISCs (Fig. 6a). Changing the additives in the medium from WCENR to ENR is necessary for the efficient formation of BOs even from dediHeps overexpressing *Cdx2* (Supplementary Fig. 8b, c). dediHep-derived BOs could be maintained by repeated passaging in long-term 3D culture (Supplementary Fig. 8d).

**Fig. 6:**
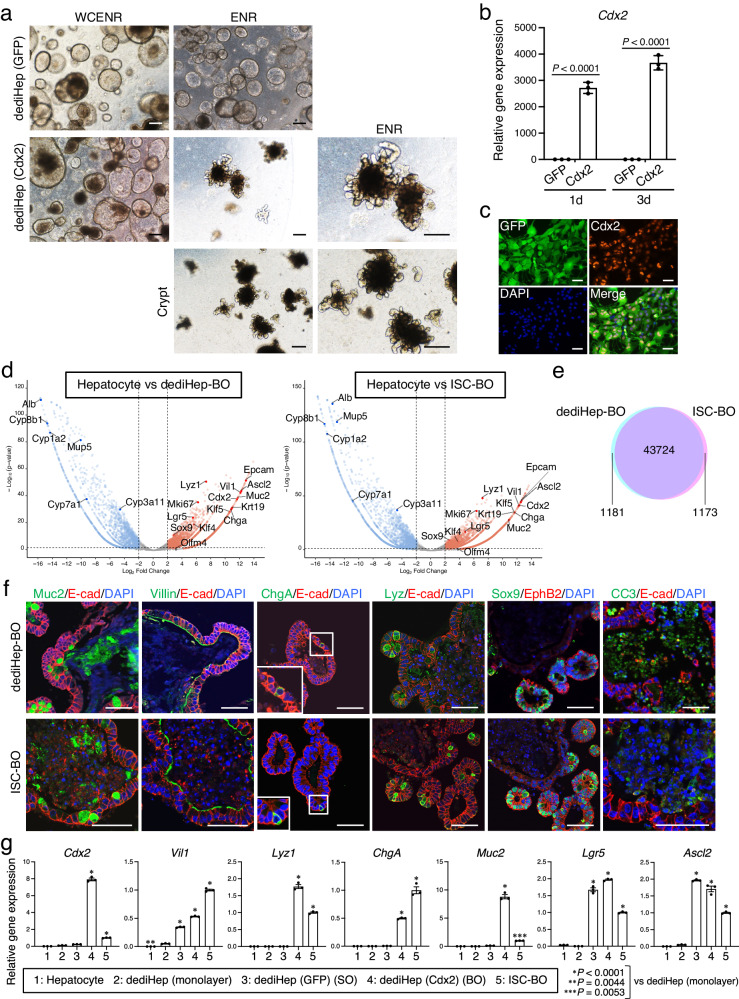
dediHeps give rise to ISC-like cells following forced expression of *Cdx2.* **a** Representative micrographs of 3D cultures of dediHeps transduced with *GFP* or *Cdx2* (with *GFP*). Initially, dediHeps transduced with *GFP* or *Cdx2* were embedded in Matrigel and cultured with WCENR. After passage 5, dediHep-derived SOs and BOs were cultured with ENR to promote the spontaneous transition of SOs to BOs. Crypts were consistently cultured with ENR. **b** qPCR analyses of *Cdx2* expression by dediHeps transduced with *GFP* or *Cdx2* (with *GFP*) 1 day (d) and 3 d after viral infection. All data were normalized to the value for dediHeps transduced with *GFP* at 1 d and are depicted as fold-changes. **c** Co-immunofluorescence staining (GFP with Cdx2) of dediHeps transduced with *Cdx2* (with *GFP*) 1 day after viral infection. **d** Volcano plots depicting differences in gene expression between hepatocytes and dediHep-derived BOs or ISC-derived BOs. Each dot represents one gene. Blue and red dots represent down- and up-regulated genes, respectively, in dediHep-derived BOs or ISC-derived BOs. Gray dots represent genes that are not significantly differentially expressed. **e** A Venn diagram shows direct comparisons of the global gene expression profiles between dediHep-derived BOs and ISC-derived BOs. **f** Co-immunofluorescence staining (E-cad with Muc2, Villin, ChgA, Lyz, or CC3 and Sox9 with EphB2) of dediHep-derived BOs and ISC-derived BOs. Insets, representative ChgA^+^ E-cad^+^ cells. **g** qPCR analyses of expression of *Cdx2* and *Vil1* and marker genes for differentiated intestinal epithelial cells (*Lyz1*, *Chga*, and *Muc2*) and ISCs (*Lgr5* and *Ascl2*) in hepatocytes freshly isolated from adult mouse livers, dediHeps maintained in monolayer culture, SOs formed by dediHeps transduced with *GFP*, BOs formed by dediHeps transduced with *Cdx2* (with *GFP*), and ISC-derived BOs. All data were normalized to the values for ISC-derived BOs and are depicted as fold-changes. DNA was stained with DAPI. Scale bars, 200 μm (**a**) and 50 μm (**c**, **f**). Data represent means ± SEM (*n* = 3 independent experiments). Statistical difference was determined by two-sided Student’s *t* test (**b**), quasi-likelihood F-test (**d**), or one-way analysis of variance followed by Dunnett’s multiple comparison test (**g**). Source data are provided as a Source Data file.

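Budding organoids formed by dediHeps transduced with Cdx2 (n = 3, totals 1856644 to 2089931 counts, median 1992755) and by intestinal stem cells from crypts (n = 4, 1757504 to 2337097, median 2092607.5) were sequenced by CEL-Seq2. The same edgeR comparisons as for the spheroids were made, each type against fresh hepatocytes (10971 and 11287 genes tested) and the types against each other (11303 genes). Whether counts of Cdx2 stem from the endogenous gene or from the vector cannot be read from a count table. Against hepatocytes 3036 genes were called in dediHep-BOs (1560 higher, 1476 lower) and 3173 in ISC-BOs (1668 higher, 1505 lower), and without a low-count filter 4670 and 5055. Of 3718 genes called in either type, 2491 (67.0%) were shared in direction and none opposed. The correlation of log2 fold changes was r = 0.970 (Spearman rho 0.935) over 10628 genes that are not independent replicates, with 88.3% of signs equal. Simulated groups without any change that share their hepatocytes gave a mean r of 0.545 and 68.2%. As for the spheroids, the simulation covers shared hepatocytes alone, and r does not measure intestinal likeness. Between the 2 types 345 genes were called, 152 higher and 193 lower in dediHep-BOs, which is 3.05% of those tested and leaves 96.9% not called. The latter share was 98.4% of the 21106 genes with a count in either type and 99.3% of identifiers listed. Of 35 splits only the real one called as many. Both types had almost no Alb (0 counts in dediHep-BOs, at least 9845-fold below hepatocytes, and 2 in ISC-BOs, 20150-fold). Cyp8b1 and Cyp1a2 had no count in either, Cyp7a1 had 1 and 0 and Mup5 15 and 2, while Cyp3a11 kept 94.6 ± 56.5 CPM in dediHep-BOs and 84.1 ± 58.5 in ISC-BOs (0.17, edgeR FDR 0.871). Stem-cell and lineage genes without a count in hepatocytes reached in dediHep-BOs and ISC-BOs at least 312 and 339-fold for Ascl2, 287 and 290.3 for Vil1, 223 and 109 for Muc2, 118 and 187 for Chga and 206 and 273 for Cdx2 (edgeR FDR up to 0.000203). The same held for Epcam (489 and 372), Krt19 (127 and 186) and Klf5 (101 and 187). Lgr5 was higher by log2 5.34 and 4.55, Lyz1 by 7.18 and 6.94, Mki67 by 6.05 and 6.12, Klf4 by 5.49 and 3.62, and Sox9 by 2.70 and 2.38 (edgeR FDR up to 0.00350). The call of Sox9 in ISC-BOs needed fresh hepatocyte replicate 2 (1.94 without it). Olfm4 had only 4 counts in dediHep-BOs and 8 in ISC-BOs and was not tested. Between the types none of these genes was called, with Lyz1 at 1770.3 ± 315 against 1516 ± 245 CPM (0.22), Cdx2 at 269 ± 102 against 367 ± 28.3 (−0.45, edgeR FDR 0.304) and Lgr5 at 238 ± 60.0 against 139.7 ± 31.9 (0.77, edgeR FDR 0.117). Krt19 (−0.59), Epcam (0.37), Mki67 (−0.09), Sox9 (0.29), Vil1 (−0.05), Ascl2 (−0.17), Muc2 (0.99) and Chga (−0.70) had an FDR over 0.1 in edgeR, whereas Klf5 (−0.92, edgeR FDR 0.0449) and Klf4 (1.85, edgeR FDR 0.00342) were below the fold threshold only. Without ISC-BO replicate 3 Klf4 was called (2.08). Among the clearest differences were Irx5 (245 ± 31.7 CPM against 1 count, 1975-fold, counting interval 354 to 78050), Dmrta2 (6.36) and Rbpms (6.15), higher in dediHep-BOs, and Lxn (no count, at least 126-fold) and Bcl11a (−5.89), lower. Against hepatocytes the smallest p were those of Sox4 (7.99), Psat1 (7.38) and Pkm (5.77) up and Gnmt (−10.32), Mup11 and Mup15 down in dediHep-BOs, and of Psat1 (7.52), Pkm (6.19) and Calml4 (269-fold) up and Apon (−12.11), Mup14 and Mup2 down in ISC-BOs.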

Global gene expression analyses revealed that genes specifically expressed in dediHep-derived BOs or ISC-derived BOs, compared with hepatocytes, are similar (Fig. 6d), with more than 97% of the detected genes being expressed similarly in both types of BOs (Fig. 6e). Immunofluorescence analyses revealed that the cells comprising dediHep-derived BOs consistently expressed basolateral E-cad and apical Villin, indicating that they were typical intestinal epithelial cells, mainly enterocytes, that maintain distinctive apicobasal cell polarity (Fig. 6f). These BOs also contained Paneth cells, enteroendocrine cells, and goblet cells, which were respectively characterized by the expression of Lysozyme (Lyz; also known as Lyz1), Chromogranin A (ChgA), and Muc2 (Fig. 6f). Moreover, the expression of ISC-enriched Wnt target proteins, such as Sox9 and EphB2, in BOs were restricted to the CLDs, and cleaved caspase 3 (CC3)-positive apoptotic cells were released into their central lumens (Fig. 6f). These characteristics closely resemble those of ISC-derived BOs (Fig. 6f). Quantitative polymerase chain reaction (qPCR) analyses also revealed that the expression levels of differentiated intestinal epithelial cell markers, such as *Lyz1*, *Chga*, and *Muc2*, and those of dediHep markers, such as *Alb* and *Vim*, significantly increased and decreased, respectively, in BOs derived from exogenous *Cdx2*-expressing dediHeps (Fig. 6g and Supplementary Fig. 9). These data demonstrate that forced *Cdx2* expression promotes the generation of ISC-like cells from dediHeps, which form BOs and give rise to multilineage intestinal epithelial cells.

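By cell type, lists fixed beforehand for differentiated and stem cells put dediHep-BOs close to ISC-BOs but not level with them. Further apart was the fetal intestinal list, whose tested genes Clu, Ly6a and Spp1 were all called higher in dediHep-BOs. Of small intestine genes, Gata4 and Pdx1 were lower. All 9 enteroendocrine genes tested were lower in dediHep-BOs (median log2 fold change −0.97), with Cck, Gcg and Tph1 called. Of 10 Paneth genes Defa22, Defa24, Defa30 and Gm14851 were called lower and Ang4 higher (median −0.84). None of 8 goblet genes (median 0.93) or 12 enterocyte genes (median −0.37) was called. Of 7 adult intestinal stem cell genes tested only Rnf43 was called, higher in dediHep-BOs (median 0.47). From such marker genes and organoid growth the paper concludes that forced Cdx2 yields cells like intestinal stem cells.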

### dediHeps are partially similar to chemically induced liver progenitors (CLiPs), but differs in many aspects

Small molecule compounds, such as the Rho-associated kinase inhibitor Y-27632, the TGF-β type I receptor inhibitor A-83-01, and CHIR99021, allowed hepatocyte dedifferentiation in serm-free monolayer culture, and the resultant cells were named CLiPs^12^. To compare dediHeps with CLiPs, we cultured adult mouse hepatocytes in accordance with the published protocol and induced hepatocyte dedifferentiation into CLiPs. 

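CLiPs (n = 3) were sequenced by CEL-Seq2, with totals from 1936106 to 3872936 counts (median 2344442), and compared with the 5 dediHep libraries in monolayer. The same edgeR test and thresholds were used here, on 11567 genes. It called 352 genes, 191 higher and 161 lower in CLiPs, and 543 had an FDR under 0.1 at any fold. DESeq2 called 537. All 49 libraries in 1 fit moved the number most, to 1169. It is also unsteady to single libraries, from 109 without CLiP replicate 1 to 488 without CLiP replicate 2. The rank correlation between CLiP replicates 2 and 3 was 0.786, against 0.914 between 1 and 2. Of 56 splits none but the real one called as many.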

CLiPs required a couple of months to proliferate sufficiently, while dediHeps needed only a couple of weeks. In fact, the proliferative capacity of CLiPs was significantly lower than that of dediHeps (Supplementary Fig. 10a). CLiPs were morphologically identified as epithelial cells and expressed Alb, CK19, E-cad, and Vim, similar to dediHeps (Fig. 7a), suggesting that CLiPs also have a hybrid E/M phenotype. Global gene expression analyses revealed that expression levels of *Cdh1*, *Cldn3*, *Ocln*, *Vim*, *Prom1*, *Hnf4α*, and *Hnf1α* were similar, but those of *S100a7a*, *Lamb1*, *Mki67*, and *Krt19* were lower, in CLiPs relative to their expression in dediHeps (Fig. 7b). 

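Krt19 was called lower in CLiPs, 17.5 ± 9.61 against 198 ± 195 CPM (log2 fold change −3.49, SE 0.783, edgeR FDR 0.0485), and lost the call without CLiP replicate 1 (FDR 0.166) or 3 (FDR 0.117). Mki67 at 61.2 ± 29.0 against 295 ± 212 (−2.26, edgeR FDR 0.103), S100a7a at 2.67 ± 1.94 against 18.3 ± 15.0 (−2.80, edgeR FDR 0.169) and Lamb1 at 7.96 ± 7.97 against 32.2 ± 15.3 (−2.02, edgeR FDR 0.253) passed the fold threshold but not the FDR. Called by DESeq2 were Mki67 (FDR 0.00561) and S100a7a (FDR 0.0285), and all 3 passed in edgeR with 49 libraries in 1 fit (FDR 0.00461, 0.0138 and 0.0416). Vim differed by −0.13 (edgeR FDR 0.921), Cdh1 by −0.85 (0.261), Cldn3 by 0.96 (0.740), Ocln by −0.95 (0.382) and Prom1 by −0.97 (0.566), none called. Hnf4a was at 142 ± 164 against 260.4 ± 90.9 CPM (−0.87, edgeR FDR 0.550), and CLiP replicate 3 decided it, with −2.43 and an FDR of 0.0542 without that library.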

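Liver enzymes had few counts in CLiPs and dediHeps, so that none passed the low-count filter. Cyp8b1 averaged 8.70 ± 14.4 CPM in CLiPs and 0.511 ± 0.697 in dediHeps (52 and 6 counts), Cyp1a2 5.98 ± 10.2 and 0.877 ± 1.78 (36 and 9 counts) and Cyp3a11 14.1 ± 21.5 and 10.9 ± 17.8 (89 and 111 counts). Cyp7a1 had 5 counts against 0 (at least 3.05-fold) and Mup5 26 against 1 (34.3-fold, counting interval 5.63 to 1405). The SD of each enzyme in CLiPs is larger than its mean. Cdx2 had no count in CLiPs and 50.2 ± 52.7 CPM in dediHeps (2.48 to 130 in single libraries). By the mean, Cdx2 was at least 138-fold lower in CLiPs (log2 fold change −9.91, SE 2.07, edgeR FDR 0.0504). Its call was lost without dediHep replicate 2 (FDR 0.106) or CLiP replicate 1 (FDR 0.165).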

Meanwhile, several genes encoding liver enzymes were highly expressed, and the expression level of *Cdx2* was significantly lower, in CLiPs compared to their expression in dediHeps (Fig. 7b). Dedifferentiation of human hepatocytes into CLiPs^14^ also activates the expression of the mesenchymal cell markers *VIM* and *LAMB1*, in addition to *PROM1*, *MKI67*, and *KRT19* (Supplementary Fig. 10b). Thus, CLiPs partially resemble dediHeps with a hybrid E/M phenotype but have more characteristics as hepatocytes than dediHeps.

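Of the 18 listed hepatocyte genes, 13 could be tested between CLiPs and dediHeps. All 13 were higher in CLiPs (median log2 fold change 0.75) but none was called, also with p adjusted over the list alone. Summed over the list, CLiP replicate 3 had 17930 CPM and replicates 1 and 2 had 5576 and 7219, against 3072 to 9776 in dediHeps, so that only replicate 3 lay above their range. Alb differed by 0.59 (edgeR FDR 0.770). Leading the called genes were Cldn6 (254 ± 201 CPM against 1 count, 2795-fold), Kif1a (7.65) and Fchsd1 (4.41), higher in CLiPs, and Mecom (−5.09), Vsig1 (no count in CLiPs, at least 641-fold less) and Id1 (−2.67), lower (edgeR FDR up to 0.00504). After reporting higher liver enzyme genes and lower Cdx2 in CLiPs, the paper concludes that CLiPs keep more hepatocyte character than dediHeps.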

**Fig. 7:**
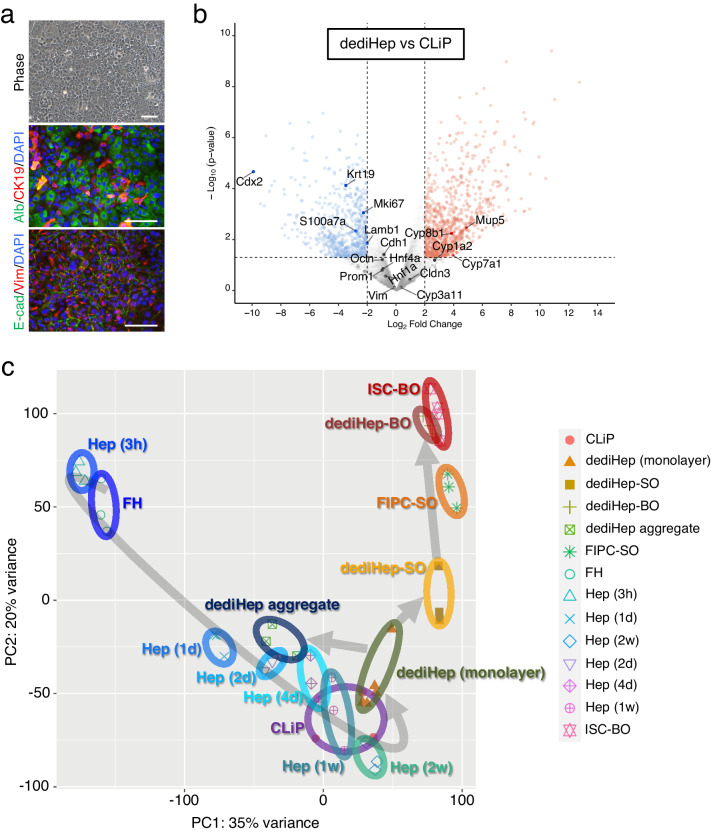
dediHeps are different from CLiPs and give rise to both hepatic and intestinal lineage cells. **a** Representative morphologies and fluorescence micrographs of CLiPs expressing Alb, CK19, E-cad, and Vim. DNA was stained with DAPI. Scale bars, 100 μm. **b** Volcano plots depicting differences in gene expression between dediHeps and CLiPs. Each dot represents one gene. Blue and red dots represent genes whose expression are lower and higher in CLiPs than dediHeps, respectively. Gray dots represent genes that are not significantly differentially expressed. Statistical difference was determined by quasi-likelihood F-test. **c** PCA was performed using CEL-seq2 data for freshly isolated hepatocytes (FH), hepatocytes (Hep) in monolayer culture 3 h, 1 day (d), 2 d, 4 d, 1 week (w), and 2 w after plating, dediHeps in monolayer culture, dediHep aggregates, dediHep-derived SOs, FIPC-derived SOs, dediHep-derived BOs, ISC-derived BOs, and CLiPs.

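All 14 groups except the verteporfin and vehicle libraries, 45 libraries in total, were placed by principal components. The paper does not say how its components were computed, and gives a minimum of 0.5 CPM for the values normalized with iDEP, from which its heat maps were drawn. Here 29113 genes at 0.5 CPM or more in at least 1 library were turned into log2 CPM with a prior count of 4 by edgeR, centred, and not scaled. The first component held 34.6% of the variance and the second 20.4%. Distances are between group means in the plane of these components and, where stated, over all genes. Of the alternatives, taking only the 2000 most variable genes moved the shares most, to 48.0% and 24.0%. No p was computed for positions.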

To assess the relationship among various types of cells analyzed in this study, we investigated the global gene expression profiles in these cells and performed principal component analysis (PCA) (Fig. 7c). PCA revealed that the gene expression signatures of hepatocytes changed widely after 1 day in monolayer culture and were stepwisely close to those of dediHeps as the culture progresses. 

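Fresh hepatocytes lay 218 from dediHeps in the plane and hepatocytes at 3 h lay 239.9 away. The distance then fell to 119 at 1 day, 77.2 at 2 days, 45.8 at 4 days and 32.8 at 1 week, and was 39.6 at 2 weeks. On the first component group means moved from −157 in fresh hepatocytes and −172 at 3 h to −80.1 at 1 day and 33.1 at 2 weeks, against 36.3 in dediHeps. The widest step between neighboring times was the one from 3 h to 1 day.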

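CLiPs had their nearest group mean at 1 week of hepatocyte culture, 12.3 away in the plane, followed by 2 weeks (23.1) and dediHeps (27.8). Over all genes the order changed, with dediHeps at 102, 2 weeks at 107 and 1 week at 114.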

The gene expression signatures of CLiPs were most similar to those of hepatocytes cultured for 1 week. Upon cell-aggregate formation, the gene expression signatures of dediHeps approached those of hepatocytes cultured for a few days in monolayer culture. 

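Aggregates lay 74.7 from the dediHeps they were made of. Nearest to them were hepatocytes at 2 days (14.4), 4 days (33.8) and 1 day (46.2), while over all genes dediHeps (132), CLiPs (133) and hepatocytes at 1 day (146) came nearest.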

The formation of SOs in Matrigel 3D culture moved the gene expression signatures of dediHeps away from those of hepatic lineage cells and bring them closer to those of FIPC-derived SOs. In addition, dediHep-derived BOs and ISC-derived BOs occupy a similar dimensional space, indicating a close resemblance between the gene expression signatures of two different types of BOs.

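Spheroids from dediHeps moved 66.2 away from dediHeps and ended 60.5 from FIPC-SOs, which were 119.6 from dediHeps. Over all genes the approach was smaller, with dediHep-SOs 130 from FIPC-SOs and 133 from dediHeps, and FIPC-SOs 158 from dediHeps. Between dediHep-SOs and dediHeps 1005 genes were called among 11470, 472 higher and 533 lower in the spheroids, the real split being the only one of 56 to reach that number. Lgr5 rose from 0.712 ± 0.607 to 160.1 ± 42.2 CPM (log2 fold change 7.54, edgeR FDR 1.26e-05) and Epcam by 5.05 (edgeR FDR 0.00314), while Alb lost all counts (at least 1201-fold) and Vim fell to 26.5 ± 21.7 from 296 ± 197 CPM (−3.47, edgeR FDR 0.0206). S100a7a also fell (−4.83, edgeR FDR 0.0141), and Klf5 rose by 2.08 (edgeR FDR 0.00162). Klf5 was under the fold threshold without dediHep replicate 4 or dediHep-SO replicate 2, and also with libraries paired by culture. Cdx2 (0.90), Krt19 (0.65), Klf4 (0.66), Mki67 (0.20), Lamb1 (0.88) and Sox9 (1.74) were not called. Duox2 (5574-fold), Kcnq1 (10.71) and Col14a1 (5019-fold) had the smallest p among rising genes, and Gc (−7.02), Soga3 (−7.01) and Fgb (3702-fold) among falling ones.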

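The means of dediHep-BOs and ISC-BOs were 9.10 apart, 5.87% of the 155 between dediHeps and ISC-BOs. Over all genes they were 47.5% of the dediHep distance apart. That distance also takes in variation between libraries in every gene, and how much of it this makes up was not computed. From the map the paper concludes that the expression of both kinds of budding organoid is closely alike.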

### Hippo inactivation in hepatocytes is fundamental for their conversion to dediHeps

We next sought to identify the mechanism through which hepatocytes convert to dediHeps. Genes associated with the Hippo signaling pathway were up-regulated in dediHeps and down-regulated in dediHep-derived, re-differentiated hepatocytes (Figs. 2d and 3d). Also, hepatocyte dedifferentiation is induced in vitro and in vivo by activation of Yap, a central effector molecule of the Hippo signaling pathway^8,10^. Thus, it is suggested that Yap activation is important for the conversion of hepatocytes to dediHeps. 

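The KEGG Hippo pathway was not analysed here. In its place 22 Yap target genes fixed beforehand were tested in the libraries of dediHeps, fresh hepatocytes and aggregates. All 18 tested were higher in dediHeps than in fresh hepatocytes (edgeR median log2 fold change 6.35, or 3.63 with genes absent in hepatocytes set to their bound), and 11 were called, 12 with p adjusted over the list alone. In aggregates all 18 tested were lower than in monolayer (median −2.06) and 9 were called, with the same number over the list alone. The 11 called higher were Amotl2, Ankrd1, Arhgef17, Axl, Ccn2, Fjx1, Foxf2, Igfbp3, Myof, Ptpn14 and Tgfb2. Called lower in aggregates were Amotl2, Ankrd1, Ccn1, Ccn2, Fjx1, Foxf2, Gadd45a, Lats2 and Myof. The calls of Ccn1 and Ccn2 there were lost without any 1 of the 3 aggregate replicates (edgeR FDR 0.116 to 0.147).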

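Ccn1 was at 290.2 ± 544 CPM in dediHeps against 41.6 ± 33.5 in fresh hepatocytes (log2 fold change 2.79, SE 1.41, edgeR FDR 0.145), not called (called with libraries paired by number, at 2.64), and without dediHep replicate 1 the change was 0.17. Leaving out dediHep replicate 4 instead gave 3.09 and an FDR of 0.0943, and no low-count filter 2.90 and 0.0304. Ccn2 had no count in fresh hepatocytes and 131 ± 248 CPM in dediHeps, at least 118-fold more (edgeR FDR 0.0229). It stayed called with any of the 8 libraries left out, while its log2 fold change of 11.05 fell as low as 8.35. Its highest value was in dediHep replicate 1 (630.9 CPM scaled over all 49 libraries, the next 39.21). In the time course Ccn2 was called higher than in fresh hepatocytes at each time from 1 day to 2 weeks, and not at 3 h. The folds were at least 81.5 at 1 day and at least 71.1 at 2 weeks. Ccn1 was called at 3 h (3.59, edgeR FDR 0.0194), 4 days (2.18) and 1 week (2.73), the later calls lost without replicate 2 of their time, and that at 4 days also without fresh hepatocyte replicate 2 or 3. From the Hippo genes and published work the paper proposes that Yap activation matters for the conversion.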

Immunofluorescence analyses revealed that Yap protein accumulated in the nucleus of hepatocytes immediately after their dissociation from the liver, which was maintained throughout the period of hepatocyte culture and in the resultant dediHeps (Fig. 8a, b). The expression of the Yap target genes *cysteine rich-61* (*Cyr61*) and *connective tissue growth factor* (*Ctgf*) was significantly increased during culture and maintained in dediHeps (Fig. 8c). 

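As a set, the Yap targets had a median log2 fold change of 3.88 by voom in dediHeps against fresh hepatocytes, all 18 tested higher (limma camera, adjusted p = 1.09e-06), and −1.84 in aggregates against monolayer (limma camera, adjusted p = 4.50e-07). The fry test gave 0.000467 and 0.00865 (limma, adjusted). With the correlation between genes estimated, both were at 0.0956 (limma camera, adjusted), so the calls at 0.05 do not hold there. As small a camera p was found in 3 of 56 splits for dediHeps and in 5 of 56 for aggregates, and chance is not excluded by either count. The Yap gene set used for the paper's enrichment analysis was not used here.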

Gene set enrichment analysis (GSEA) revealed that Yap-associated genes were up-regulated in dediHeps compared with hepatocytes (Fig. 8d). Meanwhile, Yap immediately disappeared from the nucleus of dediHeps as a result of cell-aggregate formation that induced re-differentiation of dediHeps into growth-arrested functional hepatocytes under 3D culture conditions (Fig. 8e and Supplementary Fig. 11). To synchronize with this, expression levels of *Cyr61* and *Ctgf* also decreased (Fig. 8f).

**Fig. 8:**
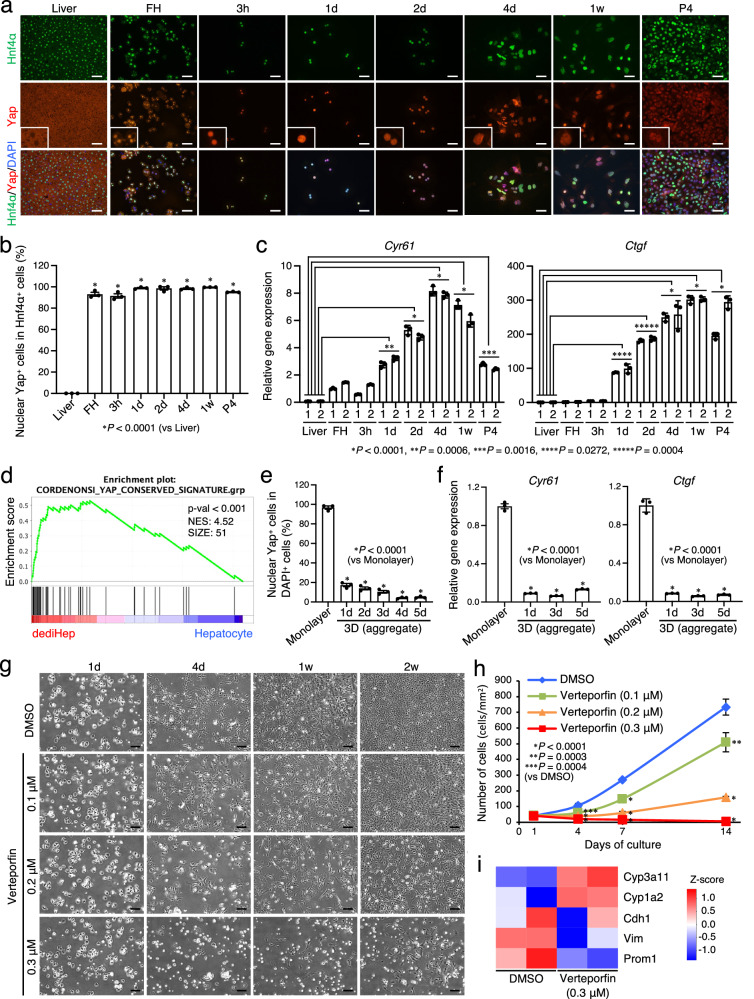
Conversion of hepatocytes to dediHeps requires Yap activation. **a** Co-immunofluorescence staining (Hnf4α with Yap) of adult mouse liver tissues, hepatocytes freshly isolated from adult mouse livers (FH), and hepatocytes in monolayer culture 3 h, 1 day (d), 2 d, 4 d, and 1 week (w) after plating and at passage 4 (P4). Insets, subcellular localization of Yap protein. **b** Percentages of Hnf4α^+^ cells positive for nuclear Yap. **c** qPCR analyses of *Cyr61* and *Ctgf* expression in liver tissues and the indicated cells. All data were normalized to the values for freshly isolated hepatocytes (FH)−1 and are depicted as fold-changes. **d** GSEA of whole-transcriptome data from dediHeps and freshly isolated hepatocytes using a set of YAP-associated genes. **e** Immunofluorescence staining of Yap was conducted for dediHeps in monolayer culture and dediHep aggregates at the indicated days (d) after initiation of 3D culture. The graph shows the percentages of cells marked with nuclear Yap in monolayer and 3D cultures of dediHeps. **f** qPCR analyses of *Cyr61* and *Ctgf* expression in dediHeps maintained in monolayer culture and dediHep aggregates 1 d, 3 d, and 5 d after initiation of 3D culture. All data were normalized to the values for dediHeps in monolayer culture and are depicted as fold-changes. **g** Representative micrographs of hepatocyte cultures treated with DMSO or verteporfin (0.1, 0.2, and 0.3 μM) 1 d, 4 d, 1 w, and 2 w after plating. **h** Growth of hepatocyte-derived cells cultured with DMSO or verteporfin (0.1, 0.2, and 0.3 μM). **i** Heatmap image from CEL-seq2 data showing that the expression levels of the indicated genes differ between DMSO- and verteporfin (0.3 μM)-treated dediHeps. DNA was stained with DAPI. Scale bars, 50 μm (**a**) and 200 μm (**g**). Data represent means ± SEM (**b**, **e**, **f**, and **h**) or SD (**c**) (*n* = 3 independent experiments). Statistical difference was determined by one-way analysis of variance followed by Dunnett’s multiple comparison test (**b**, **c**, **e**, **f**, and **h**) or permutation test (**d**). Source data are provided as a Source Data file.

To examine the importance of Yap activation in hepatocytes, we treated them with verteporfin, an inhibitor of Yap transcriptional activity. This inactivation blocked the conversion of hepatocytes to dediHeps in a concentration-dependent manner in verteporfin (Fig. 8g, h) and led to higher expression of several genes encoding liver enzymes and lower expression of *Vim* and *Prom1* than hepatocytes cultured without verteporfin (Fig. 8i and Supplementary Fig. 12). 

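Hepatocytes cultured for 1 week with verteporfin (n = 2, totals 1476797 and 1512399 counts) or with DMSO (n = 2, 1436786 and 1680009) were sequenced by CEL-Seq2. The methods give 0.3 µM verteporfin for 1 week. The edgeR test was applied here to 10400 genes, with the same thresholds. It called 28 genes, 25 higher and 3 lower with verteporfin, while 961 genes had an unadjusted p under 0.05 at any fold. With 2 libraries per group no split can exclude chance. The number was 0 with all 49 libraries in 1 fit, 59 with libraries paired by number and 106 without verteporfin replicate 2.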

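Cyp3a11 had 16 counts with verteporfin and 4 with DMSO (5.47 ± 0.696 against 1.30 ± 0.155 CPM), and Cyp1a2 4 against 1 (4.26-fold, counting interval 0.422 to 209.8), both higher but too low to test. Vim was at 272 ± 115 against 593 ± 1.54 CPM (log2 fold change −1.12, SE 0.289, edgeR FDR 0.239) and Prom1 at 6.54 ± 0.813 against 13.3 ± 2.96 (−1.03, SE 0.456, edgeR FDR 0.536), both lower and not called. Cdh1 differed by −0.17 (edgeR FDR 0.859). The genes with the smallest p were Derl3 (5.81, edgeR FDR 0.000874), Tff1 (3.26) and Creb3l3 (3.20), higher with verteporfin, and Scd1 (−2.11, edgeR FDR 0.0302), Fjx1 (−2.35) and Vasn (−2.21), lower. Fjx1 and Vasn lost their calls without verteporfin replicate 1, and Fjx1 also without DMSO replicate 2.

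**Figure D4:**
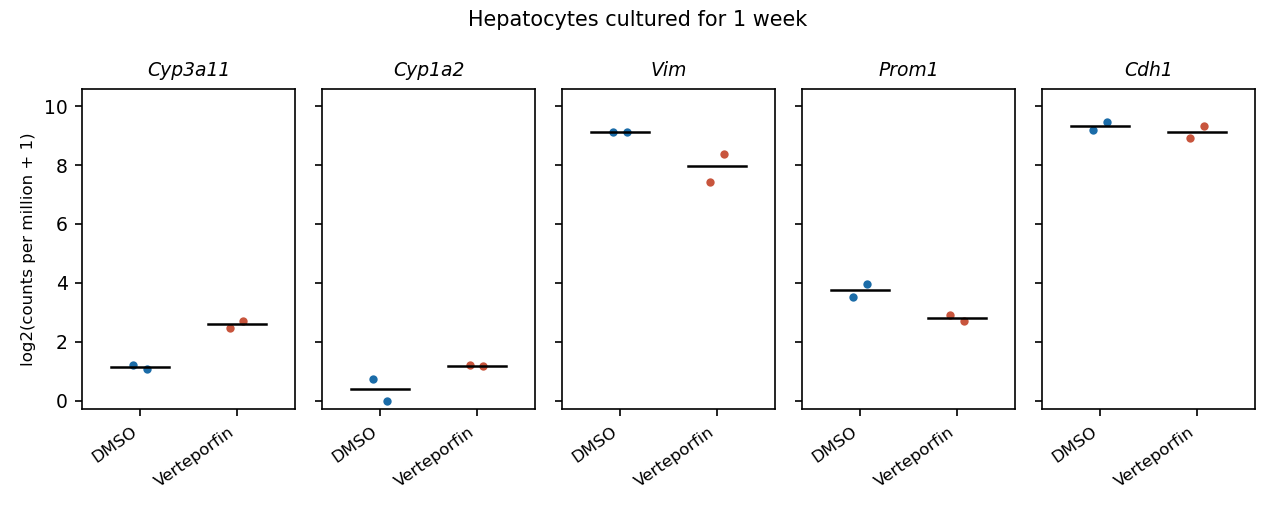
Expression as log2(CPM + 1) in hepatocytes cultured for 1 week with DMSO or verteporfin, 1 point per library. Vim and Prom1 are lower with verteporfin (log2 fold changes −1.12 and −1.03), Cdh1 is level, and Cyp3a11 and Cyp1a2 rest on 16 and 4 counts.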

Since Yap is activated in FIPC-derived SOs and its inhibition impairs SO formation^33^, we examined the role of Yap activation in dediHep-derived SOs. Our data demonstrated that dediHep-derived SOs were composed of cells marked with nuclear Yap, and their formation was nearly completely blocked in culture with verteporfin (Supplementary Fig. 13). Thus, Yap activation is critical for the induction of the hybrid E/M phenotype in cultured hepatocytes, their conversion to dediHeps, and differentiation of dediHeps into intestinal epithelial cells.

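Beyond single genes, the 15 hepatocyte genes tested had a median log2 fold change of −0.09 with verteporfin and none was called. Of the 18 Yap targets tested, 12 were lower (median −0.24) and only Fjx1 was called, with and without adjustment over the list alone. From the treated cultures the paper concludes that Yap activation is needed for the conversion.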

### Hepatocyte-to-dediHep conversion occurs independently of TGF-β signaling, and Vim is required for the maintenance of dediHeps in culture

Our present data demonstrate that primary hepatocytes acquire a hybrid E/M phenotype in the early stages of culture, which was maintained during and after the conversion of hepatocytes into dediHeps. It is well-known that TGF-β signaling plays an important role in EMT^34^. Thus, to determine whether TGF-β signaling was involved in the conversion of hepatocytes into dediHeps, we isolated hepatocytes from the livers of wild-type mice and *Alb-Cre;Tgfbr2* ^*fl/fl*^ mice (deficient in the liver-specific TGF-β receptor 2), then cultured them in the presence or absence of TGF-β. We found that TGF-β signaling was toxic to hepatocytes and unnecessary for their conversion to dediHeps (Fig. 9a, b). TGF-β signaling induced EMT by completely suppressing E-cad expression, while Vim expression was induced in cultured hepatocytes both with and without TGF-β activation (Fig. 9c). These results indicate that the mesenchymal phenotype appearing in cultured hepatocytes is induced in a TGF-β-independent manner, and the hybrid E/M cell state is required for the generation of dediHeps.

**Fig. 9:**
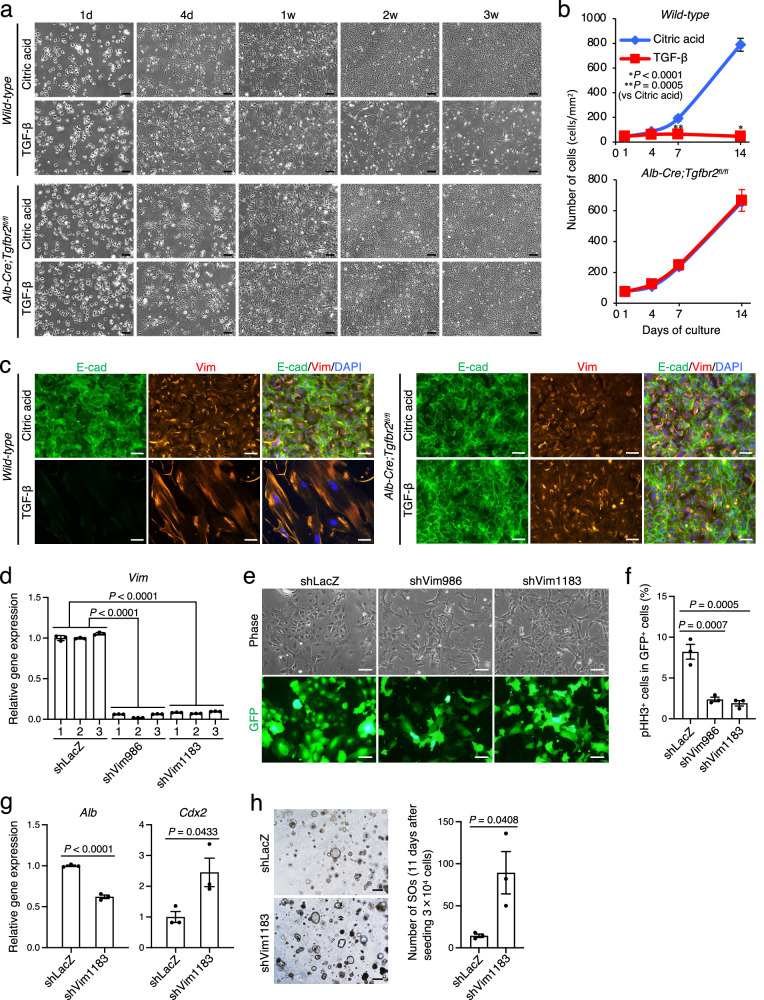
Roles of TGF-β signaling and Vim in the induction and maintenance of dediHeps in culture. **a**−**c** Hepatocytes isolated from the livers of adult wild-type and *Alb-Cre;Tgfbr2*^*fl/fl*^ mice cultured with citric acid or TGF-β. **a** Representative micrographs of hepatocyte cultures 1 day (d), 4 d, 1 week (w), 2 w, and 3 w after plating. **b** Growth of hepatocyte-derived cells. **c** Co-immunofluorescence staining (E-cad with Vim) of hepatocyte-derived cells at 2 w in culture. DNA was stained with DAPI. **d** qPCR analysis of *Vim* expression in dediHeps expressing *GFP* with a control shRNA against lacZ (shLacZ), shVim986, or shVim1183. All data were normalized to the values for dediHeps expressing shLacZ (shLacZ-1) and are depicted as fold-changes. **e** Representative morphologies and fluorescence micrographs of GFP^+^ dediHeps expressing shLacZ, shVim986, or shVim1183. **f** Percentages of GFP^+^/sh^+^ (shLacZ, shVim986, or shVim1183) dediHeps that express phospho-histone H3 (pHH3). **g** qPCR analyses of *Alb* and *Cdx2* expression in dediHeps expressing shLacZ or shVim1183. All data were normalized to the values for dediHeps expressing shLacZ and are depicted as fold-changes. **h** Representative morphologies and the number (right graph) of SOs formed by dediHeps expressing shLacZ or shVim1183 at 11 d after initiation of 3D culture. Scale bars, 200 μm (**a**, **h**), 50 μm (**c**), and 100 μm (**e**). Data represent means ± SEM (**b**, **f**, **g**, and **h**) or SD (**d**) (*n* = 3 independent experiments). Statistical difference was determined by two-sided Student’s *t* test (**b**, **g**, and **h**) or one-way analysis of variance followed by Dunnett’s multiple comparison test (**d**, **f**). Source data are provided as a Source Data file.

One of the major mesenchymal features of dediHeps is Vim expression. Thus, we next investigated its role. To this end, we used two kinds of short hairpin RNA (shRNA) targeting *Vim*, designated shVim986 and shVim1183, to reduce *Vim* expression (Fig. 9d). The dediHeps in which *Vim* had been knocked down were morphologically different from, and proliferated much slower than, dediHeps expressing a control shRNA (Fig. 9e, f). Moreover, by knocking down *Vim* expression, the expression levels of *Alb* and *Cdx2* were decreased and increased, respectively, in dediHeps (Fig. 9g), and the number of SOs formed from dediHeps was increased (Fig. 9h). Thus, Vim is essential for the maintenance of dediHeps in culture by inducing their proliferation and interfering intestinal differentiation.

## Discussion

A summary of the findings in this study are shown in Fig. 10. In monolayer culture, adult mouse hepatocytes acquire a hybrid E/M phenotype and dedifferentiate into dediHeps through inactivation of Hippo signaling. The resultant dediHeps exhibit Vim-dependent in vitro propagation, express *Cdx2* through activation of BMP signaling, and differentiate into functional hepatocytes and intestinal epithelial cells under 3D culture conditions. These dediHep-derived hepatocytes and intestinal epithelial cells are capable of reconstituting liver and intestinal epithelial tissues in vivo, respectively, after transplantation into injured organs. Moreover, upon forced expression of *Cdx2*, dediHeps give rise to ISC-like cells that form BOs and differentiate into multilineage intestinal epithelial cells in 3D culture. These findings demonstrate that hepatocytes have an unexpected differentation potential that can be activated by inducing a hybrid E/M cell state in monolayer culture. The expression of mesenchymal cell markers including *Vim* has been observed in mouse and human hepatocytes in vivo during their conversion to progenitors^7^ and CLiPs in vitro, suggesting that the acquisition of a mesenchymal phenotype without losing the epithelial phenotype is a key event in hepatocyte dedifferentiation, and that hepatocytes have high plasticity.

**Fig. 10:**
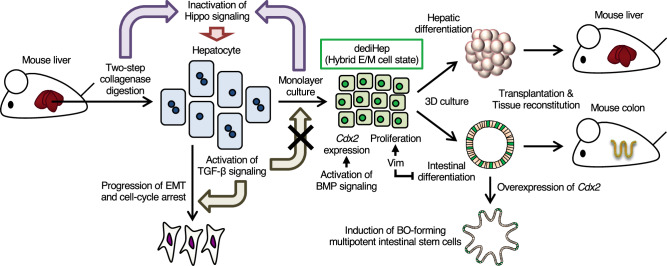
Schema for hepatocyte dedifferentiation and the specific properties of dediHeps. In monolayer culture, hepatocytes isolated from adult mouse livers dedifferentiate into dediHeps as a result of inactivation of the Hippo signaling pathway. These dediHeps exhibit a hybrid E/M phenotype and Vim-dependent propagation, express *Cdx2* through activation of the BMP signaling pathway, and give rise to hepatocytes and intestinal epithelial cells under 3D culture conditions, which can respectively reconstitute hepatic tissues and colonic epithelial tissues after transplantation. Forced *Cdx2* expression in dediHeps facilitates their conversion to ISC-like cells that form BOs and give rise to multilineage intestinal epithelial cells.

Even though dediHeps express *Cdx2*, forced expression of *Cdx2* is required for the formation of BOs. In the adult intestine, Cdx2 regulates genes distinct from those during embryonic stages, such as *intestinal alkaline phosphatase*, *fatty acid-binding protein 1* and *2*, *lactase*, *sucrase isomaltase*, *meprin A subunit beta*, and *microsomal triglyceride transfer protein*^35^. 

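The adult Cdx2 target genes are Alpi, Fabp1, Fabp2, Lct, Sis, Mep1b and Mttp. They were compared between dediHep-BOs and each other kind of organoid in separate edgeR fits, with 1275 genes called in all against dediHep-SOs (11301 tested) and 694 against FIPC-SOs (11547 tested). Of the 6 targets that could be tested against dediHep-SOs all were called higher in dediHep-BOs, Alpi by 6.90 (edgeR FDR 0.000882), Mttp by 6.57 (2.23e-05) and Mep1b 165-fold, counting interval 56.0 to 802. Fabp1, Fabp2 and Sis had no count in dediHep-SOs (at least 1434, 1193 and 459-fold). Against FIPC-SOs 5 of 6 were called higher, Sis by 6.33 (edgeR FDR 2.56e-05), Fabp1 by 4.77 (0.000513), Alpi by 3.61 (8.37e-05), Fabp2 by 3.11 (0.000520) and Mep1b by 2.22 (0.00123), and Mttp was just under the fold threshold (1.85, edgeR FDR 0.00161). FIPC-SO replicate 2 decides the last 2, since without it Mep1b drops to 1.94 and Mttp reaches 2.17. Lct had 31 counts in dediHep-BOs against 0 in dediHep-SOs and 3 in FIPC-SOs and was not tested there. Against ISC-BOs none of the 7 was called and 6 were lower, from −0.95 for Lct to −0.14 for Fabp1, with Fabp2 at −0.73, Mep1b at −0.69, Alpi at −0.63 (edgeR FDR 0.0602), Mttp at −0.40 and Sis at 0.41. Adjusting p over the 7 genes alone gave the same 6, 5 and 0 calls. The smallest p against dediHep-SOs were those of Cps1 (5490-fold), Ang4 (2863-fold) and Ifit1bl2 (7.81) up and Stra6 (1317-fold), Wnt7b (731-fold) and Cxcl5 (−8.54) down, and against FIPC-SOs those of Irx5 (6.07), Selenop (4.66) and Ncald (5.18) up and Zfp503 (785-fold), Igf2bp1 (953-fold) and Grb10 (−6.26) down.

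**Figure D5:**
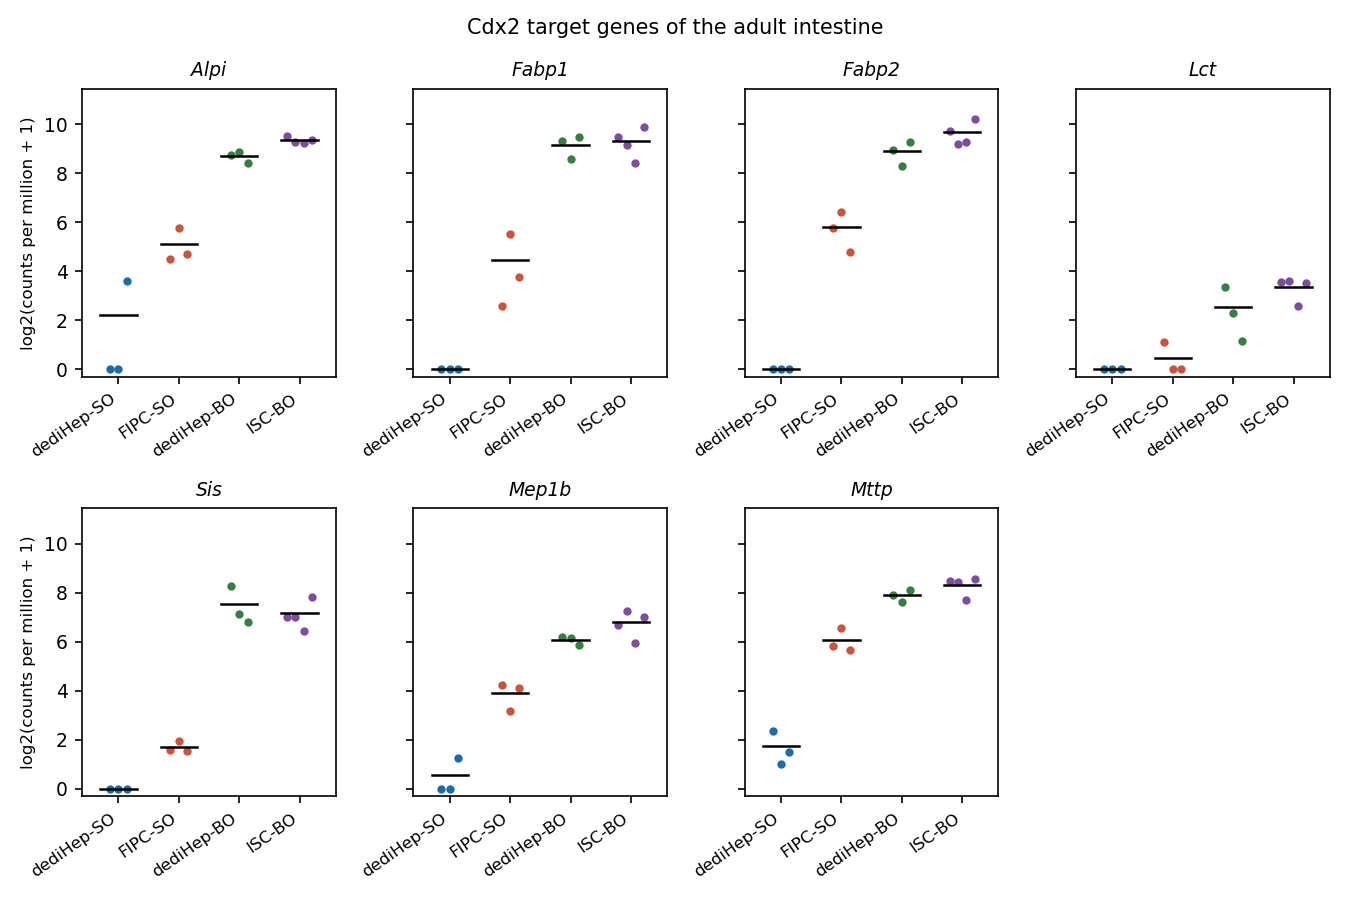
Expression as log2(CPM + 1) of 7 adult Cdx2 target genes in dediHep-SOs, FIPC-SOs, dediHep-BOs and ISC-BOs, with points for libraries and bars for means. Each gene is higher in both budding organoids than in both spheroids, and between the budding organoids the largest difference is −0.95 for Lct.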

Our transcriptome analyses revealed that the expression levels of these genes in dediHep-derived BOs were higher than those in dediHep-derived SOs and FIPC-derived SOs and similar to those in ISC-derived BOs. Thus, it is suggested that the expression level of intrinsic *Cdx2* in dediHeps is insufficient to induce the upregulation of adult intestine-specific Cdx2 target genes.

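Scaled over all 49 libraries, mean Cdx2 was 87.4 ± 17.8 CPM in dediHep-SOs, 240.5 ± 91.7 in dediHep-BOs, 330.1 ± 69.2 in FIPC-SOs and 335 ± 27.5 in ISC-BOs. The comparison of FIPC-SOs with ISC-BOs was not tested. Mean Cdx2 was higher in FIPC-SOs than in dediHep-BOs, where counts from the vector cannot be told from those of the gene. Yet most tested targets were called higher in dediHep-BOs, so these counts of Cdx2 do not order the targets. The paper also describes Wnt activators in the medium of spheroids that were removed for budding organoids. Medium and Cdx2 cannot be told apart in these comparisons. From the target genes in the 4 kinds of organoid the paper proposes that intrinsic Cdx2 in dediHeps is too low to turn them on.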

It has been reported that dedifferentiation of adult mouse hepatocytes into CLiPs requires TGF-β inhibition^12^. However, our data show that, although TGF-β activation induces the EMT, TGF-β inhibition is not necessary for the induction of hepatocyte dedifferentiation. CLiPs have some properties closer to hepatocytes than dediHeps, suggesting that TGF-β inhibition works to maintain the characteristics of hepatocytes more effectively. Moreover, we found that hepatocytes adopt a hybrid E/M phenotype in monolayer culture, even in the absence of the TGF-β activation that is typically a strong inducer of mesenchymal characteristics in epithelial cells. Thus, TGF-β signaling may not be involved in hepatocyte dedifferentiation.

In addition to TGF-β activation, Hippo inhibition is another mechanism that induces an EMT^36^. Our data indicate that Hippo inhibition-induced Yap activation is essential for hepatocyte dedifferentiation. Moreover, Yap inactivation in hepatocyte cultures significantly decreases *Vim* expression, resulting in disruption of the hybrid E/M phenotype. This suggests that the Hippo inhibition characteristic of hepatocytes in monolayer culture functions to induce and maintain the hybrid E/M phenotype in cultured hepatocytes.

In a previous study, we found that expression of *Hnf4α* and *Foxa1*, *Foxa2*, or *Foxa3* converted mouse fibroblasts into hepatocyte-like cells^37^. These induced hepatocyte-like cells (iHepCs) have hepatocyte-specific properties, can be maintained in long-term monolayer cultures, and reconstitute liver tissues after transplantation into injured livers. Meanwhile, iHepCs have been shown to have the potential for differentiation into intestinal epithelial cells that form SOs in 3D culture and reconstitute colonic epithelial tissues after transplantation into a chemically-induced colonic injury model, suggesting that iHepCs can be viewed as induced endoderm progenitors (iEPs)^38^. While *Cdx2* is expressed in iHepCs, forced expression of *Gata6* and *Cdx2* in addition to *Hnf4α* and *Foxa3* is required for direct reprogramming of fibroblasts to FIPCs^28^. These induced FIPCs (iFIPCs) can develop into multipotent induced ISC (iISCs) and form BOs under 3D culture conditions, although iHepCs cannot give rise to iISCs and form BOs^28^. Since iHepCs are completely different from iFIPCs, it is interesting that iHepCs can give rise to intestinal epithelial cells. Our present data demonstrate that dediHeps can differentiate into intestinal epithelial cells, including ISC-like cells, in response to *Cdx2* overexpression. Despite their differences, dediHeps and iHepCs share some common characteristics. Both cell types are capable of propagation in monolayer culture, their hepatic functions are insufficient compared with those of primary hepatocytes, and they become functionally similar to hepatocytes by forming aggregates in 3D culture^23^. These findings suggest that iHepCs maintained in monolayer culture are in a dedifferentiated state and, similar to dediHeps, exhibit high plasticity with the ability to differentiate into intestinal epithelial cells. Thus, this unexpected ability of iHepCs to differentiate into intestinal epithelial cells may be attributed to their plasticity rather than their iEP-related characteristics.

In the present study, we have shown that dediHeps can differentiate into hepatocytes and intestinal epithelial cells. In addition to this unique characteristic, dediHeps might also be able to give rise to cells in other endoderm-derived organs, including lung, stomach, and pancreas, when cultured in suitable conditions. Severe hepatic damage induces intestinal and pancreatic metaplasia in the liver^39,40^, suggesting that hepatocyte conversion to endodermal linages can occur under certain circumstances. Further research on dediHeps will advance our understanding of the molecular mechanisms underlying cellular identity and plasticity, which will be important to the development of therapeutic strategies for diseases of the liver and other endoderm-derived organs.

## Methods

### Mice

C57BL/6 (Clea Japan, Tokyo, Japan), *Alb-Cre* (The Jackson Laboratory, Bar Harbor, ME)^41^, *Alb-CreER*^*T2*^ (a gift from Drs. Pierre Chambon and Daniel Metzger)^20^, *R26R*^*YFP/YFP*^ (a gift from Dr. Frank Costantini)^21^, *Fah*^*-/-*^ (RBRC05362) (RIKEN, Japan)^19^, NSG (NOD.Cg-*Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^/SzJ) (Charles River Laboratories, Wilmington, MA), and *Tgfbr2*^*fl/fl*^ (a gift from Dr. Jürgen Roes)^42^ mice were used in this study. For induction of Cre activity, male mice (8 week-old) were given a single intraperitoneal injection of TM (7.5 mg/mouse; Sigma-Aldrich, St. Louis, MO) dissolved in olive oil (Nacalai Tesque, Kyoto, Japan) at a concentration of 50 mg/mL. TM was injected 2 weeks before isolation of hepatocytes. Mice were housed in groups of 2–4 per cage in a 12-h light/dark cycle (08:00–20:00 light; 20:00–08:00 dark), with controlled room temperature (22 ± 4 °C) and relative humidity (60%). The experiments were approved by the Kyushu University Animal Experiment Committee, and the care of the animals was in accordance with institutional guidelines.

### Cell culture

Hepatocytes were isolated from 10 week-old adult male mouse livers by two-step collagenase digestion^43^ and carefully separated from non-parenchymal cells and residual blood cells by repeated centrifugation. Hepatocytes were plated on type I collagen-coated 6-well plates (Iwaki, Tokyo, Japan) at a density of 1 × 10^5^/well and cultured in our standard medium for hepatic progenitor cells^17–19^. For culture of hepatic progenitor cells, both hepatocyte growth factor (HGF) and EGF were added to the standard medium^17–19^. However, in this study, we only added EGF (20 ng/mL) (Sigma-Aldrich), because HGF affects the induction of hepatocyte differentiation from hepatic progenitor cells^44^. Aggregates were formed from 3 × 10^3^ dediHeps per well of ultra-low attachment 96-well plates, coated with poly 2-hydroxyethyl methacrylate (Sumitomo Bakelite, Tokyo, Japan) and maintained in a medium used for iHepC aggregation^23^. To differentiate dediHeps into intestinal epithelial cells, 3 × 10^4^ dediHeps were embedded in Matrigel (BD Biosciences, San Jose, CA) and cultured in a medium used for the culture of intestinal organoids^28^. Fetal intestinal cells and adult intestinal crypts were isolated from 13.5 days post coitum mouse embryos and 10 week-old adult male mice, respectively, embedded in Matrigel, and cultured to form organoids as described previously^28^. Noggin (100 ng/mL; Peprotech, Cranbury, NJ), verteporfin (0.1, 0.2, and 0.3 µM; Sigma-Aldrich), and TGF-β (10 ng/mL; Peprotech) were used after dilution with water, dimethyl sulfoxide (DMSO) (Nacalai Tesque), and citric acid (Nacalai Tesque), respectively. To knock down *Vim* expression, dediHeps were transduced with a lentiviral vector (CS-RfA-CG; a gift from Dr. Hiroyuki Miyoshi) containing each shRNA (Control shRNA against *LacZ*, 5’-CGCTAAATACTGGCAGGCGTT-3’; shVim986, 5’-GAATGGTACAAGTCCAAGT-3’^45^; and shVim1183, 5’-AGCTGCTAACTACCAGGACACTATT-3’) and the gene encoding GFP. Lentivirus production and transduction of cells were carried out as described^23^. 293 T cells were a gift from Dr. Hiroyuki Miyoshi and used to produce recombinant lentiviruses. Dedifferentiaiton of adult mouse hepatocytes into CLiPs was induced as described previously^12^.

### Immunostaining

Staining of hepatocytes and dediHeps in monolayer cultures was conducted as previously described^37^. For freshly isolated hepatocytes, cells in suspension were adhered to glass slides with Cytospin 4 (Thermo Fisher Scientific, Waltham, MA) before starting immunostaining. Paraffin sections of liver and colonic tissues, dediHep aggregates, dediHep-derived SOs and BOs, and ISC-derived BOs were prepared and analyzed by immunofluorescence and immunohistochemical staining as previously described^28,37^. The primary and secondary antibodies used in this study are listed in Supplementary Table 1.

### mRNA fluorescence in situ hybridization (FISH) assay

dediHeps were plated on 4-well culture slides (Corning, Corning, NY) coated by type I collagen (Nitta Gelatin, Osaka, Japan) at a density of 2 × 10^5^/well and cultured in our standard medium with EGF for 1 day. Then, FISH was conducted using the RNAscope Multiplex Fluorescent Kit v2 (Advanced Cell Diagnostics, Newark, CA), according to the manufacturer’s instructions. FISH probes for *Cdx2* mRNA (RNAscope Probe, Mm-Cdx2) and *DapB* mRNA (RNAscope Negative Control Probe, DapB) (Advanced Cell Diagnostics) were used. TSA Plus tetramethylrhodamine (Akoya Biosciences, Marlborough, MA) was diluted 1: 750 with a TSA buffer. Following FISH, the same culture slides were used for immunofluorescence staining of E-cad.

### Gene expression analyses

Total RNA was isolated from liver tissues, hepatocytes freshly isolated from adult mouse livers, hepatocytes and dediHeps in monolayer cultures, dediHep aggregates, dediHep-derived SOs, dediHep-derived BOs, and ISC-derived BOs using the ISOGEN II kit (Nippon gene, Tokyo, Japan) and the RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions, and cDNAs were synthesized from the total RNA as previously described^17^. qPCR analyses using TaqMan probes (Applied Biosystems, Waltham, MA) were conducted as previously described^37^. Our assays used TaqMan probes for Cdx2 (Mm01212280_m1), Lyz1 (Mm00657323_m1), Chga (Mm00514341_m1), Muc2 (Mm00458299_m1), Vil1 (Mm00494146_m1), Lgr5 (Mm00438890_m1), and Ascl2 (Mm01268891_g1). TaqMan Gene Expression Assay IDs (Applied Biosystems) are shown in parentheses following each gene name. As a normalization control, we used TaqMan Rodent GAPDH Control Reagents (Applied Biosystems). To examine the expression of additional genes, qPCR was performed using the THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan) according to the manufacturer’s instructions. qPCR primers for *Alb*, *Cyp1a2*, *Cyp3a11*, *Cyp7a1*, *Vim*, *Ki67*, *Ctgf*, *Cyr61*, and *GAPDH* are listed in Supplementary Table 2. The values for *GAPDH* were used as normalization controls.

### Transcriptome analysis

Total RNA was obtained from hepatocytes freshly isolated from adult mouse livers, hepatocytes and dediHeps in monolayer cultures, dediHep aggregates, dediHep-derived SOs, FIPC-derived SOs, dediHep-derived BOs, ISC-derived BOs, CLiPs, and hepatocytes cultured with DMSO or verteporfin (0.3 µM) for 1 week after plating as described above and analyzed by 3ʹ untranslated region sequencing (CEL-seq2)^46–48^. Calculation of log fold-change (logFC) and identification of differentially expressed genes (FDR < 0.1, 2 < logFC) were performed by edgeR program (version 4.0.2)^49–51^ with unique molecular identifier (UMI) count values. KEGG pathway enrichment analyses were performed using DAVID program (v2023q3)^52^. Whole-transcriptome data were visualized using a volcano plot generated by ggVolcanoR^53^. GSEA were performed using GSEA release 4.1.0 and MSigDB release 2.5^54,55^. Heatmaps were generated using ggplot2 program (version 3.4.4)^56^ based on normalized UMI count values obtained from iDEP program (version 0.96)^57^ with default parameters. All data sets were deposited in the Gene Expression Omnibus (GEO) database under Accession Number GEO: GSE248554. In the analysis of human CLiPs, the logFC between sample pairs were calculated with GEO2R program in the GEO for publicized microarray data (Accession Number GEO: GSE133797).

### Forced expression of *Cdx2* in dediHeps

Production of a retrovirus expressing *Cdx2* and transduction of cells were conducted as described previously^28^. Plat-E cells^58^ were a gift from Dr. Toshio Kitamura and used to produce recombinant retroviruses.

### Functional analysis of intestinal epithelial cells

The function of CFTR in the dediHep-derived SOs was evaluated as described previously^59^. Briefly, dediHep-derived SOs were cultured in our intestinal organoid medium^28^ without FSK for 24 h, and then 5 μM FSK (Nacalai Tesque) or FSK plus 100 μM CFTRinh-172 (Sigma-Aldrich) were added to the medium. The diameter of 10 spheroids was measured before addition of FSK or FSK plus CFTRinh-172 to the medium, and the diameter of corresponding spheroids was also measured after culture with or without FSK and/or CFTRinh-172 for 24 h.

### Transplantation

Aggregates formed from dediHeps with 10 to 12 passages were cultured for 3 days after initiation of 3D culture. For liver tissue reconstitution, these aggregates were trypsinized, and 1 × 10^6^ dissociated cells were intrasplenically injected into the livers of *Fah*^-/-^ female mice (8–12 weeks-old) as previously described^19^. Hepatocytes (1 × 10^6^) that were freshly isolated from adult mouse livers were also used as donor cells. The *Fah*^-/-^ mice were maintained on drinking water containing 7.5 mg/L NTBC (Swedish Orphan International, Stockholm, Sweden), but treatment was stopped just after transplantation and resumed for 2 weeks when the body weight of recipient mice decreased by 80%. In the analysis of intestinal tissue reconstitution, we employed a DSS-induced colonic injury model using NSG female mice (8–12 weeks-old) and instilled 500–1000 dediHep-derived SOs that were collected from Matrigel using Cell Recovery Solution (Corning) into the colonic lumen at 2 and 5 days after DSS treatment as previously described^28^. dediHeps were marked by infection with a virus expressing *GFP* before transplantation. The body weight of the mice was monitored daily to evaluate the recovery from colitis for 1 week after second injection of the dediHep-derived SOs.

### Statistics and reproducibility

Statistical significance was analyzed using two-sided Student’s *t* test, Dunnett’s multiple comparison test, quasi-likelihood F-test, Fisher’s exact test, and permutation test. A difference at *P* < 0.05 was considered statistically significant. The significance of an observed enrichment score in GSEA was assessed by comparing it with the set of null enrichment scores computed with randomly assigned phenotypes. Cell and tissue images presented in the figures and Supplementary Figs. were obtained from at least three independent experiments, and representative images are shown.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All data sets were deposited in the GEO database under Accession Number GEO: GSE248554. The publicly available data sets (Accession Number GEO: GSE133797) were also used in this study. All other data supporting the results presented herein are available within the article and Supplementary Information and from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. Source data are provided with this paper.

# Supplementary material for: Hepatocytes differentiate into intestinal epithelial cells through a hybrid epithelial/mesenchymal cell state in culture
**Source:** Nat Commun. 2024 May 15;15:3940. doi: 10.1038/s41467-024-47869-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

**Hepatocytes differentiate into intestinal epithelial cells through a hybrid epithelial/mesenchymal cell state in culture**

Miura et al.

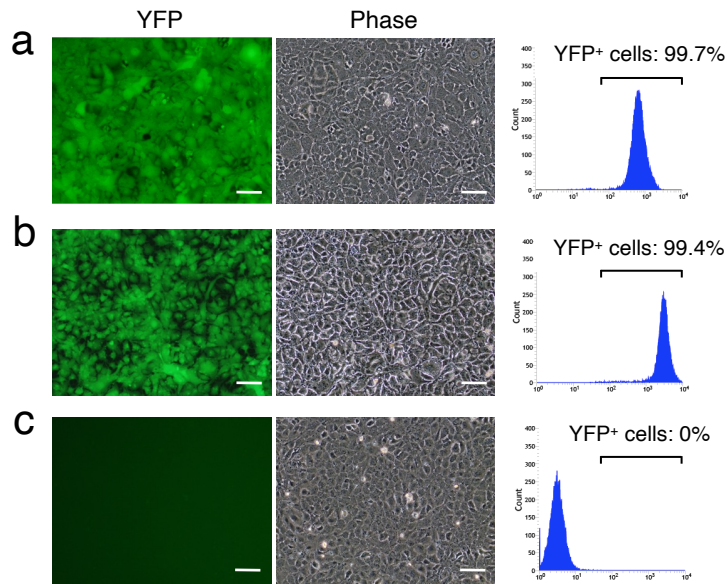

**Supplementary Figure 1. Propagation of the progenies of adult mouse hepatocytes.** (a-c) Representative fluorescence micrographs and morphologies of cells derived from hepatocytes isolated from two different TM-treated *Alb-CreERT<sup>2</sup>;R26R<sup>YFP/+</sup>* mice (a and b) and from a wild-type mouse (c). Flow cytometry showing that almost all cells propagating in culture were derived from hepatocytes. Scale bars, 100  $\mu\text{m}$ .

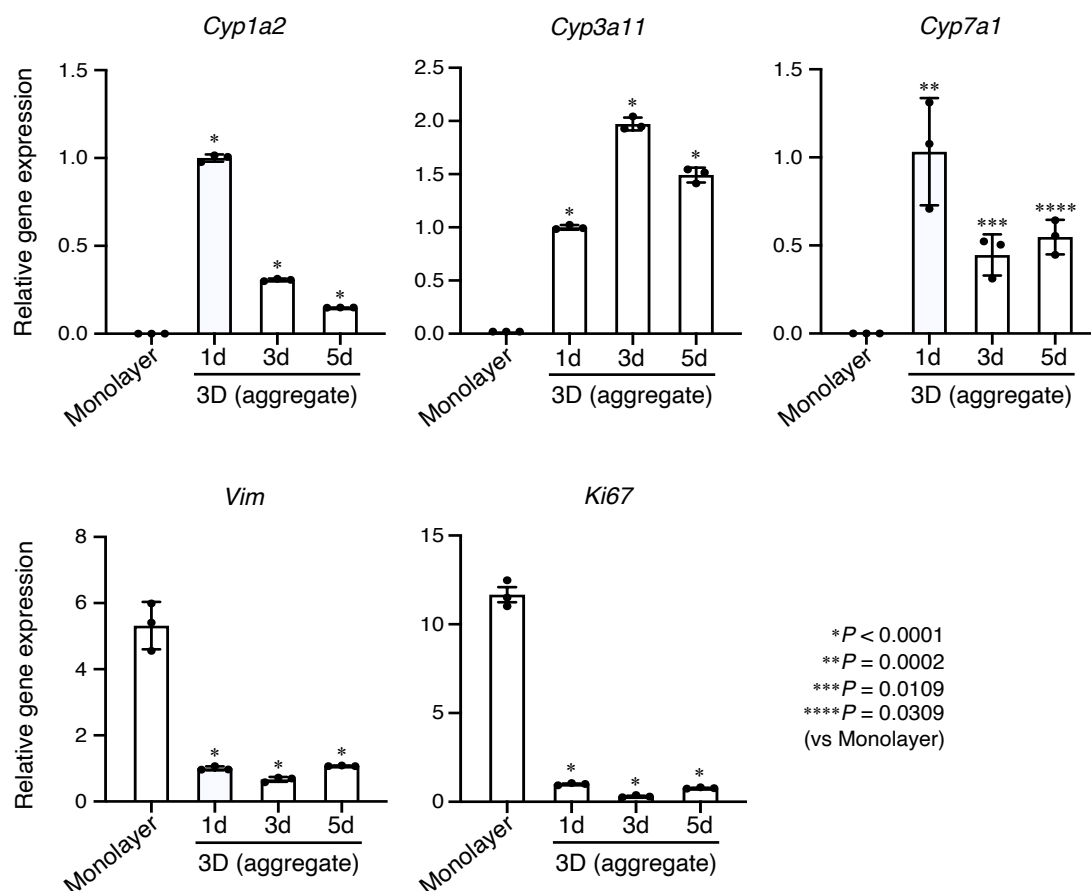

**Supplementary Figure 2. Rapid induction of re-differentiation from dediHeps into hepatocytes in 3D culture.** qPCR analyses of expression of *Cyp1a2*, *Cyp3a11*, *Cyp7a1*, *Vim*, and *Ki67* in dediHeps maintained in monolayer culture and dediHep aggregates 1 day (d), 3 d, and 5 d after initiation of 3D culture. All data were normalized to the values for dediHep aggregates (1 d) and are depicted as fold-changes. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by one-way analysis of variance followed by Dunnett's multiple comparison test. Source data are provided as a Source Data file.

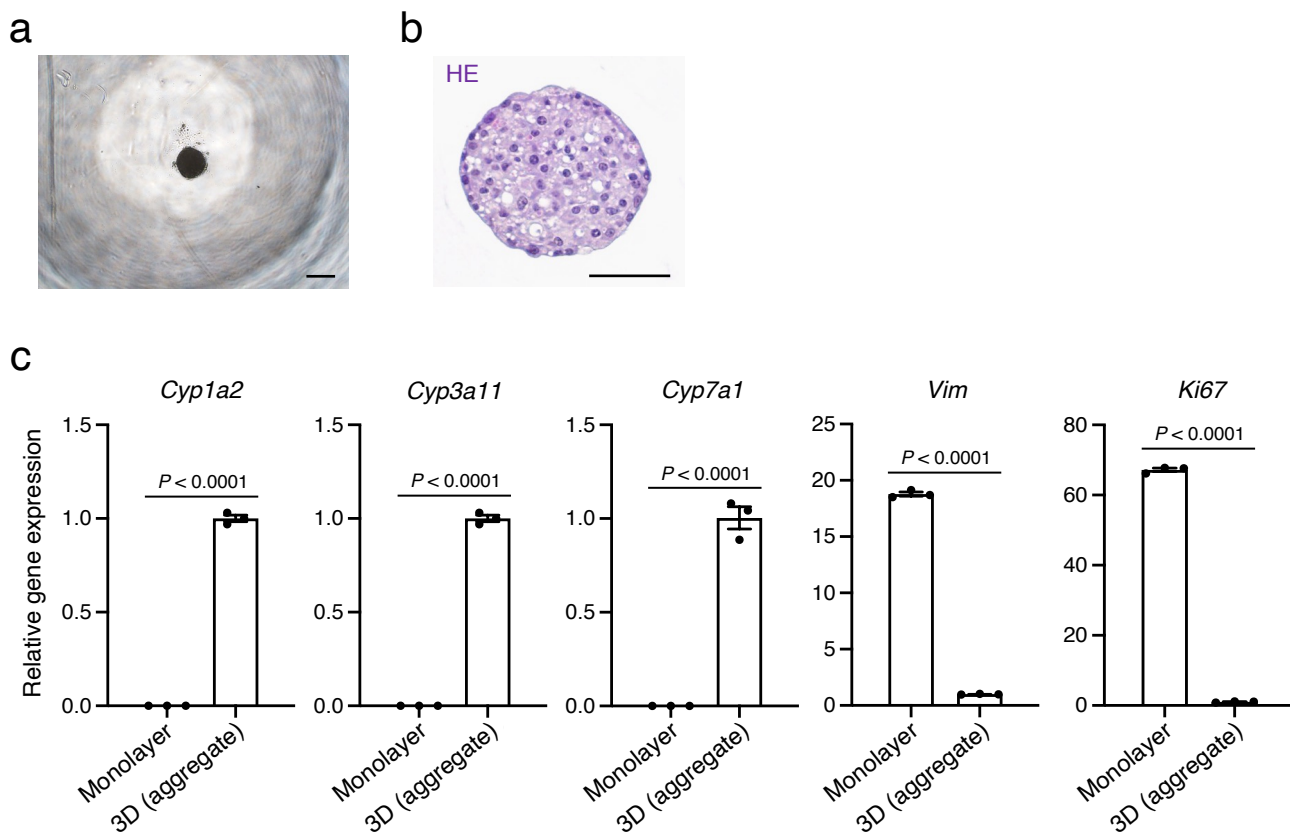

**Supplementary Figure 3. Hepatocyte differentiation from dediHeps propagated in long-term monolayer culture.** (a-c) dediHeps that have undergone 20 passages in long-term monolayer culture were used for cell-aggregate formation in 5-day 3D cultures. Representative morphology of a dediHep aggregate (a), a representative image of hematoxylin and eosin (HE)-stained dediHep aggregate (b), and qPCR analyses of expression of *Cyp1a2*, *Cyp3a11*, *Cyp7a1*, *Vim*, and *Ki67* in dediHep monolayer cultures and dediHep aggregates (c). All data were normalized to the values for dediHep aggregates and are depicted as fold-changes. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by two-sided Student's *t* test. Scale bars, 200  $\mu$ m (a) and 50  $\mu$ m (b). Source data are provided as a Source Data file.

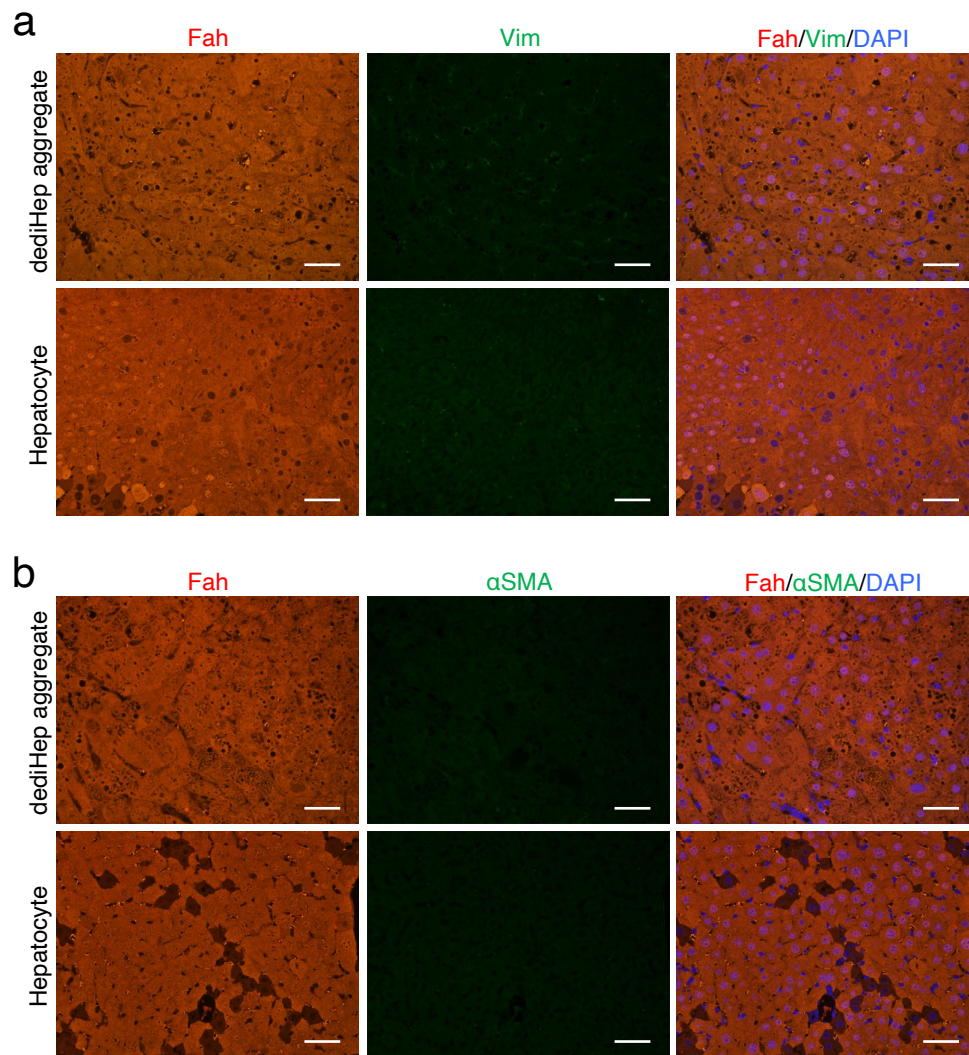

**Supplementary Figure 4. dediHep-derived hepatocytes do not express mesenchymal cell markers *in vivo*.** (a and b) Co-immunofluorescence staining of Fah with Vim (a) or  $\alpha$ SMA (b) on liver sections of *Fah*<sup>-/-</sup> mice 3 months after transplantation of cells dissociated from dediHep aggregates or hepatocytes freshly isolated from adult mouse livers. DNA was stained with DAPI. Scale bars, 50  $\mu$ m.

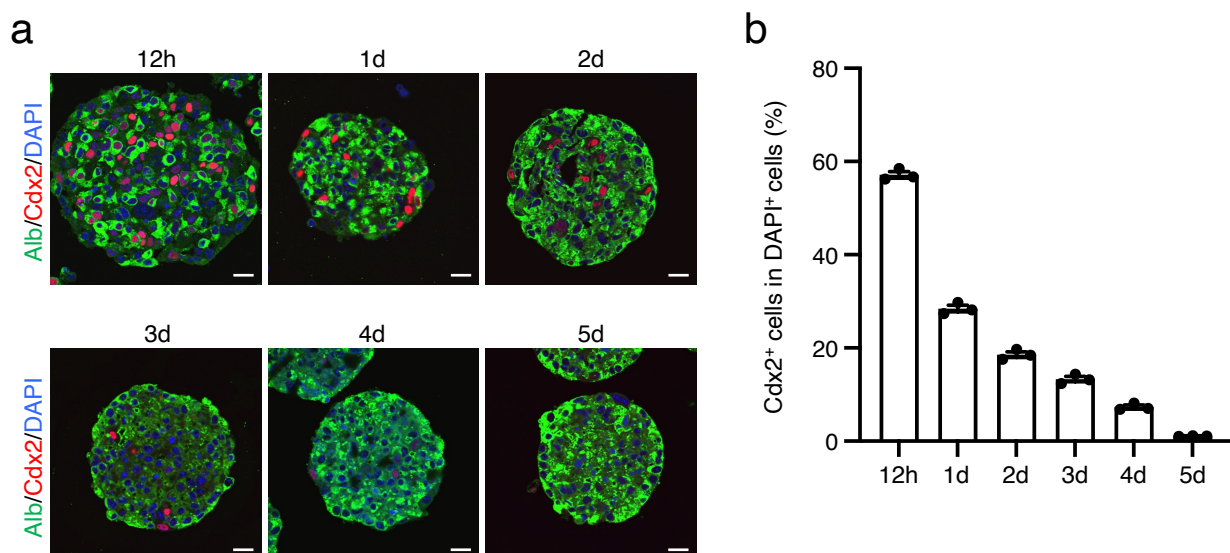

**Supplementary Figure 5. Cdx2 gradually disappears from cells composing dediHep aggregates in 3D culture.**

(**a** and **b**) Co-immunofluorescence staining (Alb with Cdx2) of dediHep aggregates (**a**) and percentages of Cdx2<sup>+</sup> cells in these aggregates (**b**) 12 hours (h), 1 day (d), 2 d, 3 d, 4 d, and 5 d after initiation of 3D culture. DNA was stained with DAPI. Scale bars, 20  $\mu$ m. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Source data are provided as a Source Data file.

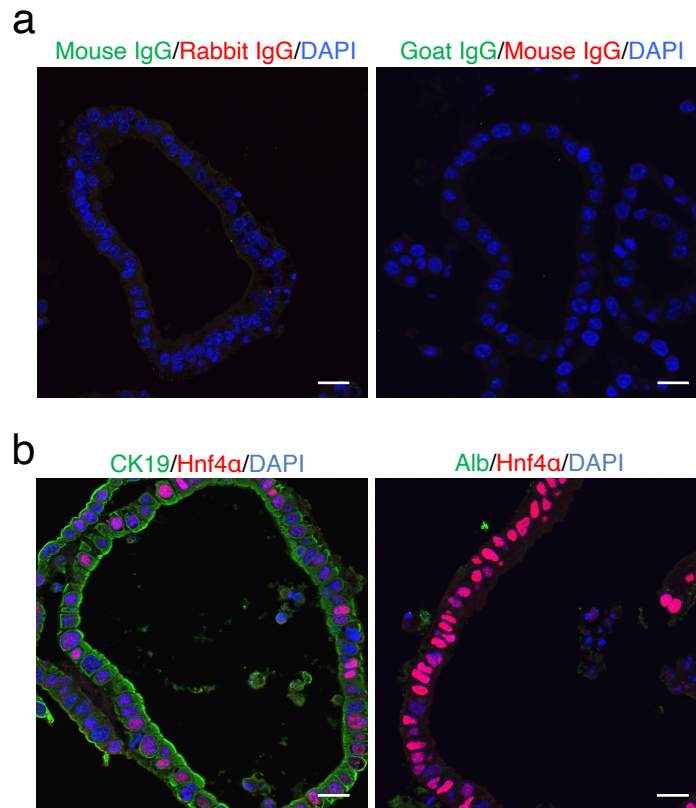

**Supplementary Figure 6. dediHep-derived SOs are not biliary organoids.** (a) As negative controls, we conducted co-immunofluorescence staining of dediHep-derived SOs using IgG isotype control antibodies. (b) Co-immunofluorescence staining (Hnf4a with CK19 or Alb) of dediHep-derived SOs. DNA was stained with DAPI. Scale bars, 20  $\mu$ m.

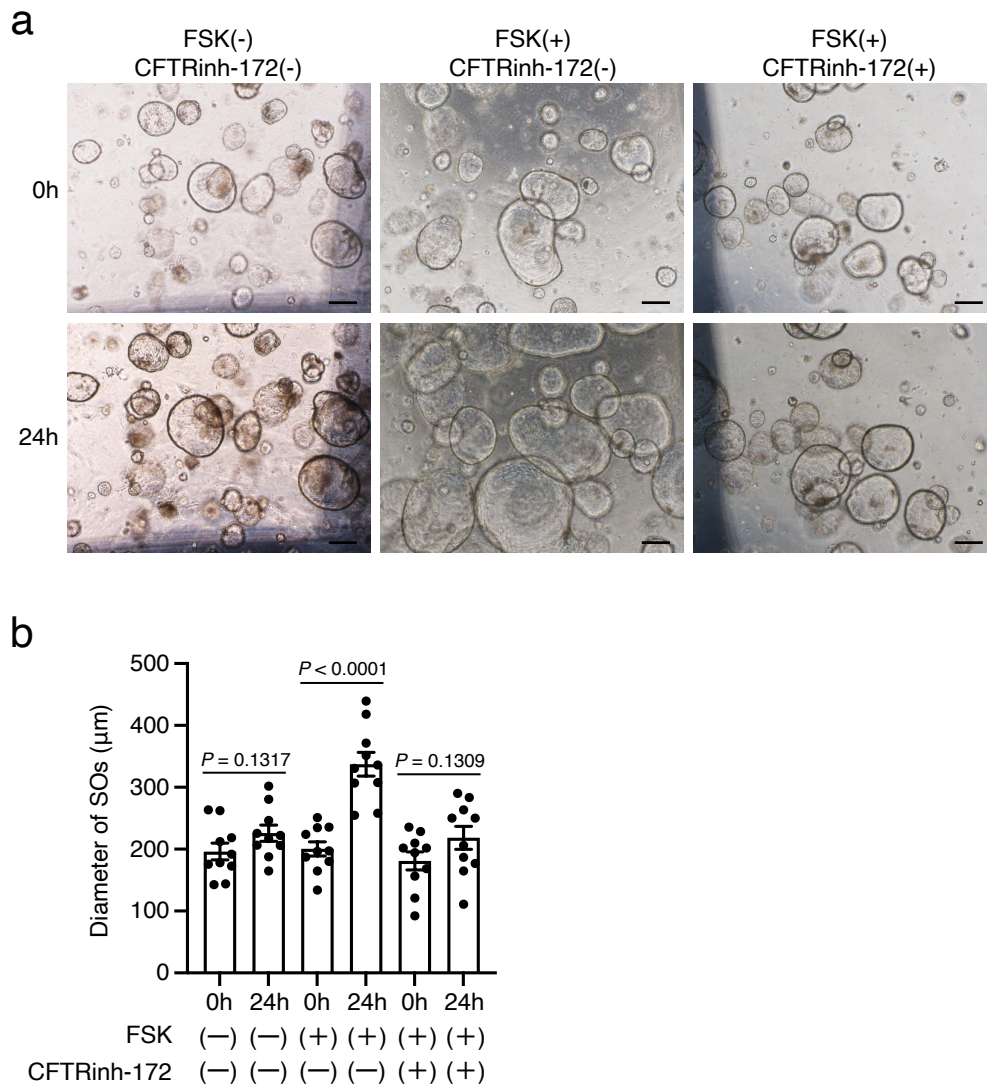

**Supplementary Figure 7. dediHep-derived SOs are composed of functional intestinal epithelial cells.** (a) Representative morphologies of dediHep-derived SOs before and after culture with or without FSK and/or CFTRinh-172 for 24 h. Scale bars, 200 μm. (b) The diameter of 10 SOs in each assay point of the indicated culture conditions was measured. Statistical difference was determined by two-sided Student's *t* test. Source data are provided as a Source Data file.

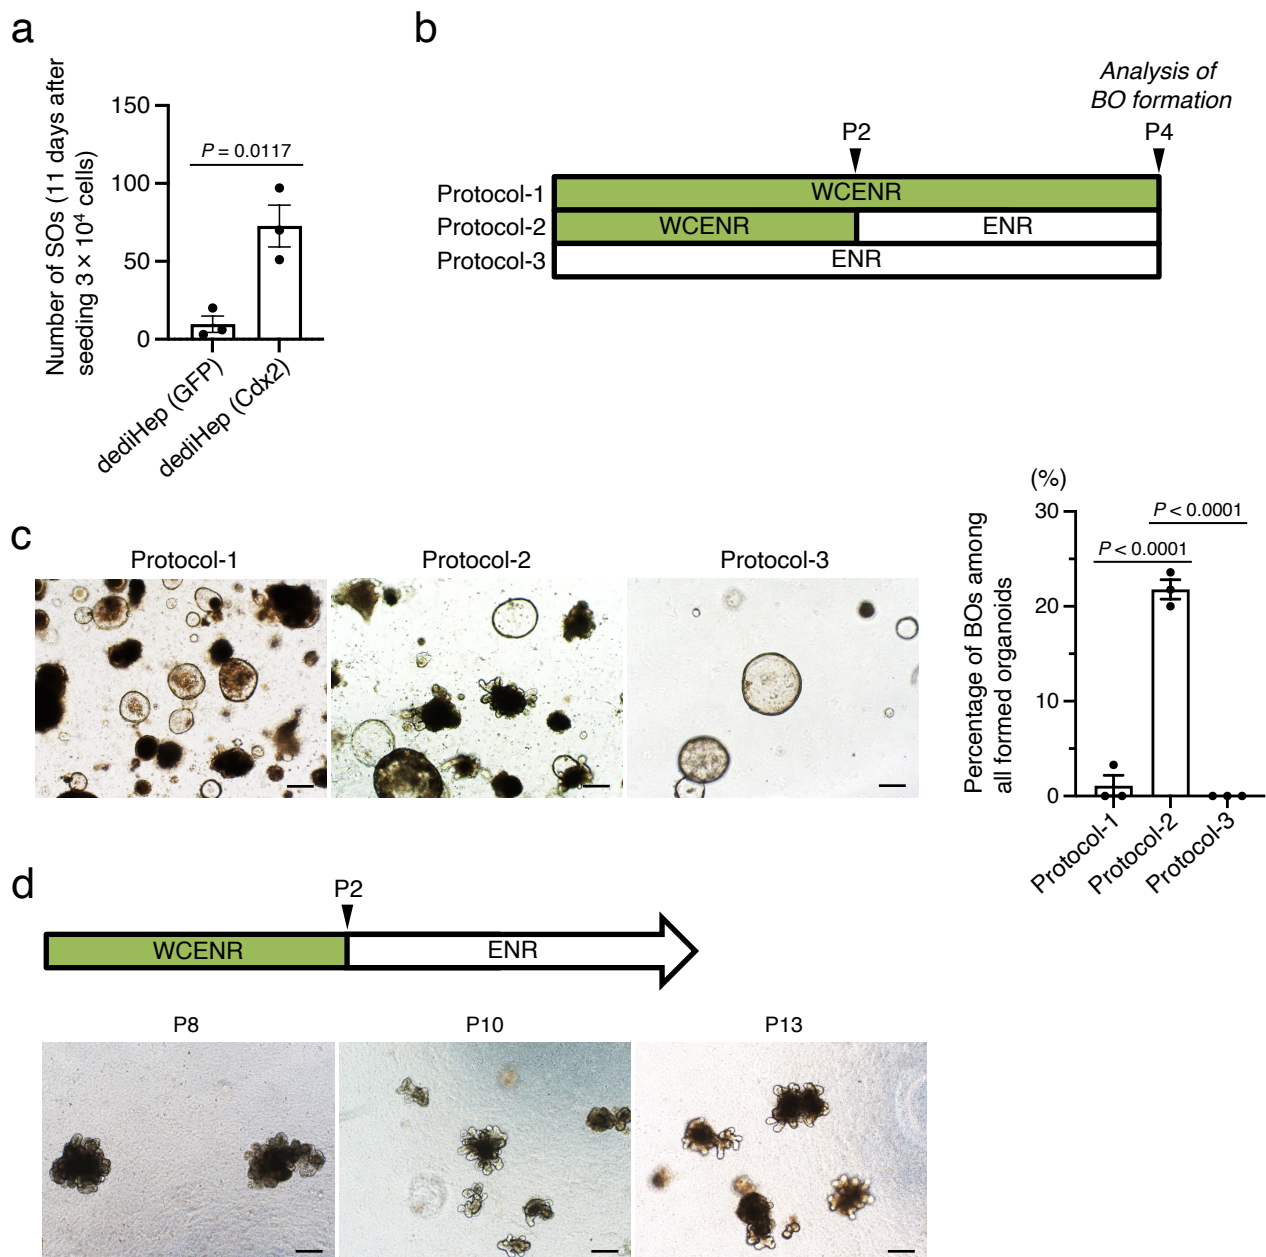

**Supplementary Figure 8. Forced *Cdx2* expression in dediHeps promotes SO formation and allows BO formation by culturing with WCENR and subsequently excluding Wnt3a and CHIR99021 from the culture medium.** (a) The number of SOs formed by dediHeps transduced with *GFP* or *Cdx2* (with *GFP*) at 11 days (d) after initiation of 3D culture with WCENR. (b) Schematic diagram of the experimental procedure. dediHeps transduced with *Cdx2* (with *GFP*) were embedded in Matrigel and cultured under the indicated conditions. At passage 4 (P4), the efficiency of formation of dediHep-derived BOs was analyzed. (c) Representative morphologies of dediHep-derived SOs and BOs at P4 after initiation of 3D culture. Graph at right depicts percentages of dediHep-derived BOs among all formed organoids. (d) Representative morphologies of dediHep-derived BOs at P8, P10, and P13 in long-term 3D culture. dediHeps transduced with *Cdx2* (with *GFP*) were cultured with ENR from P2. Scale bars, 200  $\mu$ m. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by two-sided Student's *t* test (a) or one-way analysis of variance followed by Dunnett's multiple comparison test (c). Source data are provided as a Source Data file.

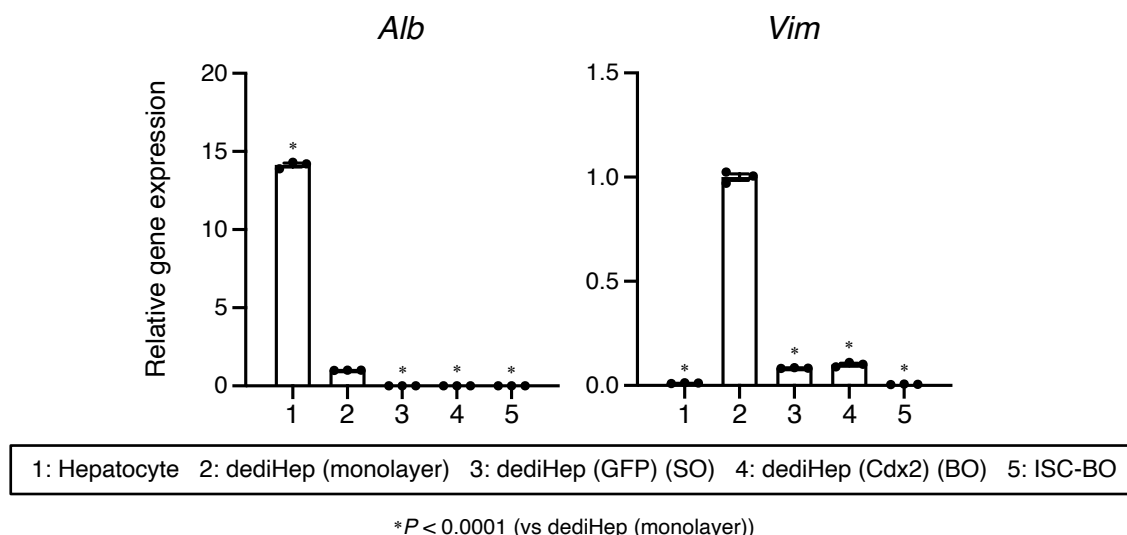

**Supplementary Figure 9. Significant decrease in the expression of dediHep markers in BOs derived from exogenous *Cdx2*-expressing dediHeps.** qPCR analyses of *Alb* and *Vim* expression in hepatocytes freshly isolated from adult mouse livers, dediHeps maintained in monolayer culture, SOs formed by dediHeps transduced with *GFP*, BOs formed by dediHeps transduced with *Cdx2* (with *GFP*), and ISC-derived BOs. All data were normalized to the values for dediHeps in monolayer culture and are depicted as fold-changes. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by one-way analysis of variance followed by Dunnett's multiple comparison test. Source data are provided as a Source Data file.

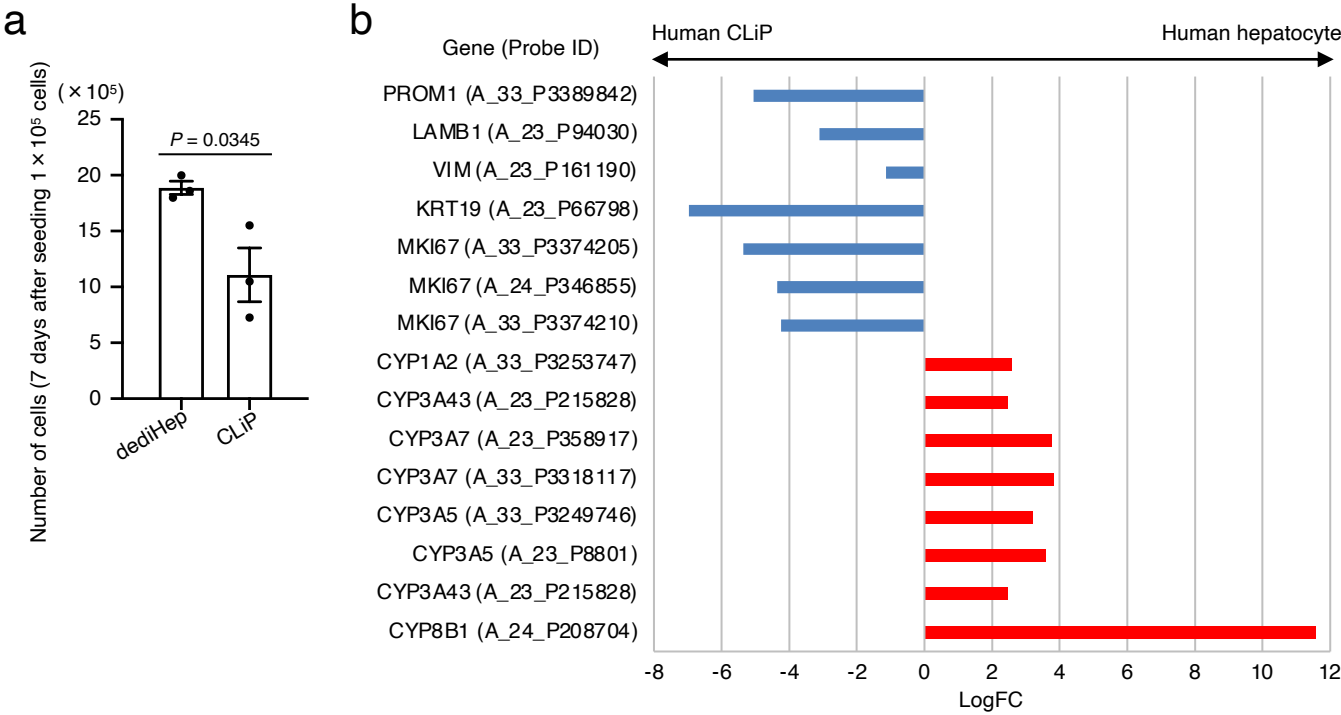

**Supplementary Figure 10. The properties of cell proliferation and gene expression in CLiPs.** (a) The number of mouse dediHeps and CLiPs at 7 days after plating. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by two-sided Student's  $t$  test. Source data are provided as a Source Data file. (b) Representative genes expressed differentially between human hepatocytes and CLiPs. Blue and red bars represent up- and down-regulated genes, respectively, in CLiPs.

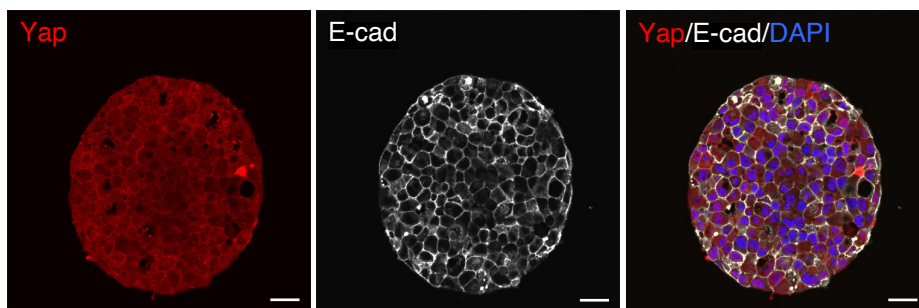

**Supplementary Figure 11. Yap disappears from the nucleus of cells composing dediHep aggregates.** Co-immunofluorescence staining (Yap with E-cad) of dediHep aggregates 5 days after initiation of 3D culture. DNA was stained with DAPI. Scale bars, 20  $\mu\text{m}$ .

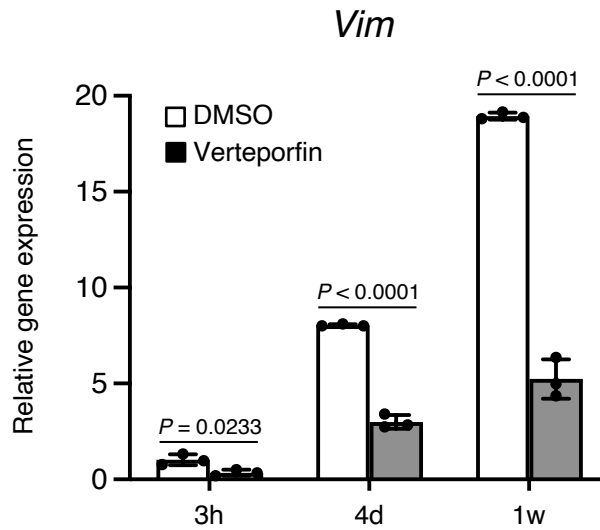

**Supplementary Figure 12. Inhibition of Yap activity in hepatocyte cultures suppresses *Vim* expression.** qPCR analysis of *Vim* expression in hepatocytes treated with DMSO or verteporfin (0.3  $\mu$ M) for 3 hours (h), 4 days (d), and 1 week (w) after plating. All data were normalized to the values for hepatocytes cultured with DMSO for 3h and are depicted as fold-changes. Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by two-sided Student's *t* test. Source data are provided as a Source Data file.

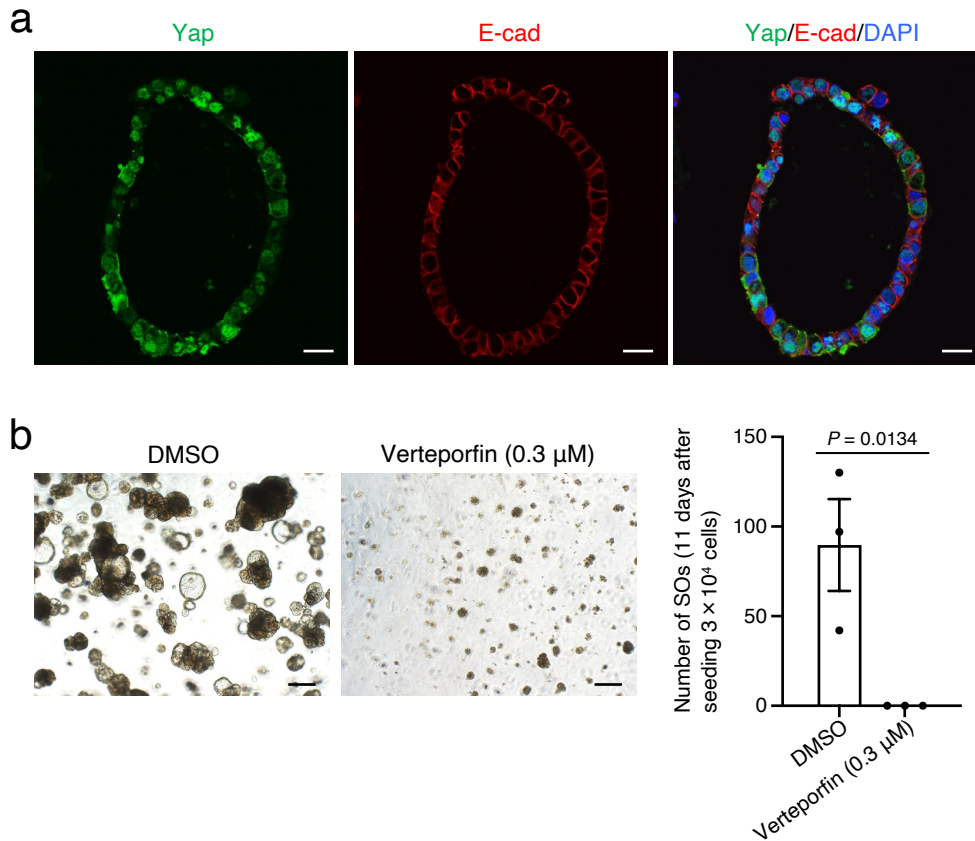

**Supplementary Figure 13. Yap activation is required for the formation of dediHep-derived SOs.** (a) Co-immunofluorescence staining (Yap with E-cad) of dediHep-derived SOs. DNA was stained with DAPI. (b) Representative morphologies and the number (right graph) of dediHep-derived SOs at 11 days after initiation of 3D culture with DMSO or verteporfin (0.3  $\mu$ M). Data represent means  $\pm$  SEM ( $n = 3$  independent experiments). Statistical difference was determined by two-sided Student's  $t$  test. Scale bars, 20  $\mu$ m (a) and 200  $\mu$ m (b). Source data are provided as a Source Data file.

Supplementary Table 1. The list of antibodies.

|                             | Antibody                                      | Company                   | Catalog number | Dilution        |
|-----------------------------|-----------------------------------------------|---------------------------|----------------|-----------------|
| <b>Primary antibodies</b>   | Goat anti-Alb                                 | Bethyl                    | A90-134        | 1:2000          |
|                             | Rabbit anti-Alb                               | Biogenesis                | 0220-1829      | 1:2000          |
|                             | Mouse anti-Hnf4a                              | PPMX                      | PP-H1415-00    | 1:1000          |
|                             | Rabbit anti-CK19                              | [1]                       |                | 1:2000          |
|                             | Goat anti-GFP                                 | NOVUS Biologicals         | NB100-1770     | 1:4000          |
|                             | Rabbit anti-E-cad                             | Cell Signaling Technology | 3195S          | 1:500           |
|                             | Mouse anti-E-cad                              | BD Biosciences            | 610182         | 1:1000          |
|                             | Mouse anti-Vim                                | Sigma-Aldrich             | V5255          | 1:1000          |
|                             | Rabbit anti-Fah                               | Abcam                     | ab151998       | 1:2000          |
|                             | Mouse anti-Cdx2                               | MBL                       | MU392AUC       | 1:100           |
|                             | Rabbit anti-Sox9                              | Millipore                 | AB5535         | 1:1000          |
|                             | Goat anti-Villin                              | Santa Cruz Biotechnology  | SC-7672        | 1:1000          |
|                             | Rabbit anti-Ki67                              | Abcam                     | ab15580        | 1:500           |
|                             | Rabbit anti-Muc2                              | Santa Cruz Biotechnology  | SC-15334       | 1:1000          |
|                             | Rabbit anti-Klf5                              | GeneTex                   | GTX103289      | 1:100           |
|                             | Goat anti-EphB2                               | R&D Systems               | AF467          | 1:500           |
|                             | Rabbit anti-Lyz                               | Dako                      | A0099          | 1:1000          |
|                             | Goat anti-ChgA                                | Santa Cruz Biotechnology  | SC-1488        | 1:500           |
|                             | Rabbit anti-CC3                               | Cell Signaling Technology | 9661           | 1:500           |
|                             | Rabbit anti-YAP                               | Cell Signaling Technology | 14074          | 1:500           |
|                             | Rabbit anti-pHH3                              | Millipore                 | 06-570         | 1:500           |
|                             | Rabbit anti-GFP                               | MBL                       | 598            | 1:500           |
|                             | Normal mouse IgG                              | Santa Cruz Biotechnology  | sc-2025        | 1:100 or 1:1000 |
|                             | Normal rabbit IgG                             | Santa Cruz Biotechnology  | sc-2027        | 1:500 or 1:1000 |
|                             | Normal goat IgG                               | Santa Cruz Biotechnology  | sc-2028        | 1:1000          |
|                             | Guinea pig anti-CK8/18                        | Progen                    | GP11           | 1:500           |
|                             | Mouse anti-αSMA                               | Sigma-Aldrich             | A2547          | 1:2000          |
| <b>Secondary antibodies</b> | Alexa 488-conjugated donkey anti-rabbit IgG   | Invitrogen                | A21206         | 1:2000          |
|                             | Alexa 488-conjugated donkey anti-goat IgG     | Invitrogen                | A11055         | 1:2000          |
|                             | Alexa 488-conjugated donkey anti-mouse IgG    | Invitrogen                | A21202         | 1:2000          |
|                             | Alexa 488-conjugated goat anti-mouse IgM      | Invitrogen                | A21042         | 1:2000          |
|                             | Alexa 555-conjugated donkey anti-rabbit IgG   | Invitrogen                | A31572         | 1:2000          |
|                             | Alexa 555-conjugated donkey anti-goat IgG     | Invitrogen                | A21432         | 1:2000          |
|                             | Alexa 555-conjugated donkey anti-mouse IgG    | Invitrogen                | A31570         | 1:2000          |
|                             | Alexa 555-conjugated goat anti-mouse IgM      | Invitrogen                | A21426         | 1:2000          |
|                             | Alexa 555-conjugated goat anti-Guinea Pig IgG | Invitrogen                | A21435         | 1:2000          |
|                             | HRP-conjugated goat anti-rabbit IgG           | Dako                      | P0448          | 1:2000          |

**Supplementary Table 2. The list of qPCR primers.**

|                     | Gene           | Forward 5'-3'             | Reverse 5'-3'             |
|---------------------|----------------|---------------------------|---------------------------|
| <b>qPCR primers</b> | <i>Alb</i>     | GCACCAAGTGTTGTACACTTCCTGA | GCACTTGGTAACATGCTCACTCACT |
|                     | <i>Cyp1a2</i>  | AGGGACACCTCACCTCACTGAATGG | GTCGATGGCCGAGTTGTTAT      |
|                     | <i>Cyp3a11</i> | CTTTCCTTCACCCTGCATTC      | CCAGGTATTCCATCTCCATCA     |
|                     | <i>Cyp7a1</i>  | TACAGAGTGCTGGCCAAGAG      | GCAGAGCCTCCTTGATGATG      |
|                     | <i>Vim</i>     | TGCACGATGAAGAGATCCAG      | AGCCACGCTTTCATACTGCT      |
|                     | <i>Ki67</i>    | CAGAAGAAATGGAAGCCAAAA     | TGCAGATGCATCAAACCTGG      |
|                     | <i>Ctgf</i>    | CTGCAGACTGGAGAAGCAGAG     | GCTCAAACCTTGACAGGCTTGG    |
|                     | <i>Cyr61</i>   | GAAGTGCGTCCTTGTGGACA      | CAGGAGCCGCGAGTATTTGG      |
|                     | <i>GAPDH</i>   | TGTGTCCGTCGTGGATCTGA      | TTGCTGTTGAAGTCGCAGGAG     |

## Supplementary Reference

1. Sekiya, S. & Suzuki, A. Intrahepatic cholangiocarcinoma can arise from Notch-mediated conversion of hepatocytes. *J. Clin. Invest.* **122**, 3914–3918 (2012).

# Supplementary material for: Hepatocytes differentiate into intestinal epithelial cells through a hybrid epithelial/mesenchymal cell state in culture
**Source:** Nat Commun. 2024 May 15;15:3940. doi: 10.1038/s41467-024-47869-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | IX71 and IX73 fluorescence microscopes (Olympus); FLUOVIEW FV10i confocal microscope (Olympus); CFX Connect™ Real-Time PCR Detection System (Bio-Rad); NovaSeq 6000 system (Illumina); FACS Jazz (BD Biosciences)                                                                                                                                                          |
| Data analysis   | celseq2 pipeline (v0.5.3.3); edgeR program (v4.0.2) on R software (v4.1.2); ggplot2 program (v3.4.4) on R software; DAVID website (v2023q3); iDEP website (v0.96); ggVolcanoR website (v1.0); GSEAPreranked program in GSEA software (v4.1.0); Microsoft Excel software (v16.69.1); JMP Pro software (v17.0.0); BD FACS Software sorter software; GraphPad Prism (v10.1.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data sets were deposited in the GEO database under Accession Number GEO: GSE248554 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248554>].

The publicly available data sets (Accession Number GEO: GSE133797 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133797>]) were also used in this study.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |    |
|-----------------------------|----|
| Reporting on sex and gender | NA |
| Population characteristics  | NA |
| Recruitment                 | NA |
| Ethics oversight            | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size of each experiment and statistical analysis have been shown in the figure legends and Methods section, and these sample sizes was ensured to detect differences between experimental groups.                                              |
| Data exclusions | Genes expressed at very low levels (less than 0.5 counts-per-million in all samples) were removed from the data of CEL-seq2 before normalization with iDEP program.                                                                                       |
| Replication     | All experiments were performed at least three times independently, except for the experiment performed twice to obtain the data shown in Figure 8i, and all attempts at replication were successful.                                                      |
| Randomization   | All samples (cells, mice, etc.) used in the experiments were randomly allocated into different experimental groups.                                                                                                                                       |
| Blinding        | Experimenters were blinded to group allocation for transcriptome analysis. All other experiments were conducted in a non-blinded manner, because the research design was complicated, the researchers were restricted, and blinding feasibility was poor. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used in this study are listed in Supplementary Table 1. Primary antibodies: Goat anti-Alb (Bethyl, A90-134, 1:2000), Rabbit anti-Alb (Biogenesis, 0220-1829, 1:2000), Mouse anti-Hnf4α (PPMX, PP-H1415-00, 1:1000), Rabbit anti-Mouse CK19 (made in Suzuki lab, Kyushu University, Japan, 1:2000), Goat anti-GFP (NOVUS Biologicals, NB100-1770, 1:4000), Rabbit anti-E-cad (Cell Signaling |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Technology, 31955, 1:500), Mouse anti-E-cad (BD Biosciences, 610182, 1:1000), Mouse anti-Vim (Sigma-Aldrich, V5255, 1:1000), Rabbit anti-Fah (Abcam, ab151998, 1:2000), Mouse anti-Cdx2 (MBL, MU392AUC, 1:100), Rabbit anti-Sox9 (Millipore, AB5535, 1:1000), Goat anti-Villin (Santa Cruz Biotechnology, SC-7672, 1:1000), Rabbit anti-Ki67 (Abcam, ab15580, 1:500), Rabbit anti-Muc2 (Santa Cruz Biotechnology, SC-15334, 1:1000), Rabbit anti-Klf5 (GeneTex, GTX103289, 1:100), Goat anti-EphB2 (R&D Systems, AF467, 1:500), Rabbit anti-Lyz (Dako, A0099, 1:1000), Goat anti-ChgA (Santa Cruz Biotechnology, SC-1488, 1:500), Rabbit anti-CC3 (Cell Signaling Technology, 9661, 1:500), Rabbit anti-YAP (Cell Signaling Technology, 14074, 1:500), Rabbit anti-pHH3 (Millipore, 06-570, 1:500), Rabbit anti-GFP (MBL, 598, 1:500), Normal mouse IgG (Santa Cruz Biotechnology, sc-2025, 1:100 or 1:1000), Normal rabbit IgG (Santa Cruz Biotechnology, sc-2027, 1:500 or 1:1000), Normal goat IgG (Santa Cruz Biotechnology, sc-2028, 1:1000), Guinea pig anti-CK8/18 (Progen, GP11, 1:500), and Mouse anti- $\alpha$ SMA (Sigma-Aldrich, A2547, 1:2000). Secondary antibodies: Alexa 488-conjugated donkey anti-rabbit IgG (Invitrogen, A21206, 1:2000), Alexa 488-conjugated donkey anti-goat IgG (Invitrogen, A11055, 1:2000), Alexa 488-conjugated donkey anti-mouse IgG (Invitrogen, A21202, 1:2000), Alexa 488-conjugated goat anti-mouse IgM (Invitrogen, A21042, 1:2000), Alexa 555-conjugated donkey anti-rabbit IgG (Invitrogen, A31572, 1:2000), Alexa 555-conjugated donkey anti-goat IgG (Invitrogen, A21432, 1:2000), Alexa 555-conjugated donkey anti-mouse IgG (Invitrogen, A31570, 1:2000), Alexa 555-conjugated goat anti-mouse IgM (Invitrogen, A21426, 1:2000), Alexa 555-conjugated goat anti-Guinea Pig IgG (Invitrogen, A21435, 1:2000), and HRP-conjugated goat anti-rabbit IgG (Dako, P0448, 1:2000).

#### Validation

All commercial antibodies were validated by the vendors and documented by corresponding data sheets, and CK19 antibody was validated in the study reported previously (Sekiya, S. & Suzuki, A. J. Clin. Invest. 122, 3914–3918, 2012).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Plat-E cells (a gift from Dr. Toshio Kitamura) and 293T cells (a gift from Dr. Hiroyuki Miyoshi).            |
| Authentication                                                    | Cell line authentication was performed based on their morphology, growth condition, and specific properties. |
| Mycoplasma contamination                                          | All the cell lines were tested negative for mycoplasma contamination.                                        |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 (Clea Japan, Tokyo, Japan), Alb-Cre (The Jackson Laboratory, Bar Harbor, ME), Alb-CreERT2 (a gift from Drs. Pierre Chambon and Daniel Metzger), R26RYFP/YFP (a gift from Dr. Frank Costantini), Fah <sup>-/-</sup> (RBRC05362) (RIKEN, Japan), NSG (NOD.Cg-Prkdcscidll2rgtm1Wjl/SzJ) (Charles River Laboratories, Wilmington, MA), and Tgfb <sup>2fl/fl</sup> (a gift from Dr. Jürgen Roes) mice were used in this study. Mice were housed in groups of 2–4 per cage in a 12 h light/dark cycle (08:00–20:00 light; 20:00–8:00 dark), with controlled room temperature (22 ± 4°C) and relative humidity (60%). |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Reporting on sex        | Female mice (8–12 weeks-old) were used as recipient mice for transplantation experiments, while male mice (8 and 10 weeks-old) were used for other experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | The experiments were approved by the Kyushu University Animal Experiment Committee, and the care of the animals was in accordance with institutional guidelines.                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                            |
|--------------------|--------------------------------------------------------------------------------------------|
| Sample preparation | Single cells collected from monolayer cultures were incubated with PI and washed with PBS. |
|--------------------|--------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                                                                    |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | FACS Jazz (BD Biosciences)                                                                                                                                                                                                                                                         |
| Software                  | BD FACS Software sorter software                                                                                                                                                                                                                                                   |
| Cell population abundance | The purity of PI-negative and YFP-positive cells was confirmed by comparing with negative controls (PI-untreated, wild-type mouse-derived dediHeps).                                                                                                                               |
| Gating strategy           | Gating strategy is shown in Supplementary Figure 1. Cells were initially gated on FSC/SSC to exclude debris, and then only single cells were gated. YFP-positive and negative cells were identified based on the data of negative controls (dediHeps derived from wild-type mice). |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

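The RNA data of the paper were processed again from the table of counts that the authors deposited. It holds 49 libraries of 16 conditions: fresh hepatocytes (FH, 3), hepatocytes at 3 h, 1 day, 2 days, 4 days, 1 week and 2 weeks after plating (3 each), hepatocytes cultured for 1 week with verteporfin at 0.3 µM or with DMSO (2 each), dediHeps (5), dediHep aggregates (3), dediHep-SOs (3), dediHep-BOs (3), CLiPs (3), FIPC-SOs (3) and ISC-BOs (4). Each column was assigned to its condition from its label and the sample titles, and 0 columns were left out. Imaging, qPCR, in situ hybridization, transplantation and protein data were not analysed here.

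Before deposit the authors sequenced 3′ ends of transcripts with CEL-seq2 on an Illumina NovaSeq and turned the reads into counts of unique molecular identifiers (UMIs) per Ensembl gene with the celseq2 pipeline. The values are whole numbers with a different total in each library and carry no normalization. The paper's text does not name the aligner, the genome build or the annotation used for counting, nor a filter on libraries. The table lists 46078 identifiers, of which 45143 were matched to a gene name in GENCODE M21 (GRCm38), 56 symbols were shared by several identifiers, and 14097 identifiers have no count in any library. In GENCODE M21 Vim lies at chromosome 2, 13573927 to 13582826, and Alb at chromosome 5, 90460897 to 90476602. Coordinates do not enter any count.

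Library totals ran from 861047 to 3872936 counts with a median of 1976760. A floor of 3 counts in a library is 0.775 to 3.48 CPM, below which a count of 0 cannot be told from absence. Folds against a group with 0 counts are given as lower bounds with 3 counts over the group. They take the mean of the other group without its spread. The highest count in any library was 4096. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 5.62 to 68.0 over 54 pairs and Spearman correlations of 0.759 to 0.969. No pair had the likeness of a copied library. CPM of single genes were scaled with TMM factors. In the passages these come from the fit of the comparison, unless a scale over all 49 libraries is stated, so that a group can have other values in another comparison. Figures and the closing section use the scale over all 49 libraries, except for Irx5. Xist and the sums over Y-linked genes, Hox genes and the hepatocyte list are CPM of the library total without a TMM factor. Values after ± are SDs between libraries.

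Genes called are those with an FDR under 0.1 and an absolute log2 fold change over 2, the thresholds of the paper, in the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (the paper used edgeR 4.0.2), with TMM normalization, filterByExpr (minimum count 10, minimum total count 15) and Benjamini-Hochberg adjustment. The 13 comparisons of 2 groups were each fitted on the libraries of those groups, and the 6 time points with FH in a single fit of 7 groups. The paper names the test and thresholds, and a minimum of 0.5 CPM for the values normalized with iDEP, but not the libraries or the filter of each edgeR fit. SEs are those implied by the F statistic. Between 10400 and 12443 genes were tested per comparison.

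Gene sets were tested with camera of limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01 and p adjusted over 8 tests. The paper's KEGG and GSEA results rest on collections that were not used here. Lists of 97 cell cycle genes, 44 complement and coagulation genes, 22 Yap targets and drug and steroid metabolism genes chosen by gene family were written from general knowledge in their place. Marker lists of cell types, of intestinal regions and of sex-linked genes were written in the same way and are reported in the closing section. Tables were read with data.table 1.17.8.

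Principal components were computed with prcomp on centred, unscaled log2 CPM of edgeR with a prior count of 4 for 29113 genes with at least 0.5 CPM in at least 1 of 45 libraries, without verteporfin and DMSO, as the default of iDEP. Calls shared by 2 comparisons against the same FH libraries were set against 20 draws in which both groups and the FH libraries they share were simulated from the FH means without any change.

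Genes were named by a rule: every gene the paper names for the comparison in its text or a figure, and for each comparison of 2 groups the 3 called genes with the smallest p in each direction. The closing section also names members of the marker lists. Mup genes, defensins and similar families share sequences near their 3′ ends, so their separate counts are uncertain.

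Alternatives were RLE normalization, DESeq2 1.42.0, other low-count filters, all 49 libraries in a single fit, other thresholds, a replicate block, thinned counts, other set tests and leaving out each library in turn. A correction for UMI sequences of 6 bases shared by several molecules was added after the counts were seen, as were 2 further thresholds. The closing section gives their effect.

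Pairing was checked as the correlation of deviations from the group means. Aggregates and dediHeps share 3 cultures by their labels and correlated at 0.217 to 0.316 within cultures. The dediHeps and FH, numbered only by their order in the table, correlated at 0.153 to 0.436. The fits reported have no block.

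The steps from counts to calls were tested on simulated data. Counts were drawn from the mean of each gene over all libraries of a fit, with the real library sizes. In each simulation 200 genes above a minimum mean count were changed by a log2 fold change of 3. Recovery of genes with fewer counts was not tested. The fits recovered between 169 genes (84.5%, CLiPs against dediHeps, 9 false calls) and 199 genes (99.5%, verteporfin against DMSO, 1 false call). False calls ran from 0 (dediHep-BOs against FIPC-SOs) to 18 (dediHep-SOs against FH).

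Results for a few single genes are not reported here.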

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

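The tests of library size, of Y-linked counts beside Xist, of a lost Y chromosome, of cells of both sexes and of a wrong culture label in this part were chosen only after the result was seen.

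A library of dediHeps stood apart from the other 4 in 11 of 31 measures, by Dixon's test at its 95% limit. Chance sets about 1 in 20 groups apart in this way, and the 31 measures are not independent of each other. The dediHep replicate 3 was highest in Krt19 (501.1 CPM, the next 125.9), Ocln (357.5, the next 133.4), Epcam (32.04, the next 3.553), PC2 (−17.88, the next −47.19) and summed Y-linked genes (303.3 CPM, the next 26.52). The dediHep replicate 1 was highest in Vim (564.9 CPM, the next 233.7), Ccn1 (1386, the next 72.84), Ccn2 (630.9, the next 39.21) and Xist (452.2, the next 0.51). The dediHep replicate 5 was highest in Cyp3a11 (39.77 CPM, the next 3.929) and Bmp7 (120.7, the next 26.14). Values next to another are in CPM, apart from PC2, and those of Xist and the Y-linked genes carry no TMM factor.

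Thinning every library to 861047 counts left a library apart in 9 of the 9 genes. The values are CPM, which thinning leaves unchanged on average, so this outcome could hardly differ and does not decide on library size. For Vim, cells carried along in the culture were tested over all dediHeps. Against FH the median log2 fold change was −8.25 for genes of stellate cells and fibroblasts (3 tested), −9.15 for genes of Kupffer cells and macrophages (7 tested) and −8.55 for endothelial genes (6 tested), and −7.13, −7.54 and −6.57 with genes at 0 set to a floor of 3 counts over the group. In dediHep replicate 1, where Vim was highest, Acta2 had 2 counts, Col1a1 1 and Dcn 2. These values argue against each of those cell types as the source of Vim. Each dediHep library came from a culture of its own, so that culture, animal, passage and library preparation cannot be told apart, and no biological explanation was tested.

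In ISC-BOs 4 of 28 measures set a library apart, where chance would do so in about 1 in 20. Mki67 was lowest in ISC-BO replicate 2 (263.8 CPM, the next 857.4), Chga highest in replicate 4 (242.5, the next 225.3), Lct lowest in replicate 3 (5.084, the next 10.49) and Mttp lowest in replicate 3 (206.3, the next 349.1). After thinning, 1 of the 4, Mki67, still set a library apart, while Chga, Lct and Mttp did not. For Chga, Lct and Mttp differences in library size and differences between the organoids cannot be told apart, since thinning also removes counts (Lct has 12 in replicate 3). Mki67 stays open, with no biological explanation tested.

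Xist, a gene the paper does not discuss, had more than 10 counts in 9 of the 42 libraries of hepatocyte origin, although the paper states that the mice used, other than transplant recipients, were male. The counts were 569 and 705 with verteporfin, 792 and 987 with DMSO, 738 in dediHep replicate 1, 366 in aggregate replicate 1, 21 in dediHep-BO replicate 1, and 479 and 2024 in CLiP replicates 1 and 2. Summed Y-linked counts in these libraries were 1 with verteporfin in each and 0 in the other 7. All 21 libraries of FH and of the time course had at least 223 Y-linked counts and at most 1 of Xist. The libraries were chosen by Xist, so its counts in them test nothing. The Y-linked genes did not enter that choice, and 9 of the 9 libraries had 10 Y-linked counts or fewer, which male cells with a Y chromosome would not show. The value of 9 goes with cells of the other sex than the labels of the group or culture imply. A small share of female cells is argued against in the 8 libraries other than dediHep-BO replicate 1, since the Y-linked genes would then be near the level of male cells. What stays open is whether the animals or the labels differ from the description, which the counts cannot show.

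The verteporfin and DMSO libraries were alike in Xist, so their comparison is not between sexes. Fresh hepatocytes against dediHeps is in part such a comparison, with Ddx3y, Eif2s3y and Uty called lower in dediHeps (median log2 fold change −3.25, 3 tested). The same holds for dediHep-SOs and FIPC-SOs, where FIPC-SO replicates 1 and 2 had 1106 and 1250 counts of Xist and replicate 3 had 1107 Y-linked counts, and for ISC-BOs, where replicates 1 and 2 had 579 and 511 of Xist and replicates 3 and 4 had 672 and 537 Y-linked counts. In CLiPs replicates 1 and 2 had Xist, as given above, and replicate 3, the only CLiP library above the dediHep range in summed hepatocyte genes, had 444 Y-linked counts and 0 of Xist. Whether that difference follows the sex of the cells was not tested.

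Libraries with neither signal numbered 4. Among them was dediHep-BO replicate 2, with 1 count of Xist and 0 Y-linked counts, while dediHep-BO replicate 3 had 622 Y-linked counts. The dediHep-BO group is thus mixed in these signals. The 3 libraries of the culture of dediHep replicate 2 (that library, aggregate replicate 2 and dediHep-SO replicate 3) held 1 Y-linked count in all and 0 of Xist. A candidate explanation is loss of the Y chromosome from the cultured cells, whose test gave this value of 1. Loss of the Y chromosome in male cells and loss or silencing of the second X in female cells cannot be told apart by it. The dediHep replicates 4 and 5 had 48 and 52 Y-linked counts against 864 in replicate 3.

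Among the libraries named for the culture of dediHep replicate 1, the dediHep and aggregate libraries had Xist while dediHep-SO replicate 1 had 623 Y-linked counts and 0 of Xist. Under cells of both sexes throughout the culture, the dediHep and aggregate libraries would have held Y-linked counts, and their sum was 0, which argues against it. Under organoids of another culture than the label names, the deviation of dediHep-SO replicate 1 from its group would be unlike that of the dediHeps. The correlation was −0.493 with the dediHeps of its own culture, 0.397 with those of dediHep replicate 4 and 0.339 with those of replicate 5. For dediHep-SO replicate 3 the highest correlation was with dediHep replicate 1 (0.481), not with its own culture (0.01). With 3 organoid libraries these correlations are not independent, so a wrong label and an organoid grown from rare cells of the culture cannot be told apart. The dediHep-SO replicates 1 and 2, named for different cultures, had the highest Spearman correlation of the 54 replicate pairs (0.969). The dediHeps of those cultures correlated at 0.809. Whether the 2 organoid libraries share a source was not tested. If they do, tests with dediHep-SOs rest on fewer than 3 independent cultures.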

How the results depend on the processing

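The alternatives below were set before the data were examined, apart from 3 chosen after the values were seen: the correction for shared UMI sequences, and no low-count filter with either an unadjusted p under 0.05 or the fold threshold alone. Single genes gave 6520 alternative values for 411 results, of which 6405 kept their side of the threshold, 81 lost a call, 34 gained a call and 0 reversed a call. A change of sign, always in a gene not called, occurred in 71 values, and 46 of the 411 results changed in at least 1 alternative. The other 36 results gave 499 values, of which 427 stayed within their limits (1.5 times a count, or 1 SD), 14 fell below, 46 rose above and 12 moved without a test. RLE normalization, the fry set test, the UMI correction and principal components without TMM left every such result within its limits. Where a sentence below gives no reason, the cause was not tested.

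Fits without a low-count filter test more genes and called 4481 in dediHeps against FH (2901 in the fit reported), 1608 in aggregates (1071), 5025 in dediHep-SOs against FH (3140), 5229 in FIPC-SOs (3458), 2052 between those organoids (1034), 4670 in dediHep-BOs against FH (3036), 5055 in ISC-BOs (3173), 798 between those (345), 2385 between dediHep-BOs and dediHep-SOs (1275), 1373 between dediHep-BOs and FIPC-SOs (694), 1652 between dediHep-SOs and dediHeps (1005), 714 in CLiPs (352) and 90 with verteporfin (28). The 0.5 CPM minimum of iDEP called, in that order from dediHep-SOs against FH, 5026, 5218, 1922, 4663, 5034, 709, 2317, 1299, 1569, 597 and 90. Without the filter the balance between dediHep-BOs and ISC-BOs turned from 152 higher and 193 lower to 455 and 343 (404 and 305 with the minimum of iDEP), and in CLiPs it moved from 191 and 161 to 460 and 254.

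A single fit of all 49 libraries called 1805 genes in aggregates, 1678 between dediHep-SOs and dediHeps, 1953 between dediHep-BOs and dediHep-SOs, 1558 between dediHep-SOs and FIPC-SOs, 1169 in CLiPs and 0 with verteporfin. That 0 came from edgeR, while in the fit of the 4 libraries 62 genes passed an unadjusted p under 0.05 with the fold threshold and DESeq2 called 26. In the single fit dediHep-BOs against ISC-BOs had 287 higher and 208 lower. For CLiPs DESeq2 called 537, an unadjusted p 613 and an FDR under 0.05 216. A fit of only FH and 3 h called 527 at 3 h (860).

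Chosen after the values were seen, no filter with the fold threshold alone gave 2354 genes between dediHep-BOs and ISC-BOs and 4081 between dediHep-SOs and FIPC-SOs. The same with an unadjusted p under 0.05 gave 1135 and 2360.

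With the inter-gene correlation estimated from the data, camera no longer called 4 of the 8 sets at unchanged medians: Yap targets (3.88) and cell cycle (2.64) in dediHeps, and both in aggregates (−1.84 and −2.89). The drug and steroid and the complement and coagulation sets stayed called.

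The share of genes called depends on its denominator by construction. Between dediHep-SOs and FIPC-SOs it was 8.91% of tested genes, 4.74% of genes with a count and 2.24% of listed genes, and for dediHep-BOs and ISC-BOs 3.05%, 1.64% and 0.749%. With a log2 fold change over 1 the shares of tested genes were 20.7% and 8.56%.

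In the principal components, with PC1 at 34.6% and PC2 at 20.4%, the distance between dediHep-BOs and ISC-BOs was 5.87% of that between dediHeps and ISC-BOs. The 2000 most variable genes gave 48.0%, 24.0% and 10.9%, a prior count of 1 gave 31.9%, 18.9% and 8.61%, and filterByExpr gave PC1 36.3% and PC2 21.0%. Thinning every library to 861047 counts gave PC2 19.8% and a distance of 3.99%. Over all genes in place of 2 components the distance was 47.5%, and among the times of hepatocyte culture the 1-week monolayers ranked 2 by distance from CLiPs in place of 1.

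Leaving out 1 library at a time gave these ranges where any value passed 1.5 times the count reported. The comparison of dediHep-SOs with FIPC-SOs had 1023 to 1716 genes (8.51% to 14.1% of tested genes), the highest without dediHep-SO replicate 3, when 766 were higher and 950 lower against 571 and 463. For dediHep-BOs and dediHep-SOs it was 1234 to 2108, the highest without dediHep-SO replicate 3. CLiPs had 109 (without CLiP replicate 1) to 488 (without CLiP replicate 2), with 224 without dediHep replicate 2. Verteporfin had 33 to 106, the highest without verteporfin replicate 2, with 63 and 43 without DMSO replicates 1 and 2, and a lone library was assumed to vary like those of the other group. The 3 h time point had 620 (without FH replicate 2) to 1527 (without FH replicate 1). Aggregates had 718 to 1215, and without aggregate replicate 1 the balance was 445 higher and 273 lower against 495 and 576, and without replicate 3 436 and 326. Among single genes, calls were lost in 45 values and gained in 15 of 2672.

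With the replicate number of the labels as a replicate block, dediHeps against FH had 3067 genes called, and Cldn3 (−3.44) and Ccn1 (2.64) were called while Bmp7 (1.92) was not. The dediHep numbers are only the order of the table, though their 3 pairs with FH deviated together (r 0.153 to 0.436). With the culture as block, aggregates had 1252 genes (1076 from only the shared cultures) and dediHep-SOs 920 against dediHeps, where Klf5 fell below the fold threshold (1.96). Verteporfin and DMSO have 2 pairs, whose correlation of 0.338 is a single value by construction and too little to take them as paired. In each other comparison checked, at least 1 pair was not over 0.1. The block moved 2 counts past 1.5 times, verteporfin to 59 and 3 h to 264, where the 3 h libraries share only 1 number with the other times. It also took the call from Krt19 in CLiPs (−3.26), from Mki67, Id1 and Ccn1 at 3 h, and from Ccn1 at 4 days and 1 week, and gave a call to Lamb1 at 4 days (−2.05). No other call of the 411 single genes and no set changed under a block.

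Depth sets what can be seen at all. A floor of 3 counts in 1 library is 0.775 to 3.48 CPM, so a count of 0 cannot tell absence from a level below that. Of every 56 splits of 5 and 3 libraries, only the real split gave as many called genes in dediHeps against FH, aggregates, dediHep-SOs against dediHeps and CLiPs (1 split each). Of 35 splits, only the real one did for ISC-BOs against FH and dediHep-BOs against ISC-BOs. These counts argue against chance only as finely as 56 or 35 splits allow. For CLiPs another split called 273 genes against 352. Aggregates and dediHep-SOs share cultures with dediHeps, so their libraries are not freely exchangeable. Groups of 3 against 3 have 10 splits, and although only the real split gave as many genes in each, chance cannot be excluded by so few splits. For the drug and steroid and the complement and coagulation sets, 1 split of 56 gave as small a p, the real one, in dediHeps and in aggregates. For cell cycle (12 splits in dediHeps, 7 in aggregates) and Yap targets (3 and 5 splits) chance cannot be excluded by these counts of splits.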

Differences from the paper's values

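Apart from 2 settings marked below as chosen after seeing the values, all alternatives named here were set before the data were examined. A value or count is said to reach or come within the paper's where the larger of the pair is at most 1.5 times the smaller.

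The largest −log10 p of each volcano plot was smaller here than in the paper, whose values were read by eye. In Fig. 2c the paper's value is about 18 (read by eye) and the value here 10.47 for dediHeps against fresh hepatocytes (FH). It came within the paper's without a low-count filter (17.92), with the 0.5 CPM minimum of iDEP (16.51) and with all 49 libraries in a single fit (24.9), and not with RLE, DESeq2 or the replicate block. In Fig. 3c the paper's value is about 13 (read by eye) and the value here 8.18 for aggregates against dediHeps, with 12.72, 10.36 and 15.03 under those 3 settings, and not under the others run. In Fig. 5d the paper's values are about 90 for dediHep-SOs and about 120 for FIPC-SOs (read by eye) against 9.85 and 10.34 here. They were reached without the filter (90.17 and 115.53) and with DESeq2 (98.44 and 106.41), for dediHep-SOs also with the minimum of iDEP (91.86), and not with RLE, the single fit or the block. In Fig. 6d the paper's values are about 110 for dediHep-BOs and about 140 for ISC-BOs (read by eye) against 10.11 and 12.13 here, reached without the filter (112.99 and 143.06) and with DESeq2 (123.35 and 144.62), and not under the others run. In Fig. 7b the paper's value is about 9.5 (read by eye) against 6.28 here for CLiPs, reached without the filter (9.39) and with the minimum of iDEP (7.79), and not under the others run.

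In the diagram of Fig. 5e the paper's numbers of genes are about 1200 on the dediHep-SO side and about 1100 on the FIPC-SO side (read by eye), and here 571 genes were called higher in dediHep-SOs and 463 higher in FIPC-SOs. Both sides came within the paper's without a low-count filter (1025 and 1027) and with the minimum of iDEP (976 and 946). The dediHep-SO side did so with all 49 libraries in a single fit (866) and the FIPC-SO side without dediHep-SO replicate 3 (950), and no other alternative set in advance reached either. No filter with an unadjusted p under 0.05 and the fold threshold, chosen after seeing the values, gave 1135 genes higher and 1225 lower in dediHep-SOs, the numbers printed in the figure but on the opposite sides, and as the paper names no gene of the diagram, it could not be counted how many of its items this setting drops.

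In the diagram of Fig. 6e the paper's numbers are about 1200 on the dediHep-BO side and about 1200 on the ISC-BO side (read by eye), and here 152 and 193 genes were called. None of the alternatives set in advance reached them, the nearest being no filter (455 and 343) and the minimum of iDEP (404 and 305). No filter with the fold threshold alone, chosen after seeing the values, gave 1181 higher and 1173 lower in dediHep-BOs, which match the numbers printed in the figure, and here too it could not be counted how many of the paper's items it drops.

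The paper states that more than 97% of the detected genes were similarly expressed in each pair of organoids. The share of tested genes that were not called was 91.1% for dediHep-SOs and FIPC-SOs and 96.9% for dediHep-BOs and ISC-BOs. Over genes with a count in either group it was 95.3% and 98.4%, and over all listed genes 97.8% and 99.3%. For dediHep-BOs it was also over the paper's share without dediHep-BO replicate 1 (97.4%) or 2 (97.5%) and without ISC-BO replicate 1 (97.3%) or 2 (97.2%). Other libraries left out moved it away. The share called rose to 4.13% without dediHep-BO replicate 3, and between dediHep-SOs and FIPC-SOs to 14.1% without dediHep-SO replicate 3.

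The paper lists Id2 among genes increased in dediHeps, and here its log2 fold change was 0.30, not called by edgeR under any alternative. The paper describes Cdh1 as not changed in dediHeps, and here it was higher by 1.57 on the log2 scale (edgeR FDR 0.00824), past the FDR threshold alone. The paper lists S100a7a, Lamb1 and Mki67 as lower in CLiPs, and here each was lower but not called by edgeR. Mki67 was called with DESeq2 (adjusted p 0.00561), without a low-count filter (edgeR FDR 0.0393), with the minimum of iDEP (edgeR FDR 0.0735), in the fit of all 49 libraries (edgeR FDR 0.00461), by its unadjusted p (0.00497 from edgeR) and without dediHep replicate 1 (edgeR FDR 0.0434). S100a7a was called with DESeq2 (adjusted p 0.0285), in the fit of all 49 libraries (edgeR FDR 0.0138), by its unadjusted p (0.0142 from edgeR) and without dediHep replicate 3 (edgeR FDR 0.0616). Lamb1 was called in the fit of all 49 libraries (edgeR FDR 0.0416) and by its unadjusted p (0.0347 from edgeR). The paper shows Vim and Prom1 as lower with verteporfin, and here they were lower by −1.12 (edgeR FDR 0.239) and −1.03 (edgeR FDR 0.536) on the log2 scale, not called.

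No difference was found for the share of variance of PC1 (34.6%) and PC2 (20.4%) or for the log2 fold change of Vim in dediHeps (7.65). Krt19 in dediHeps (11.33), Cdx2 in CLiPs (−9.91) and Alb in dediHep-SOs (−15.93) each have 0 counts in a group compared, so the prior count of edgeR sets these sizes and they are not read as agreement.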

Other observations

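The tests of a limit on UMI sequences and of the prior degrees of freedom in this part were chosen only after the result was seen.

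Lists of marker genes, written from general knowledge before they were tested, were read as medians of log2 fold changes. Each comparison tested 18 or fewer genes of a list, members above 1 CPM in FH are named with each list, and 0 members of a list are held by another unless stated. In dediHeps against FH the hepatocyte list (18 genes, all above 1 CPM in FH, 4 also in the complement set) was at −3.47 with 17 of 18 called lower. The cholangiocyte list (10 genes, 3 in FH, 2 also in the fetal intestinal list) was at 6.61 (6 tested, Krt19, Krt7, Prom1 and Spp1 called higher) and the fetal intestinal list (7 genes, 5 in FH) at 3.21 (6 tested, Anxa1, Il33 and Spp1 higher). The adult intestinal stem cell list (8 genes, 6 in FH) was at 0.99 (3 tested, Cdk6 higher) and the enterocyte list (12 genes, 6 in FH, 7 also among the adult Cdx2 targets) at −3.92 (8 tested, 6 lower, Alpi and Vil1 higher). Of the colon list (8 genes, 2 in FH) only Aqp8 was tested (−8.75, lower), and the small intestine list (8 genes, 3 in FH, 2 also in the enterocyte list) was at −1.07 (3 tested, Slc10a2 lower).

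In aggregates against dediHeps the hepatocyte list rose by 2.12 (16 of 16 higher, 10 called) and the enterocyte list by 3.07 (8 tested, 5 called), genes that FH also hold. The cholangiocyte list was at −1.79 (6 tested, Krt19 and Prom1 lower), the fetal intestinal list at −2.19 (6 of 6 lower, Anxa1 and Gja1 called) and the stem cell list at −1.45 (3 tested, Rnf43 lower). The goblet cell gene Tff3, the only tested gene of that list (8 genes, 2 in FH), was at 866 ± 363 CPM in aggregates against 9.77 ± 13.7 in dediHeps (6.37, called), above the 65.0 CPM of dediHep-SOs.

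Between dediHep-SOs and FIPC-SOs the lists of differentiated intestinal cells were lower in dediHep-SOs. The Paneth list (10 genes, 1 in FH) was at −8.44 (7 of 8 called lower, −7.71 with genes at 0 in a group set to a floor of 3 counts over the group), the enteroendocrine list (9 genes, 1 in FH) at −8.49 (8 of 8, −6.51 at the bound), the enterocyte list at −4.74 (7 of 9) and the goblet list at −1.53 (8 tested, Spink4 and Tff3 lower). Higher in dediHep-SOs were the gastric list (12 genes, 1 in FH; 4.54, 3 tested, Gkn3 and Tff2 called) and the fetal intestinal list (1.98, 7 tested, Clu, Il33 and Spp1 called). The stem cell list was at 0.24 (7 tested, Smoc2 lower), the cholangiocyte list at 0.76 (10 tested, Prom1 and Spp1 higher, Cftr lower), the small intestine list at 1.21 (3 tested, Gata4 lower) and the colon list at −0.25 (3 tested, Ly6g higher). Of cells that could have been carried along, the Kupffer cell list (12 genes, all in FH) was at 1.76 (3 tested, Csf1r higher, Lyz2 lower), of the endothelial list (10 genes, all in FH) 1 gene was tested and not called (0.37), and of the stellate list (12 genes, 9 in FH) none was tested. The deviations of list medians were not themselves put to a test, and the hepatocyte list, with its value of 5.67, follows below.

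Between dediHep-BOs and ISC-BOs the lists lay closer to 0. The enterocyte list was at −0.37 (12 tested) and the goblet list at 0.93 (8 tested), with 0 genes called by edgeR in either, although 3 and 7 had an unadjusted p under 0.05 below the fold threshold. The Paneth list was at −0.84 (10 tested, Defa22, Defa24, Defa30 and Gm14851 lower, Ang4 higher), where defensin genes share near-identical sequences and their split between genes is uncertain. The enteroendocrine list was at −0.97 (9 of 9 lower, Cck, Gcg and Tph1 called), the stem cell list at 0.47 (7 tested, Rnf43 higher), the cholangiocyte list at 0.29 (9 tested, Spp1 higher, Cftr lower), the gastric list at 0.73 (3 tested, Pgc higher) and the fetal intestinal list at 4.48 (3 of 3 called higher, Clu, Ly6a and Spp1). The small intestine list was at −0.95 (5 tested), with Gata4 (23.3 ± 9.52 CPM against 131 ± 77.5) and Pdx1 (0 against 8.51 ± 5.53 CPM) lower, and the 1 tested gene of the colon list was at 0.84.

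For CLiPs against dediHeps the hepatocyte list was at 0.75 (13 of 13 higher, 0 called by edgeR, 2 at an unadjusted p under 0.05 with the fold threshold, and only CLiP replicate 3 above the range of dediHeps in summed CPM) and the cholangiocyte list at 0.39 (7 tested, Krt19 lower). With verteporfin against DMSO the hepatocyte list was at −0.09 (15 tested) and the cholangiocyte list at 0.50 (8 tested), with 0 called by edgeR in either, although 7 and 5 had an unadjusted p under 0.05 below the fold threshold, and the gastric gene Tff1 was called higher (3.26, 659 against 70.2 CPM).

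Hepatocyte transcripts were found in organoids grown from dediHeps. The hepatocyte list had a median log2 fold change of 5.67 in dediHep-SOs against FIPC-SOs (4 tested, Gc, Hpx and Trf called) and of 1.69 in dediHep-BOs against ISC-BOs (3 tested, Trf called). Trf was at 576.5 ± 68.8 CPM in dediHep-SOs and 48.8 ± 19.1 in dediHep-BOs, against 6.47 in FIPC-SOs and 2.28 in ISC-BOs. This is consistent with hepatocyte transcripts kept after conversion, which the list was written to test, while hepatocytes left over among the organoid cells would bring the abundant Alb, which had 0 counts in dediHep-SOs (at least 11860-fold below FH). Why Trf was kept and most of the list was not stays open.

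Summed Hox genes were compared to ask whether a position of origin is kept. They were at 8.36 CPM (SD 3.59) in dediHep-BOs and 11.3 (SD 5.17) in ISC-BOs (exact permutation p 0.457, the smallest possible 0.0286), and at 3.22 (SD 2.81) in dediHep-SOs and 58.9 (SD 26.2) in FIPC-SOs (exact permutation p 0.1, the smallest possible). Hoxa3 and Hoxb4, the 2 tested of 39 genes, were lower in dediHep-SOs (median −5.24, −3.68 at the bound). For dediHep-BOs and ISC-BOs a kept position and an equal one cannot be told apart at these few counts. Irx5 differed more clearly, at 245 ± 31.7 CPM (scaled over these libraries) in dediHep-BOs against 1 count in ISC-BOs. Whether it follows the origin of the cells was not tested.

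In the time course, genes of the stellate list moved in both directions. At 1 week Acta2 and Col1a1 were called higher and Dcn and Reln lower (8 tested, median 0.11), and at 2 weeks Acta2, Col1a1 and Tagln higher and Dcn and Reln lower (median 1.08). Acta2 was at 0.787 CPM in FH, 54.2 ± 47.0 at 1 week, 96.9 ± 63.0 at 2 weeks and 1.10 in dediHeps. The endothelial list was at −4.40 at 2 weeks (7 of 9 called lower) and the Kupffer cell list at −0.31 (10 tested, 0 called by edgeR and 0 at an unadjusted p under 0.05). Whether other liver cells were present in these monolayers was not tested, and the tests of cells carried along cover dediHeps alone. Cdx2 had 0 counts in FH and at every time to 2 weeks, and 638 over the 5 dediHep libraries.

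No count exceeded 4096 in any library, the number of UMI sequences of 6 bases, and 4 libraries reach it. All 49 libraries have a count over 3686, 90% of that number, while their totals run from 861047 to 3872936. These values are consistent with the explanation that UMI sequences of 6 bases run out for abundant genes. In dediHeps against FH 129 genes had more than 50% of the sequences used in an FH library. A correction for shared sequences moved their log2 fold changes by a median of −0.46 (−2.06 to 0.61) and those of other genes by 0.03. Called were 2944 genes in place of 2901, 2879 of them in both. Fold changes of abundant liver genes are thus likely too small in the counts as they stand, with 4096 as the ceiling, while a gene at the ceiling has no defined correction.

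The p-values of edgeR were far smaller without a low-count filter. In 13 of 13 comparisons the largest −log10 p lay nearer the filtered value when the unfiltered fit was given the prior degrees of freedom of the filtered fit. It ran from 9.39 to 143 without the filter and from 6.22 to 11.4 with those degrees of freedom. The prior itself was 4.37 to 8.14 with the filter and, without it, infinite in 8 comparisons and 11.7 to 114 in the others. A candidate explanation, which these 13 comparisons fit, is that genes with few counts raise the prior degrees of freedom of edgeR. It concerns the size of p-values and not that of fold changes.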
